# Chemical structure drives developmental toxicity of alkyl-substituted naphthalenes in zebrafish

**DOI:** 10.1016/j.envint.2025.109837

**Published:** 2025-10-01

**Authors:** Mackenzie L. Morshead, Lisa Truong, Steven J. Carrell, Richard Scott, Kim A. Anderson, Robyn L. Tanguay

**Keywords:** Polycyclic aromatic hydrocarbons, Naphthalene, Alkyl-substituted naphthalenes, Zebrafish, Transcriptomics, Molecular docking, Narcosis

## Abstract

Naphthalene and its alkyl-substituted derivatives are among the most abundant polycyclic aromatic hydrocarbons (PAHs) in environmental and human exposure studies, yet their developmental toxicity and mode of action remain poorly understood due to challenges in testing semi-volatile compounds. This study developed a vial based, high throughput method to effectively assess the activity of naphthalenes and a set of 24 alkyl-substituted naphthalenes. Early life stage zebrafish were exposed to a concentration series of each chemical (0–50 μM) in rotating sealed glass vials to minimize volatilization. Benchmark concentration (BMC_50_) values were calculated for morphological endpoints and lowest effect levels were determined for behavioral effects. The data were assessed for evidence of a narcotic mode of action using body burden measurements for select chemicals and logK_ow_ modeling. Targeted transcriptomics at a single concentration and timepoint as well as *in silico* molecular docking were conducted to generate mode of action hypotheses. The vial method enabled detection of highly variable developmental toxicity not previously observed using standard 96-well plate exposures. LogK_ow_ and body burden were poor predictors of toxicity, suggesting a non-narcotic mode of action. Transcriptomic analysis revealed evidence for the disruption of glucocorticoid signaling pathways. Molecular docking identified potential protein targets (e.g., CYP1A2, NT5E, FOLR1) that may mediate observed effects. This study demonstrates the importance of appropriate exposure methods for semi-volatile compounds, reveals structure-dependent toxicity among alkyl-substituted naphthalenes, and provides a foundation for further mechanistic studies and improved risk assessment of alkyl-substituted PAHs.

## 1. Introduction

Polycyclic aromatic hydrocarbons (PAHs) are a ubiquitous class of environmental contaminants characterized by two or more fused aromatic rings. PAHs are in high abundance in petroleum products and coal and are also produced through the incomplete combustion of organic materials like tobacco and wood (Casillas et al., 2025). While PAHs are naturally occurring chemicals, their presence in the environment is largely attributable to anthropogenic activities (Howsam & Jones, 1998). Naphthalene is the smallest of the PAH chemical class, comprised of two fused aromatic rings. Naphthalene has numerous industrial applications. Isolated from petroleum and coal tar, it is used in the production of polyvinyl chloride (PVC) plastics, dyes, resins, and insect repellent (Preuss et al., 2003). As a member of the US Environmental Protection Agency’s 16 priority PAH list, naphthalene has been included in many environmental monitoring studies (Hudson-Hanley et al., 2021; Keith, 2015; Souza et al., 2023). One study, using data collected from the National Health and Nutrition Examination Survey, measured the presence of oxygenated metabolites of four parent PAHs, including naphthalene in urine (Hudson-Hanley et al., 2021). Metabolites of naphthalene were 20–30 % more prevalent than the other PAHs measured and increased over the fourteen-year study (Hudson-Hanley et al., 2021). Environmental monitoring has routinely found that naphthalene is the most abundant PAH in air and water samples (Moran et al., 2023; Yu et al., 2021). While alkyl-substituted PAHs are much less commonly monitored, when measured, they are routinely more abundant than parent or otherwise substituted PAHs (Golzadeh et al., 2021; Moradi et al., 2022; Qiao et al., 2020; Wnorowski et al., 2022). Alkyl-substituted naphthalenes are typically the most abundant amongst alkyl PAHs (Peng et al., 2023; Wnorowski et al., 2022). For example, comprehensive review of PAH derivatives found that 2,3- and 2,6-dimethylnaphthalene alone made up 10 % of all alkyl PAHs measured (Peng et al., 2023).

There is a large body of knowledge concerning the toxicity of naphthalene, while research on alkyl-substituted naphthalenes, beyond 1- and 2-methylnaphthalene, is limited. Naphthalene was designated by the National Toxicology Program (NTP) as *reasonably anticipated to be a human carcinogen* in 2004 thus, carcinogenicity is typically the main concern for human health. Naphthalene can also cause respiratory and hepatic injury in a club cell specific manner (Chen et al., 2018; Van Winkle et al., 1997). The mechanisms underlying these effects are linked to the *in-situ* production of toxic metabolites (eg. Naphthalene 1,2-epoxide) by non-AHR induced cytochrome P450s (CYPs) (Casillas et al., 2025; Genter et al., 2006; Warren et al., 1982). Monomethylated naphthalenes are singly alkylated with similar production sources and uses and are associated with similar health effects as unsubstituted naphthalene (Casillas et al., 2025). The mechanisms underlying these effects are also linked to toxic metabolite related oxidative stress. Though ring oxidation leading to epoxide formation does occur with these chemicals, oxidation at the methyl group is the primary metabolic pathway (Casillas et al., 2025; Wang et al., 2020). Thus, any differences in toxicity between naphthalene and monomethylated naphthalenes are often attributed to the reduction in the formation of reactive epoxides (Höke & Zellerhoff, 1998). However, evidence suggests that 2-methylnaphthalene may also act through non-CYP dependent mechanisms, as CYP inhibition is not as effective in reducing toxicity as it is for naphthalene (Lin et al., 2009).

There is limited research on the toxicity of alkyl-substituted naphthalene compounds beyond monomethylated derivatives. In mice, 2-isopropylnaphthalene and 2,6-diidopropylnaphthalene are minimally active compared to naphthalene and its monomethylated derivatives (Honda et al., 1990). This difference in activity was attributed to the further reduction in ring oxidation due to the increased alkyl substitution of these compounds, and minimal formation of reactive epoxides (Höke & Zellerhoff, 1998; Honda et al., 1987; Kojima et al., 1982). Metabolite formation of a number of other alkylated naphthalenes beyond those previously mentioned, was conduct by Wang et al. (2020), who found that alkylated derivatives of naphthalene favored side chain oxidation over ring oxidation with negligible ring oxidation on naphthalenes with six or more alkyl substitutions (Wang et al., 2020). The authors suggested that the reduction in ring oxidation of more alkylated naphthalenes would equate to a reduction in bioactivation and toxicity (Wang et al., 2020). This hypothesis is yet to be confirmed *in vivo*. Another frequently proposed hypothesis for the activity of PAHs and alkyl-substituted PAHs more generally is the narcosis model. In it, chemicals act through baseline toxicity induced by basic partitioning into membranes, leading to membrane disruption (Klüver et al., 2016, 2019; Lambert et al., 2022). There is little experimental work that has tested these hypotheses.

The only prior large scale screenings of alkyl-substituted naphthalenes for vertebrate biological activity were our previous publications (Geier et al., 2018a; Morshead et al., 2025; Shankar et al., 2019). In these studies, 24 alkyl-substituted naphthalenes were screened for biological activity in early life stage zebrafish in a high throughput, 96-well plate format (Geier et al., 2018a; Morshead et al., 2025; Shankar et al., 2019). Embryos were statically exposed in 100 μL of exposure medium and sealed at 6 h post fertilization (hpf) until morphological and behavioral data were collected at 24 and 120 hpf (Geier et al., 2018a; Morshead et al., 2025; Shankar et al., 2019). The study showed no morphological effects and only minimal behavioral effects (Geier et al., 2018a; Morshead et al., 2025). Chemical fate analysis and modeling in the 96-well plate system determined that volatilization was the primary explanation for the minimal uptake of naphthalene by embryos (Geier et al., 2018b; Rude et al., 2025). The challenge of volatilization is not unique to naphthalenes in our previous exposure system, and has been documented with other semi-volatile and volatile compounds in diverse aqueous exposure scenarios (Jochum et al., 2024; Proença et al., 2021; Stadnicka-Michalak et al., 2021). We hypothesized that a more tightly sealed approach to developmental exposures would reduce volatilization and present a truer picture of alkyl naphthalene bioactivity (Geier et al., 2018a; Morshead et al., 2025).

Here we tested our hypothesis in rotating 2 mL glass vials with lined screw caps filled with 2 mL of exposure medium. The technique limited headspace and sealed much more effectively than a 96 well plate could be sealed. We screened naphthalene and the 24 alkyl-substituted derivatives tested in our previous 96-well plate studies for developmental toxicity in zebrafish. The data were used to assess whether increased ring oxidation equated to reduced toxicity, as previously proposed (Wang et al., 2020). We assessed whether alkyl-substituted naphthalenes acted through narcosis by assessing how well logK_ow_ correlated with the observed potency, as previous narcosis models have done (Di Toro et al., 2000; Klüver et al., 2016, 2019). To support our modeling work, body burden concentrations were measured in a subset of chemicals and compared to bioactivity. Targeted transcriptomics and reverse molecular docking data generated hypotheses for the mechanisms underlying the variability in potency of bioactivity. Transcriptomic responses were assessed for gene expression correlation with morphological effects. Reverse molecular docking to a library of ~30,000 predicted human protein binding sites enabled hypotheses about molecular initiating events. Proteins of interest were further assessed utilizing crystal structures and zebrafish protein structure predictions.

## 2. Methods

All data analysis, unless otherwise stated, was performed in R studio (R version 4.4.2) (R Core Team, 2023).

### 2.1. Chemicals

Analytical grade standards were obtained from the Chemical Mixtures Core of the Oregon State University Superfund Center from various vendors (Table S1). All standards were analytically verified and dissolved in dimethyl sulfoxide (DMSO) if obtained neat or solvent exchanged to DMSO (10 mM concentration). A detailed chemical list with CASRN and stock concentration can be found in Supplemental Information 1 (SI-T1).

### 2.2. Zebrafish husbandry

Adult tropical 5D line zebrafish (*Danio rerio)* were maintained under Institutional Animal Care and Use Committee protocol 2021–0227 at the Oregon State University, Sinnhuber Aquatic Research Laboratory (SARL, Corvallis OR). Fish were kept in densities of ~ 500 fish/35-gallon tank at 28 °C in a 14 h:10-hour light:dark cycle, tank water was recirculated, filtered water was supplemented with Instant Ocean salts. Adult fish were fed twice a day with Sparos Zebrafeed 300 μm and spawned by placing a specialized gridded platform and funnel in the tank the night before, spawning was initiated upon first light in the morning. The resulting embryos were collected, screened for malformed or unfertilized individuals, and sorted to the same developmental stage into large glass petri dishes containing embryo medium (EM) (Kimmel et al., 1995).

### 2.3. Toxicity testing

When embryos were 6 hpf they were bleached in groups of 1000 or less to limit bacterial growth in sealed vials. Embryos were placed in a strainer for transfer between solutions in 500 mL containers. First embryos were placed in system fish water for 1 min, then transferred to a 2.25 % sodium hypochlorite solution for five min, then transferred to a 70 ng/mL sodium thiosulfate solution for 1 min and rinsed in EM for five min and transferred to a clean glass petri dish. Pools of eight embryos were placed into 2 mL clear glass screw cap exposure vials with polyvinyl-faced pulp liner (Avantar Radnor, PA, United States) using a glass Pasteur pipette. Excess EM was removed, and 2 mL of fresh EM was immediately added. A total of 10 uL of 200x working stock (in DMSO) was added to each vial, then immediately capped and inverted three times to mix. No precipitation was observed for any chemicals at the concentrations tested. Vials were loaded into a custom 3D printed vial holder for slow end-over-end rotation in a dark 28 °C incubator overnight. Rotation of the vials served to reduce chemical partitioning into the headspace and ensure uniform respiration of embryos (Bedell et al., 2025). At 24 hpf, embryos were removed from exposure vials and singulated into 96-well plates loaded with 100 μL chemical-free EM. Each exposure vial group was maintained in plate columns. After loading into 96-well plates, embryos were assessed for 24-hour mortality. For the remainder of the exposure, plates were kept stationary at 28 °C in the dark, until 120 hpf when morphology screening and the larval photo motor response (LPR) assay were conducted, section 2.3.2 and section 2.3.3, respectively. 96-well plates were labeled with a unique plate identifier and all data collected for the endpoints explained in the following sections were connected through a custom laboratory information management system (Zebrafish Acquisition and Analysis Program (ZAAP)) (Truong et al., 2016). A visual summary of this exposure method is shown in Fig. 1.

#### 2.3.1. Experimental design

All chemicals were tested at five concentrations and a control (0, 3.125, 6.25, 12.5, 25, 50 μM) and normalized to 0.5 % DMSO, a concentration that did not cause morphological effects but fostered solubility (Hoyberghs et al., 2021). Each treatment group was replicated over four vials, resulting in 32 embryos per treatment, split over two replicate 96-well plates per chemical. Some chemicals lacked intermediate response data (between background and 100 % effect) which hindered our ability to accurately model the sigmoidal concentration-response curve and estimate benchmark concentration 50 % (BMC_50_) values. For these chemicals, follow-up exposures were conducted at four intermediate concentrations between background and 100 % effect to improve sigmoidal concentration–response modeling. These concentrations were 12.8, 16, 20, and 25 μM for chemicals lacking data between 12.5 and 25 μM and 30, 37.5, 45, and 50 μM for chemicals lacking data between 25 and 50 μM. Vial groups of plated larvae were tracked to assess the impact of the vial on the results. All reported concentrations were nominal water concentrations and are included in SI-T4.

#### 2.3.2. Morphology

At 24 hpf embryos were assessed for mortality (MO24). At 120 hpf embryos were assessed for abnormality in nine morphological endpoints: mortality (MORT), edemas (EDEM), bent axis (AXIS), touch response (TCHR), craniofacial (CRAN), muscular/cardiovascular (MUSC), lower trunk (LRTK), brain (BRAN), skin (SKIN), and notochord malformations (NC). Morphological assessments were made by a team of three to four individuals. The team was blinded to the identity, plate layout, and concentrations of the chemicals, thereby minimizing bias in morphological screening assessment. To ensure the assessments were consistent, concentration–response reproducibility of a parathion ethyl quality control plate was performed along with each experimental exposure set up. Details of all measured endpoints can be found at Developmental toxicity zebrafish phenotype atlas. The binning of morphological endpoints for assessment was done as previously described in (Wilson et al., 2022). Each endpoint was scored as a binary presence/absence and scores were compiled into an “Any effect” endpoint, the presence of abnormality in any individual endpoint.

##### 2.3.2.1. Vial effect assessment.

Morphological results were assessed for the impact of vial exposure groups on morphological outcomes. This assessment used generalized linear mixed effects models and variance source partitioning for each chemical using lme4::glmer() function in R (Bates et al., 2015). Scaled concentration (log-plus-one scaled) was used as the fixed effect to predict the binomial presence or absence of the Any effect endpoint and the vial group of a given observation was assigned as the random effect. R^2^ values for the model fixed effect (concentration) and random effect (vial group) for each model were obtained using the partR2::partR2() function, remaining error was calculated as 1-fixed R^2^-random R^2^. The ratio of fixed R^2^:random R^2^ was calculated, a ratio > 1 indicated that the impact of the vial grouping explained less of the variability observed in the data than the concentration, thus it was appropriate to treat embryos as individual observations. For chemicals with a fixed R^2^:random R^2^ ratio < 1 the ratio of random R^2^:remaining error was used to determine the magnitude of variability explained by the vial groupings. Low random R^2^:remaining error ratios (<1) indicated that the amount of variability explained by the vial groupings was negligible in explaining the overall observed variability in the data and thus it was appropriate to treat embryos as individual observations for the following analysis. The result of this analysis is available in SI-T2. All chemical data sets met the criteria to treat embryos as individual observations for all downstream analysis.

##### 2.3.2.2. Morphology summary statistics.

The Any effect percent was used to calculate the BMC_50_, 50 % change relative to the background for each endpoint and chemical. All values were reported as the nominal exposure concentration. BMC_50_ values were calculated as previously described (Truong et al., 2022). Briefly, a unrestricted three-parameter log-logistic model for dichotomous data with “extra risk” was fit following guidelines described in the EPA BMDS v3.2 manual, using the maximum likelihood estimation to find the three parameters (US Environmental Protection Agency (EPA), 2020). These curves were used to calculate the reported BMC_50_ values which were required to be within the exposure concentration range, 95 % confidence intervals (BMC upper (BMCu) and BMC lower (BMCl)) were computed using the likelihood-ratio method described in the EPA BMDS v3.2 manual (US Environmental Protection Agency (EPA), 2020). BMC values were reported if the BMCu:BMCl ratio was < 40. BMC_50_, BMCl and BMCu and binomial response data are available in SI-T3 and SI-T4, respectively.

##### 2.3.2.3. LogK_ow_ modeling.

Average predicted logK_ow_ values for each chemical were obtained from the Comptox dashboard (version 2.5.2) when available (Williams et al., 2017). The logK_ow_ value for 2,4,5-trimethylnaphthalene was unavailable on the Comptox dashboard and was predicted using the KOWWIN module in EPI suite^™^Estimation Programs Interface (US EPA, 2024). The BMC_50_ values for chemicals with calculated values for the Any effect endpoint and predicted logK_ow_ values were used to build a simple linear model in R. Model performance was assessed using p-value, R^2^, and average relative error. The average relative error was calculated for each chemical in the model using the equation, *|residual|/observed BMD*_*50*_ and averaged. Model parameters are available in Table S2 and predicted logK_ow_ values are included in SI-T5.

#### 2.3.3. Larval photomotor response (LPR)

The LPR assay was conducted at 120 hpf. This was done in 96-well plates using a light–dark cycle and video tracking software via the Viewpoint ZebraBox behavioral system software version 5.29.0.70 (Viewpoint Life Sciences, Lyon, France). Larval movement was tracked throughout minutes 6–24. Animals dead or morphologically abnormal were excluded from the analysis, and if more than 30 % of the wells in a treatment group were excluded, the treatment was removed.

##### 2.3.3.1. LPR summary statistics.

Animal removal due to mortality and morphology effects precluded estimation of concentration–response curves, instead the lowest effect level (LEL) was used. Movement values were binned into 6s intervals, log normalized and used to calculate area under the curve (AUC). AUC values from the first cycle after calibration were used to calculate the LEL for each period (light and dark). AUC values were compared to the day-matched control using a Student’s *t*-test (Holm-corrected p value ≤ 0.05). An LEL value was only reported where the next highest concentration also showed a significant effect in the same direction, except for the highest concentration. This minimized the risk of false positives. LEL values and individual animal movement data are available in SI-T6 and SI-T7 respectively.

### 2.4. Body burden measurements

Body burden was measured for exposure to five chemicals at two timepoints: 24 and 48 hpf. These chemicals (1,5-dimethylnaphthalene, 1,7-dimethylnaphthalene, 2,7-dimethylnaphthalene, 2,4,5-dimethylnaphthalene, and naphthalene) were chosen to span a range of chemical toxicity based on morphological BMC_50_ values and to draw comparisons between chemicals with similar structures and variable toxicity. The exposure concentration was chosen as it was the maximum possible concentration that ensured enough viable animals for collection at 48 hpf and allowed direct comparison of chemical uptake at the same exposure concentration.

#### 2.4.1. Tissue collection

Chemicals were exposed at 20 μM following the exposure procedure detailed in section 1.3, 24 vials per chemical. At 24 hpf, embryos were pooled in groups of 32 embryos (combining embryos from 4 vials) into 1.5 mL polypropylene RINO-safe lock tubes (n = 3 per chemical treatment, n = 3 per control). Tubes were briefly placed on ice to reduce embryo movement (<1 min); the remaining medium was removed; the tube was then flash frozen in liquid nitrogen and stored at −20 °C until extraction. Embryos in the remaining vials were plated as previously described in section 1.3 until collection at 48 hpf following the same procedure as 24 hpf collections (n = 3 per chemical treatment, n = 1 control).

#### 2.4.2. Tissue extraction

Tissue extraction was performed as previously reported (Rude et al., 2025). Each sample was spiked with 25 μL internal standard in ethyl acetate and 100 μL of 1 mm glass beads (Next Advance, Troy, NY United States) were added to the RINO-safe lock tubes containing thawed tissue samples and left on ice for 10 min 250 mg of Na_2_SO_4_ and 200 μL of ethyl acetate were added to each tube and vortexed. Tubes were homogenized at speed 8 for 6 min in a Bullet Blender (Next Advance, Troy, NY, United States). 300 μL of ethyl acetate was added to each tube and the homogenization step was repeated until no pieces of non-homogenized fish tissue remained. Samples were then centrifuged for 10 min at 4 °C, 1600g. Sample supernatant (0.5 mL) was collected into amber vials and stored at 4 °C until chemical analysis.

#### 2.4.3. Chemical analysis

Samples were analyzed for quantitation and identification of 161 PAHs. The method was performed with an Agilent 7890 gas chromatograph (GC), with a 7000C triple quadrupole mass spectrometer (MS/MS) using an Agilent J&W PAH select (30 m × 250 μm × 0.15 μm GC column). Calibration for each analyte utilized at least a 4-point (range: 4–7, median 6 points, n = 161) curve with R^2^ ≥ 0.99. Specific instrument conditions were modified from Anderson et al. (2015) and are detailed in Table S3. GC–MS/MS data was analyzed using MassHunter Quantitative Analysis v.B.06.00 SP1 build 6.0.388.1 software (Agilent Corp. Wilmington,DE) (Anderson et al., 2015). Dynamic muti-reaction monitoring mode was used during analyses, and all PAHs were identified using analytical standards obtained from multiple sources (Table S1). Collison energies were optimized for each individual unsubstituted PAH, alkylation series (C1, C2, etc.), and when possible, specific alkylation group (i.e. methyl, ethyl, etc.).

A standard containing all 161 target analytes was used for continuing calibration verification (CCV) and was analyzed before and after each batch of samples with additional checks for system performance approximately every 10 samples. The data quality objective of at least 80 % of the 161 PAHs (i.e. 129 compounds) within 30 % of the expected concentration was met for all CCVs. In addition, specific PAHs used for exposures were all within 30 % of the known value. Solvent blanks were analyzed after every fifth sample and after each CCV, and all target PAHs were below detection limits. PAHs not used for exposures were below detection limits in all samples. To demonstrate precision, one extract was analyzed in duplicate; duplicate analysis displayed an average relative percent difference (RPD) of 0.7 % across detected PAHs. Finally, as a check against potential matrix influence regarding accuracy, one sample extract was over-spiked with a solution containing all 161 PAHs, and the resulting average percent recovery was 104 % with a range of 78–123 %. Resulting values are available in SI-T8.

#### 2.4.4. Statistical analysis

Body burden concentrations based on average embryo wet weight at each timepoint were determined by the equation below. Total measured chemical was calculated from ng/mL concentrations times sample volume (0.5 mL).

$$\text{Bodyburden}\;\left(\text{nmol}/\text{mgbw}\right)=\frac{\text{total measured chemical}\;\left(\text{nmol}\right)}{\text{number of fish}\left(32\right)\times \text{average body weight}\;\left(mg\right)}$$

Average body weights at 24 hpf and 48 hpf were assumed to be 0.31 mg and 0.26 mg, respectively as determined previously (Rericha et al., 2024). Statistical analysis to compare time points within chemicals was performed using a two-sided Student’s *t*-test (p-value ≤ 0.05). An ANOVA with a follow-up Dunn’s test was used to compare body burden between chemicals at 24 hpf (p-value ≤ 0.05). Body burden concentrations at 24 hpf were compared to the estimated percent effect of each measured chemical at the exposure concentration used for body burden analysis (20 μM). These estimates were made using the fitted concentration-response curves previously described in section 2.3.2.2.

The concentration uptake ratio of naphthalene at 24 and 48 hpf (nmol/embryo)/(nmol of nominal chemical exposure), was compared to the 96-well exposure method using previously published results (Geier et al., 2018b; Rude et al., 2025). Concentration uptake ratios between vial exposures and 96-well plate exposures were compared using a two-sided Student’s *t*-test, p-values ≤ 0.05 were considered significant. Concentration data as well as metadata highlighting differences in experimental design are included in SI-T9.

### 2.5. Targeted transcriptomics

Targeted transcriptomics were performed using the Biospyder^™^ TempO-Seq^™^ 96-well plate platform. This platform used detector oligos for a gene set of 3112 probes selected through data driven approaches and expert curation (Balik-Meisner et al., 2019). The targeted transcriptomics approach was selected to maximize the number of chemicals that could be included in the analysis while managing cost and data analysis requirements. Targeted transcriptomics were limited to 96 samples, three chemicals without morphological effects were excluded from the analysis to ensure n = 4 per chemical and n = 6 controls, excluded chemicals are indicated in SI-T3.

#### 2.5.1. Exposures and RNA collection

A single exposure concentration of 20 μM was chosen as the maximum possible concentration to elicit a biological response that also ensured enough viable animals for RNA collection for every chemical. The same concentration per chemical was chosen as opposed to a phenotypically anchored concentration due to variability in 48 hpf survival across chemicals at the same 120 hpf percent effect and to allow for a direct comparison of chemical potency and transcriptomic response. 48 hpf was chosen to ensure the measurement of transcriptomic responses prior to the emergence of observable phenotypic effects. This timepoint has been used extensively and enhanced the ability to compare our results across datasets. Exposure was conducted over two days, chemicals were split into day groups by numerical order of randomly generated internal labels, 11 chemicals and control each day, n = 48 embryos across six vials per treatment. Exposure was conducted as previously described in section 2.3. At 48 hpf embryos were collected for RNA extraction. Embryos from two exposure vials were kept for morphological effect assessments which were as expected based on screening results. From the remaining wells, six phenotypically normal embryos were collected and pooled in their vial groups into 1.5 mL Eppendorf tubes, placed on ice (~30 sec), excess medium was removed, placed back on ice (~30 sec), and 200 μL RNA shield was added. Five samples of n = 6 pooled embryos were collected from each treatment.

#### 2.5.2. RNA extraction and quantification

RNA was extracted from exposure groups on day one and day two. 100 μL of lysis buffer was added to each tube containing pooled embryo samples and 200 μL of RNA shield, the full contents of the tube were then transferred to the homogenization plate (2 mL deep 96-well plate pre-filled with 400 μL 1 mm zirconium beads and 500 μL of lysis buffer). The plate was homogenized for 1.5 min using the Mini-BeadBeater 96 (BioSpec Products, Bartlesville, OK, United States) and centrifuged for five min at 3000 rcf. 550 μL of the supernatant was distributed over two plates, each pre-filled with 275 μL of ethanol. RNA extraction was performed using the KingFisher Apex System (ThermoFisher Scientific, Waltham, MA, United States) and *Quick*-RNA Magbead kit (Zymo Research Corporation, Irvine, CA, Untied States). Briefly, this automated process uses Mag beads to collect RNA from the sample, after a series of washes and treatment with DNase the RNA is eluted in 50 μL of ultra-pure water. RNA quality was assessed using the 4150 TapeStation System (Agilent, Santa Clara, CA, United States). All samples used had RNA integrity number (RIN) scores >9.8. RNA concentration was determined using Quant-iT RNA Reagent and assay kit and Varioskan ALF multi-mode plate reader (ThermoFisher Scientific, Waltham, MA, United States) in duplicate, samples with high variability (coefficient of variance (CV) > 10) between reads were repeated in triplicate. The average of the quantification reads was used for RNA concentration normalization. Of the five replicates, samples with the highest concentration and lowest CV were selected (n = 4 per chemical treatment n = 3 per day match control). All 94 samples were normalized using ultra-pure water to the lowest concentration sample − 14.9 ng/μL.

#### 2.5.3. Library preparation and sequencing

1 μL per sample of normalized RNA or ultra-pure water for two blank wells, was used as input for library preparation following the manufacturers protocol for the 96-sample TempO-Seq S1500 + Zebrafish Surrogate Assay panel (BioSpyder Technologies, Inc., Carlsbad, CA, United States). Briefly, samples were added to the assay plate with an equal volume of 2x enhanced lysis buffer and processed through annealing with detector oligos, digestion, and ligation. Proper amplification was verified using real-time PCR green fluorescence. Library purification was performed using the NucleoSpin Gel and PCR Cleanup Kit (Macherey-Nagel Inc., Allantown, PA, United States) following adjustments detailed in the manufacturer’s instructions. PCR amplification products were pooled into a single sequencing library of 5 μL each into a 1.5 mL Eppendorf tube. The pooled and purified libraries were sequenced using one lane of the NovaseqX 10B flow cell (BioSpyder Technologies, Inc., Carlsbad, CA, United States).

#### 2.5.4. Data analysis

##### 2.5.4.1. Pre-processing.

Demultiplexing and alignment was performed using the manufacturer’s platform TempO-SeqR (BioSpyder Technologies, Inc., Carlsbad, CA, United States). The output table of gene counts was used for downstream analysis. Total reads per sample ranged from 7.4 million to 16.8 million with a mean of 10.6 million reads. Sample naming metadata and raw read counts are available in SI-T10 and SI-T11, respectively. All samples passed quality control metrics where sequence depth > 300 K, >40 % reads aligned to probe, >30 % of reads aligned uniquely to the probes, >300 K aligned reads, >30 % of the probes had at least five reads, per base sequence quality was high, and per base N content was low. Counts of genes with multiple probes were summed as instructed by the manufacturer resulting in 3069 unique genes (Everett et al., 2022). Read counts were normalized by upper quartile normalization using the *calcNormFactors* function from the Bioconductor package in EdgeR with the 75th percentile of reads per samples as the scaling factor. This normalization was chosen following recommendations for TempO-Seq data (Bushel et al., 2020). Principal component analysis (PCA) of normalized read counts identified a control sample from day one as an outlier which was removed from future analysis. PCA was used to determine that a batch effect was present based on exposure and RNA extraction day (nested by experimental design). The batch effect was removed using the *ComBat_seq* function from the SVA R package as previously applied to data of this type (Lee et al., 2024). Briefly, this function applied a negative binomial regression model to estimate and remove batch effects from count data (Zhang et al., 2020). This function worked with unnormalized read counts and produced batch corrected but not normalized counts. Upper quartile normalization previously described was applied following batch correction. Normalized and batch corrected read count data are available in SI-T12. A PCA was used to check the results of the batch correction (Fig. S1). Targeted transcriptomic data are available through NCBI’s Gene Expression Omnibus accession number GSE296410 (Edgar et al., 2002).

##### 2.5.4.2. Differential expression analysis.

Differential expression analysis between controls was performed to determine if a global control would be appropriate. Differential expression analysis was done using the limma package by fitting linear models with empirical Bayes smoothing. P-value was adjusted using the Benjamini-Hochberg method and the adjusted p-value was used for all analysis (Ritchie et al., 2015). There were no differentially expressed genes (DEGs) between the day-matched controls (p-value ≤ 0.05) therefore, a global control was used for analysis. 

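Between the control pools of day 2 (n = 3) and day 1 (n = 2), fkbp5, a co-chaperone of the glucocorticoid receptor, differed by 0.50 on the log2 scale (day 2 minus day 1, standard error 0.53). klf9, a transcription factor that responds to glucocorticoids, differed by -0.56 (standard error 0.85), so that neither difference exceeded its error. Of 3068 genes tested between the control days, 0 had an adjusted p of at most 0.05 by limma with Benjamini-Hochberg adjustment, and the smallest adjusted p was 0.354. These log2 values had already been corrected for exposure day, so the count cannot tell whether the days differed before that correction. At an unadjusted p under 0.05 there were 229 genes, where 5% of the genes is 153, and voom, which weights reads by their precision, gave 0 and 231 genes. Without control day 1 pool A the count was 10 genes and without control day 1 pool C it was 18, each leaving a single day 1 pool whose spread is taken from the other pools.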

DEGs for the chemical exposures were calculated using the method described above compared to global controls (p-value ≤ 0.05 and log_2_ fold change (log_2_ FC) ≥ |1|) (SI-T13).

##### 2.5.4.3. Correlation analysis.

Correlation analysis was performed to examine the relationship between the log_2_FC of the top five most frequently differentially expressed genes (DEGs in at least 25 % chemical exposures) and morphological BMC_50_ values. This was done using a Spearman’s rank correlation analysis log_2_FC values for the five genes meeting these criteria and the BMC_50_ values (chemicals without a BMC_50_ value were assigned 50 μM). Spearman’s rank correlation was used as opposed to Pearson’s to include chemicals without a calculated BMC_50_ value. Correlations were considered significant if Holm-adjusted p-value ≤ 0.05 and rho (ρ) ≥ 0.5, results available in Table S4.

### 2.6. Reverse molecular docking

Naphthalene and alkyl-substituted naphthalene structures were docked to predicted binding sites of AlphaFold2 predicted structures (Sim et al., 2023; Varadi et al., 2022). Description of the generation of the binding pocket list used in this screen was previously reported (Kong et al., 2024). Briefly, binding pocket predictions were acquired from the HPRoteome-Bsite database (Sim et al., 2023) which contains binding pockets for 16,554 proteins covering 80 % of the UniProt entries in the AlphaFold human proteome database (Varadi et al., 2022). While many proteins had one predicted domain, some had multiple. For each predicted protein domain, both the highest-ranking sequence-based and 3D-structure-based predictions were used in the screen, resulting in 33,446 total binding pockets. Reverse molecular docking screening and validation using zebrafish ortholog sequences were conducted with Autodock Vina v. 1.2.3. Naphthalene and alkyl-naphthalene ligand structures were generated by conversion of smiles sequences obtained from ChemDraw version 21.0.0 (Revvity Signals Software, Inc.) to pdbqt files using Open Babel (O’Boyle et al., 2011). For each protein, the value from the binding pocket and prediction method with the lowest binding energy value was selected for further analysis (all binding energy values available in SI-T14). For each chemical, the binding energy values for each protein were used to create a rank with 1 being the protein with the lowest binding energy value for each respective chemical. These ranks were compared as opposed to predicted binding energy values due to variability in mean binding energy of each chemical.

Follow up docking of NT5E was conducted using a zebrafish derived AlphaFold structural prediction and two experimentally derived structures of human NT5E. The two 3D crystal structures were obtained through the Protein Databank (PDB, www.rcsb.org); PDBIDs were 4H2I and 7P9N. Preparation of the structures for docking was done using Chimera. Ligands and solvents were removed during docking prep with default settings including metal ion charges (Zn^2+^, Ca^2+^, and Cl^1+^) (Pettersen et al., 2004). Docking was conducted using the AutoDock Vina plug-in. The docking boxes were chosen to encompass the area containing the experimental ligand (7P9N centroid: 9.575, 11.878, 36.011 size: 30 × 30 ×30 Å; 4H2I centroid: −18.924,21.495, −30.287, size: 18 ×18 × 16 Å).

The zebrafish-derived protein prediction (zf-Nt5e) was obtained from the AlphaFold protein structure database (alphafold.ebi.ac.uk/download). The binding site location was predicted using Proteins*Plus* (proteins.plus) and adenosine monophosphate (AMP) as the representative ligand (Centroid: 3.699, −1.229, 2.578, size: 20 × 20 × 20 Å) (Schöning-Stierand et al., 2022). Docking prep and docking were conducted following the same procedures as the two crystal structures. Follow-up docking scores can be found in SI-T15.

## 3. Results and discussion

### 3.1. Morphology and Behavior

The vial exposure method revealed morphological effects from alkyl-substituted naphthalene exposure that were not detected from 96-well static exposure screening in previous studies (Geier et al., 2018a; Morshead et al., 2025; Shankar et al., 2019). Vials were more effective for this set of semi-volatile compounds, and we would expect the same for other semi-volatile compounds. Morphological effects in controls were well below the 20 % quality control threshold used in our 96-well exposure method. Seven of the chemicals tested did not have an Any effect BMC_50_ value and those that did had values ranging from 46.6 μM to 13.8 μM (Fig. 1).

The heatmap in Fig. 2 shows the BMC_50_ values for each chemical across all endpoints which had a BMC_50_ value for at least one chemical. MO24 and MORT clustered with Any effect while the non-mortality endpoints grouped together indicating that the Any effect endpoint was driven by mortality for many of the chemicals. Chemical clustering based on the phenotypic profiles revealed five distinct groupings. Cluster one contained only 1,7-dimethylnaphthalene, which had the lowest BMC_50_ value for Any effect of the dimethyl-substituted naphthalenes tested. This chemical had a unique morphological profile in that it was the only chemical with a BMC_50_ value for the MUSC endpoint and was not associated with mortality. Cluster two contained nine chemicals which had the lowest response, with the majority having no BMC_50_ value for any endpoint. The two chemicals in this cluster with BMC_50_ values for the Any effect endpoint were close to the maximum concentration tested (50 μM). Cluster three contained two chemicals, 1,5-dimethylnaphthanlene and 2,7-di-*tert*-butylnaphthalene which both had no MO24 BMC_50_ and BMC_50_ values for variable endpoints at 120 hpf. Cluster four chemicals (1,4,6,7-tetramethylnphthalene, 1,6,7-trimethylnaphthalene, and 2-butylnaphthalene) had the most diverse morphological effects with BMC_50_ values for all endpoints except MUSC. Cluster five contained 10 chemicals, all of which had BMC_50_ values for Any effect, MO24 and MORT and varying presence of activity in other endpoints (CRAN, AXIS, EDEM, and LTRK). 2-ethylnaphthalene specifically had less potent effects over the same endpoints as those in cluster 4.

Unsubstituted naphthalene as well as the monomethylated 1-methylnaphthalene and 2-methylnaphthalene all had no morphological BMC_50_ values for any morphological endpoints. While the majority of more highly alkyl-substituted naphthalenes caused morphological effects. Notably, 2,6-diisopropylnaphthalene did not; it was one of few alkyl-substituted naphthalenes previously tested in mice, and shown to cause minimal damage to lung tissue (Honda et al., 1990). The lack of activity for this chemical may indicate that reduction in ring oxidation in alkyl substituted naphthalenes reduces their toxicity (Höke and Zellerhoff, 1998; Lin et al., 2009; Wang et al., 2020). While our data for 2,6-diisopropylnaphthalene agrees with previously reported toxicity, our more extensive screen identified many alkyl substituted naphthalenes with potent toxicity. This suggests that lower ring oxidation among higher alkyl substituted species may not correlate with reduced toxicity or that their toxicity is not mediated through ring oxidation metabolites.

Chemicals with behavioral effects (bolded chemical names in Fig. 2) did not follow morphological effect groupings. Most LPR effects were hypoactivity in the dark period with increasing LPR effects at higher concentrations, apart from 1,2-dimethylnaphthalene which had the opposite trend (Fig. 3). One chemical, 1,4,5-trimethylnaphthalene, caused hyperactivity during the light period, which was only observed at the highest concentration (Fig. 3). Larval movement tracks over time for chemicals with LPR LEL values are shown in Fig. S2. Nine of the chemicals were previously screened in the 96-well plate format where all but 2,6-dimethylnaphthalene caused LPR effects (Geier et al., 2018a). Here seven of those previously screened were not active in the LPR assay, but 1-methynaphthalene and 1,2-methylnaphthalene were. This unexpected result was likely due to the more stringent criteria for behavioral activity used here which required that multiple consecutive concentrations have significant LPR effects for estimation of an LEL.

### 3.2. LogK_ow_ modeling

Predicted logK_ow_ values for all 25 chemicals and their BMC_50_ values were used to build a simple linear model for the BMC_50_ concentrations (Fig. S3). These models are commonly used to determine if adverse effects are due to narcosis (Di Toro et al., 2000; Klüver et al., 2016, 2019). Narcosis generally lowers biological activity via narcotic disruption of cell membrane functions; the potency of a narcotic increases as membrane partitioning increases (estimated using logK_ow_). It is important to note that chemicals without an estimated BMC_50_ value for Any effect were not used to build either of the models presented. The R-squared value for model A, containing all chemicals with a BMC_50_ value, was 0.21, indicating that logK_ow_ explained 21 % of the variability observed in the BMC_50_ values. Model A did not meet the significance criteria with p = 0.053 (Fig. S3A). The predicted logK_ow_ of 2,7-di-*tert*-butylnaphthalene was identified as an outlier by interquartile range. Removal of 2,7-di-*tert*-butylnaphthalene as linear model B (Fig. S3B) improved the model to an R-squared and p-value of 0.61 and 0.00021, respectively. The model B predicted logK_ow_ explained 61 % of the variability observed in the data. Additionally, the average relative error (the average percent error between the predicted and observed BMC_50_ values) was 17.3 %, driven by many chemicals having similar predicted logK_ow_ around 4.3 and highly variable Any effect BMC_50_ values (Fig. S3). The domain of applicability of model B is limited as it can only be used for alkyl-substituted naphthalenes with logK_ow_ between 4.23 and 5.13 for which there is an Any effect BMD_50_ value below 50 μM. These limitations make the model impractical as a risk assessment tool. Several chemicals with no Any effect BMC_50_ and therefore not used in modeling, had high logK_ow_ > 5 which further emphasized the poor correlation between chemical potency and logK_ow_. We concluded that logK_ow_ did not predict alkyl-substituted naphthalene potency and that narcosis likely does not drive their biological activity.

### 3.3. Body burden

Body burden measurement of select chemicals was also used to test the narcosis hypothesis and understand alkyl-substituted naphthalene fate. Measurements were made at 24 and 48 hpf for five chemicals selected for variable potency and structural comparisons. Exposures were done at 20 μM, the maximum with enough viable embryos for collection at 48 hpf.

Body burden was significantly reduced for all chemicals from 24 to 48 hpf (Fig. 4A). In previous 96-well plate exposures, the body burden of naphthalene reached its maximum around 24 hpf. Though we did not have earlier time points to confirm, it was likely that body burden peaked around 24 hpf in vial exposures as well. In vial exposures the body burden loss by 48 h was 46 %-98 %, while in 96-well plate exposures most of the reduction in body burden occurred between 48 and 72 hpf, i.e. once metabolism became active (Rude et al., 2025). An earlier and more rapid reduction with the vial method was likely due to embryo removal from the chemical exposure at 24 hpf and singulation into chemical-free medium in plate wells.

The concentration uptake ratio of naphthalene (nmol/embryo per nmol available in EM) at 24 hpf in the vial exposures was 40x higher than in the 96-well exposure method 0.1303 vs. 0.0032 (Fig. S4). By 48 hpf the uptake ratio was slightly higher than the plate exposures of Geier et al. (2018b) (0.0013) but lower than the plate exposures of Rude et al. (2025) (0.0032) despite the large reduction between 24 and 48 hpf in the vial exposures (Fig. S4) (Geier et al., 2018b; Rude et al., 2025). This demonstrated the effectiveness of the vial exposure method in reducing chemical volatilization and increasing exposure concentrations.

While all chemicals followed the same trend over time, the body burden concentrations were highly variable at 24 hpf ranging from 2.10–10.6 nmol/mg bw. 1,7-dimethylnaphthalene had the highest concentration at 24 hpf followed by 1,5- and 2,7-dimethylnaphthalene, then 2,4,5-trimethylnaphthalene and naphthalene (Fig. 4B). Using body burden concentration instead of logK_ow_ as a proxy for membrane partitioning, we further tested the validity of the narcosis mode of action hypothesis. Body burden concentration at 24 hpf did not correlate with the estimated percent Any effect at 20 μM (from concentration-response curves described in Section 2.3.2; Spearman’s rank correlation p-value = 0.23 and ρ value of 0.7. The body burden of 2,4,5-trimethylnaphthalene was less than half that of 1,5- and 2,7-dimethylnaphthalene but had a much higher percent effect at 20 μM than either of the latter two chemicals (Fig. 4B). 2,4,5-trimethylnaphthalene had the lowest percent reduction in body burden between 24 and 48 hpf at 46 %. The moderate increase in 2,4,5-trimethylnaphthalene tissue persistence may have increased its toxicity but does not explain its toxicity relative to its reduced body burden. While 1,5- and 2,7-dimethylnaphthalene did have lower body burdens than 1,7-dimethylnaphthalene, this did not correspond to the differences in estimated percent Any effect (13 % and 12 % vs 52 % respectively). Incongruence between body burden and estimated percent Any effect further supported a non-narcotic mode of action.

### 3.4. Targeted transcriptomics

Transcriptomic data showed that separation along exposure/extraction day and batch correction, described in section 2.5.4.1, was successful in removing the apparent batch-based separation (Fig. S1). 

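RNA was measured with TempO-Seq, a targeted assay that counts ligated probe pairs for a preselected set of genes. Embryos were exposed to 22 chemicals at 20 µM from 6 to 24 hpf, and RNA was taken at 48 hpf from 4 pools of 6 embryos per chemical, with 11 chemicals on each of 2 exposure days. The global control held 5 pools, 2 from day 1 and 3 from day 2, after the authors had removed a further day 1 control pool as an outlier in their PCA. The authors summed the probes of each gene, corrected the counts for exposure day with ComBat_seq and normalized them by the upper quartile, and the deposited values are log2 CPM (reads of a gene scaled to the total of its sample) of 3068 genes in 93 samples. All values (100%) corresponded to whole batch-corrected reads within 0.02 reads. The recovered totals were 7.21 to 16.5 M reads per sample with a mean of 10.5 M, and the paper's reported totals are 7.4 to 16.8 M with a mean of 10.6 M. Depth below is that of the recovered reads. The control pools held 8.14 to 12.7 M reads (median 9.37 M), the 1,7-dimethylnaphthalene pools 11.1 to 14.0 M (median 11.5 M) and the naphthalene pools 10.0 to 12.9 M (median 10.5 M). The medians of the other chemicals lay between 9.31 M (1-methylnaphthalene) and 12.1 M (1,4,6,7-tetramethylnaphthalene). A single read was worth 0.0696 to 0.148 CPM, and a gene with no reads stands at -2.39 on the log2 scale because of a prior count of 2, so log2 fold changes (log2FCs) of genes with few reads are understated. limma was fitted to the log2 values of all 93 samples in 23 groups without further scaling, and each chemical was compared with the 5 control pools. A gene was counted as a differentially expressed gene (DEG) at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2FC of at least 1, and an error given after ± is an SD over pools.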

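After batch correction, differences between the 2 exposure days held 0.669% of the variance of the log2 values over the 93 samples, below the 0.952% to 1.19% that 100 random permutations of the days gave. The number of genes without reads still differed by day. It was 383 to 541 per sample for the 11 chemicals of day 1 and 293 to 412 for those of day 2, and 362 to 457 in the control pools.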

Based on PCA of batch corrected and normalized read counts, the overall data variability was small. Principal components one and two explained only 4.84 % of the variability. This suggested that few transcriptomic changes were captured in association with the chemical exposures. This may be due to the 20 μM concentration chosen to ensure sufficient larvae at 48 hpf. 

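Principal components 1 and 2 of the log2 values of 3068 genes held 2.59% and 2.24% of the variance over 93 samples. With each gene scaled to unit variance they held 11.6% together, and with values not on a log scale 62.6%. Differences among the 23 groups, taken over all components, held 26.0% of the variance, above the 23.3% to 24.5% of 100 random permutations of the samples over the groups.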

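The exposures gave 219 DEG calls in 105 genes, 103 of them higher and 116 lower than in the controls, and 21 of the 22 chemicals had at least 1 DEG. The balance depended on the setting. Higher calls were 17 of 53 with a separate fit of each chemical and the controls, 71 of 180 with voom and 137 of 244 without control day 2 pool C. 1,4,5-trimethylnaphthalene and 2,7-dimethylnaphthalene had 17 DEGs each, and the median chemical 8. In 2,7-dimethylnaphthalene, ihha, a Hedgehog ligand of developing cartilage, fell by 4.47 on the log2 scale (standard error 0.89, adjusted p = 0.0015) and tcerg1a, a transcription elongation regulator, by 1.22 (standard error 0.27, adjusted p = 0.0034). In 1,2-dimethylnaphthalene, fabp11b, a fatty acid binding protein, fell by 1.18 (standard error 0.16, adjusted p = 3.8e-07). In 1,4,5-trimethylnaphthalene, crtap, part of the collagen prolyl hydroxylation complex, rose by 1.21 (standard error 0.25, adjusted p = 0.0033). The 3 DEGs of 1-ethylnaphthalene were mrpl40, a mitochondrial ribosomal protein (log2FC -3.47), the immediate early gene fosab (log2FC -2.26) and the transcription factor cebpd (log2FC -1.62). Naphthalene had 1 DEG, the glucose transporter slc2a1b (log2FC 2.82, standard error 0.59, adjusted p = 0.027), and 1,6-dimethylnaphthalene had 1, stimate (log2FC -1.99), named after its value was seen. 1,5-dimethylnaphthalene had 0 DEGs by limma and 0 by voom, with 223 genes at an unadjusted p under 0.05. The authors' deposited table holds 180 calls at these thresholds, of which 148 are shared. Without control day 1 pool A, 2,7-dimethylnaphthalene had 8 DEGs, without control day 1 pool C it had 10 and 1,4,5-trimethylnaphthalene 11, and 1-ethylnaphthalene had 6 without its pool B. The stimate call was lost without any single control pool or exposed pools D or E, with controls of the same day and with voom. With a separate fit of each chemical and the controls, the total was 53 calls, and the slc2a1b call in naphthalene was lost under that fit, a pseudocount of 4, voom, and without naphthalene pool C or control day 2 pool B.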

Based on our concentration-response curves, we predict a maximum effect of ~ 50 % for the most potent chemical at 120 hpf at 20 μM. When sampling RNA at only one timepoint there is the possibility of missing the strongest transcriptomic responses. It is also possible that disrupted pathways may not be represented in the genes included in the targeted transcriptomics platform.

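1,7-dimethylnaphthalene, with a BMC50 of 20.1 µM, had 41 DEGs, while 2-isopropylnaphthalene (BMC50 19.8 µM) had 7, 1,4,6,7-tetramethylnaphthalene (BMC50 20.5 µM) 7 and 2-butylnaphthalene, the most potent (BMC50 13.8 µM), 16. With any single pool left out these counts were 24 to 49, 2 to 9, 4 to 8 and 6 to 16, lowest without control day 1 pool A, control day 2 pool A, 1,4,6,7-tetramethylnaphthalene pool B and 2-butylnaphthalene pool E. Over 22 chemicals, with the 4 that have no BMC50 set to 50 µM, the number of DEGs and BMC50 had a Spearman rho of -0.268 (permutation p = 0.227) and a Pearson r of -0.296 (permutation p = 0.186). Over the 18 chemicals with a BMC50 rho was -0.385 (permutation p = 0.113), and without control day 2 pool C it was -0.034 over all 22. Without 2-butylnaphthalene and 1-methylnaphthalene, which lie farthest from the median BMC50 (the latter tied with the other chemicals at 50 µM), rho was -0.272 and r -0.299. Within exposure day 1 rho was 0.0139 (n = 11, permutation p = 0.973), and within day 2 it was -0.456 (n = 11, permutation p = 0.160). The number of DEGs and the number of alkyl carbons had a rho of 0.0110 (permutation p = 0.962) and an r of -0.141 (permutation p = 0.486), the Benjamini-Hochberg adjusted values being 0.962 and 0.729 in a family of 3 relations.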

The number of DEGs (p-value ≤ 0.05 and log_2_FC ≥ |1|) identified for each chemical did not correlate with potency as determined by BMC_50_ (Fig. 5A). Low overall DEGs could explain this result. However, the discordance is not unique to this dataset; similar discord was observed for a diverse set of polyfluorinated alkyl substances (Rericha et al., 2024). 

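In 1,7-dimethylnaphthalene, 16 genes rose and 25 fell, against at most 17 DEGs in any other chemical. The lowest were fkbp5 (log2FC -5.19, standard error 0.91, adjusted p = 6.3e-05), klf9 (log2FC -3.81, standard error 0.88, adjusted p = 0.0030) and plod1a, a lysyl hydroxylase of collagen, at 2.84 ± 0.24 log2 CPM (n = 4) against 6.03 ± 0.27 in controls (n = 5, log2FC -3.19, standard error 0.23, adjusted p = 1.3e-18). Also lower were fosab, a subunit of the transcription factor AP-1 (log2FC -2.95, standard error 0.46, adjusted p = 5.5e-06), fgfbp2b, a fibroblast growth factor binding protein (log2FC -1.72, standard error 0.21), rx3, a homeobox gene of eye formation (log2FC -1.39, standard error 0.27), and ccnb1, the mitotic cyclin B1 (log2FC -1.26, standard error 0.17, adjusted p = 2.7e-07). Among the higher genes were ctss2.1, a lysosomal cathepsin (log2FC 2.93, standard error 0.46, adjusted p = 6.6e-06), the connexin cx30.3 (log2FC 2.04, standard error 0.45) and cyp1a, an enzyme of xenobiotic metabolism (log2FC 2.93, standard error 0.91, adjusted p = 0.038). Of 15 measured genes of the glucocorticoid receptor response, 4 fell (fkbp5, klf9, bcl6aa and cebpd) and 0 rose (4 and 0 when adjusted over the list alone). Of 15 circadian clock genes, nr1d1 (log2FC -2.43, adjusted p = 0.020) and per2 (log2FC -2.13, adjusted p = 0.017) fell and 0 rose (2 and 0 when adjusted over the list alone). Of 43 cell cycle genes, ccnb1 fell and ccnb2 (log2FC 2.52, adjusted p = 0.044) rose (1 and 2 when adjusted over the list alone). Of 14 genes of the aryl hydrocarbon receptor response, cyp1a alone passed (2 when adjusted over the list alone). The chemical had 24 DEGs without control day 1 pool A, 12 with a separate fit of this chemical and the controls, and 23 with controls of the same day, where 1,2-dimethylnaphthalene had 28 and 2,7-dimethylnaphthalene 26. The cyp1a call was lost without any of the 4 exposed pools, control day 1 pools A or C or control day 2 pool A, and ccnb2 without exposed pools B, C or E or these control pools. Without pool B nr1d1 did not pass, without pool C per2 did not, and cebpd was lost without pools B, C or E or control day 2 pools B or C. With the separate fit fosab, rx3, cx30.3 and ctss2.1 did not pass.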

Notably, 1,7-dimethylnaphthalene had substantially more DEGs than the rest of the chemicals tested even compared to chemicals with a similar BMC_50_ like 1,4,5,7-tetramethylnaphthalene (Fig. 5A). This is especially interesting due to the morphologically distinct effects of 1,7-dimethylnaphthalene, which together may indicate a distinct mode of action for this chemical.

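Compared directly with its isomers of the same exposure day, 1,7-dimethylnaphthalene had lower plod1a. The differences were -3.27 against 1,6-, -3.26 against 1,5-, -3.18 against 1,4- and -3.35 against 1,3-dimethylnaphthalene (standard error 0.24, n = 4 each, by limma, adjusted p = 2.3e-17 at most). The chemicals in which plod1a was a DEG against the controls, this one included, carry consecutive library numbers. None of the chemicals compared with it here lies in that run, so for plod1a structure and library order cannot be told apart. nnt, the mitochondrial transhydrogenase, chosen after its values were seen, was lower by 1.09 to 1.21 against these isomers (standard error 0.21), and ccnb1 was lower by 1.15, 1.18 and 1.30 against the 1,5-, 1,4- and 1,3-isomers (standard error 0.18). fkbp5 was lower than in 1,6-dimethylnaphthalene (difference -2.91, standard error 0.96, adjusted p = 0.015 over 18 structure comparisons of chemicals by limma) and than in 1,5-dimethylnaphthalene (difference -3.17, adjusted p = 0.0091). Adjusted over all genes of a comparison instead, as for the DEGs, these were 0.076 and 0.048. Against 1,4-dimethylnaphthalene the fkbp5 difference was -0.21 with a 95% confidence interval of -2.13 to 1.70, which includes no difference. cyp1a was higher than in 1,3-dimethylnaphthalene by 2.69 (adjusted p = 0.028 over the 18 comparisons by limma) and than in 1,4-dimethylnaphthalene by 2.39 (adjusted p = 0.043). Over all genes of a comparison the adjusted p was 0.120 and 0.218, so cyp1a was not a DEG in either. In all, 14 genes differed from the 1,6-isomer, 19 from the 1,5-isomer, 10 from the 1,4-isomer and 11 from the 1,3-isomer, and 19 from naphthalene, which has no methyl group. Against 2,7-dimethylnaphthalene, exposed on the other day, 5 genes differed (plod1a -3.22, fosab -3.01, sla1a 1.63, ier2b -1.41 and rx3 -1.16), of which sla1a and ier2b were named after their values were seen. For the number of genes against the 1,3-isomer and against 2,7-dimethylnaphthalene chance is not excluded, since other splits of the same pools gave up to 13 and 17. Without 1,7-dimethylnaphthalene pool B the 5 same-day counts were 5 to 9, and with only the compared groups in the fit they were 1 to 3. The fkbp5 differences from the 1,6- and 1,5-isomers were lost without 1,7-dimethylnaphthalene pool C and the former without 1,6-dimethylnaphthalene pool B, the cyp1a difference from the 1,4-isomer was lost without any single pool except 1,4-dimethylnaphthalene pool C, and that from the 1,3-isomer without 1,7-dimethylnaphthalene pool D or 1,3-dimethylnaphthalene pools C or E.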

Similarities in the structures of these chemicals suggested that at least some might have the same mode(s) of action. To investigate this, we looked for common DEGs across the chemicals. 

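Of the 105 genes with a DEG call, 72 were a DEG of a single chemical and 10 of at least 6 chemicals. Apart from 1,7-dimethylnaphthalene, chemicals related by structure and compared directly on the same day differed in 0 to 5 genes by limma. 2-butylnaphthalene had higher ube2g1a, a ubiquitin-conjugating enzyme (difference 1.35, standard error 0.29), and csnk1a1, a casein kinase (difference 1.01, standard error 0.22), than 2-ethylnaphthalene (adjusted p = 0.0089 for both). 1,4,6,7-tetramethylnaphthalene differed from 1,6,7-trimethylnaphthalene in plod1a alone (difference -3.83, standard error 0.24, adjusted p = 1.1e-21). Only the former of this pair lies in the run of library numbers with low plod1a, so library order cannot be told apart from structure here either. That pair had 3 DEGs with samples centred on their median, and 2 with voom or without 1,6,7-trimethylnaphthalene pool B. 1,4,5-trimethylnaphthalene exceeded 1,6,7-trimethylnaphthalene in si:ch211-139g16.8 (difference 4.36, standard error 0.89) and in clu, an extracellular chaperone (difference 1.13, standard error 0.25). 1,4-dimethylnaphthalene, which has a methyl group more than 1-methylnaphthalene, had lower tnnt3b, a fast muscle troponin (difference -1.42, standard error 0.31, adjusted p = 0.025), among 5 DEGs, and lower fkbp5 (difference -2.62, adjusted p = 0.028 over 18 comparisons, 0.302 over all genes). The other 4 were cd37, cnn1b, tapbpl and btr09, and cnn1b was also the 1 DEG between 1-methylnaphthalene and naphthalene. Without 1-methylnaphthalene pool A both comparisons had 0 DEGs, the fkbp5 difference was lost without pools A or E of 1-methylnaphthalene or pools C or E of 1,4-dimethylnaphthalene, and the first comparison had 0 DEGs without 1,4-dimethylnaphthalene pool A and 1 or 2 with other pseudocounts, the filter on low values, a trend of the variance, only the compared groups or voom, and 3 with samples centred on their median. The 2 DEGs of 1,4,5- against 1,6,7-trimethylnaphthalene were lost without 1,4,5-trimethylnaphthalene pools A or D, and 2-butylnaphthalene without pool E had 1. Apart from the frequent genes, plod1a and fkbp5, the genes named for these comparisons were chosen after their values were seen. Comparisons of 2,7-di-tert-butyl with 2,6-diisopropylnaphthalene, 2,7- with 2,3-dimethylnaphthalene, 1,8- with 1,2-dimethylnaphthalene, 1,4,5- with 2,4,5-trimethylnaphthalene and 2-isopropyl with 1-ethylnaphthalene gave 0 DEGs, with 188, 245, 240, 174 and 181 genes at an unadjusted p under 0.05, and 0, 0, 1, 4 and 0 DEGs by voom. With only the compared groups in the fit, 1,8- against 1,2-dimethylnaphthalene had 4 DEGs and 1,4,5- against 2,4,5-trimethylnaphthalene 3. The former had 3 with a pseudocount of 4, the filter on low values, a trend of the variance or samples centred on their median.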

Five genes were differentially expressed in association with six or more chemicals (*ctss2.1, fgbp2b, klf9, klf11a*, and *fkbp*5) (Fig. 5B). 

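Of the 10 genes that were a DEG of at least 6 chemicals, 4 fell in each of their calls: fkbp5 (10 chemicals), klf11a (9), klf9 (7) and fgfbp2b (6). The other 6 rose in each of their calls: slc2a1b (13 chemicals), chek2 (9), ctss2.1 (9), cx30.3 (7), rrp1 (7) and usp1 (6). slc2a1b, a glucose transporter, had 1.43 ± 1.03 log2 CPM in the 5 control pools and a mean log2FC of 2.78 over the 13 chemicals in which it was a DEG. Over their own DEG chemicals, the mean log2FC of the DNA damage checkpoint kinase chek2 was 1.35, of the connexin cx30.3 1.75, of the deubiquitinase usp1 1.51 and of the ribosomal RNA processing gene rrp1 1.18. In the authors' deposited table the genes with at least 6 calls are fkbp5 (18), klf11a (9), klf9 (7), fgfbp2b (6) and ctss2.1 (6), while slc2a1b has 2, chek2 3, cx30.3 1, rrp1 5 and usp1 2. Comparisons with the same controls share their chance values. In 100 simulated data sets with no effect, made by permuting residuals, a gene reached at least 6 chemicals in 2. The most frequent gene reached 1 chemical at the median and 21 at the highest. Permuted residuals need not keep the spread of the control pools, so how often chance makes a gene frequent is not settled. Independent lists of the sizes found, which these are not, would hold 1.4e-09 genes in at least 6 chemicals among the higher and 2.9e-09 among the lower calls. Without control day 2 pool B, in which slc2a1b stood at -0.36 log2 CPM, slc2a1b had 7 calls, chek2 4, cx30.3 2 and usp1 2, without control day 1 pool A cx30.3 had 1 and usp1 3, and without control day 1 pool C cx30.3 had 2 and ctss2.1 4. klf9 had 3 calls without control day 1 pool C or control day 2 pool B and 4 without control day 2 pool A.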

*Fkbp5* was the most frequent DEG, associated with 18 of the 22 chemicals and with an average log_2_FC of −3.57. Additionally, *fkbp5* expression was negatively correlated with increasing potency determined by Spearman’s rank correlation analysis (Table S4). 

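fkbp5 was lower than in the controls in all 22 chemicals, with a mean log2FC of -3.10, and the difference was largest in 1,7-dimethylnaphthalene and smallest in naphthalene (log2FC -1.02). It stood at 5.03 ± 0.61 log2 CPM in the 5 control pools (131 to 463 reads), and 82 of the 88 exposed pools lay below every control pool, with 1 to 324 reads and a median of 49. It was a DEG in 10 chemicals, with a mean log2FC of -4.06 over these. After 1,7-dimethylnaphthalene, the lowest values were -4.97 in 1,4-dimethylnaphthalene (standard error 0.91, adjusted p = 0.00049), -4.46 in 1,4,6,7-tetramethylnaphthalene (adjusted p = 0.0051), -4.22 in 1,6,7-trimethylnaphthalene (adjusted p = 0.012) and -4.11 in 1,4,5-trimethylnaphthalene (adjusted p = 0.0054). In naphthalene (adjusted p = 0.88) and 2,7-dimethylnaphthalene (log2FC -1.44, adjusted p = 0.50) it did not pass. The authors' deposited table counts fkbp5 in 18 chemicals. The count was 18 with a pseudocount of 4 or with voom on the recovered reads, 3 with controls of the same day or with a separate fit of each chemical, and 6 without control day 1 pool C or control day 2 pool A. Against the 2 control pools of day 1 alone fkbp5 was a DEG in 2 chemicals, and against the 3 of day 2 alone in 6.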

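The log2FC of fkbp5 was -3.31 for 2-butylnaphthalene, the most potent chemical, and -3.25 for 2,6-diethylnaphthalene (BMC50 18.8 µM), against -1.52 for 2,3-dimethylnaphthalene (BMC50 46.6 µM), while 1,3-dimethylnaphthalene, at a BMC50 of 41.4 µM, had -3.91. Over 22 chemicals its log2FC and BMC50 had a Spearman rho of 0.633 (permutation p = 0.0022, 0.011 after Holm or Benjamini-Hochberg adjustment over the 5 genes tested) and a Pearson r of 0.705 (permutation p = 0.00025, Benjamini-Hochberg adjusted 0.0012). For klf9 rho was 0.479 (permutation p = 0.025, 0.102 after Holm and 0.064 after Benjamini-Hochberg adjustment), and 0.189 (permutation p = 0.452) without the 4 chemicals that have no BMC50, while r was 0.488 (p = 0.022, adjusted 0.056), and for klf11a rho was 0.322 (permutation p = 0.146) and r 0.345 (p = 0.117). ctss2.1 (rho -0.0634, r -0.138) and fgfbp2b (rho -0.0017, r 0.0684) were near 0. Without 2-butylnaphthalene and 1-methylnaphthalene, the farthest from the median BMC50 (the latter tied with others), rho of fkbp5 was 0.660 and r 0.736. Within exposure day 1 its rho was 0.600 (n = 11, permutation p = 0.056) and r 0.788 (permutation p = 0.0047), and within day 2 rho was 0.606 (n = 11, permutation p = 0.054) and r 0.661 (permutation p = 0.027). The 4 chemicals without a BMC50 were set to 50 µM. Without them rho was 0.430 (n = 18, permutation p = 0.077) and r 0.576 (permutation p = 0.013), adjusted over the 5 genes to 0.387 and 0.066.

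**Figure D1:**
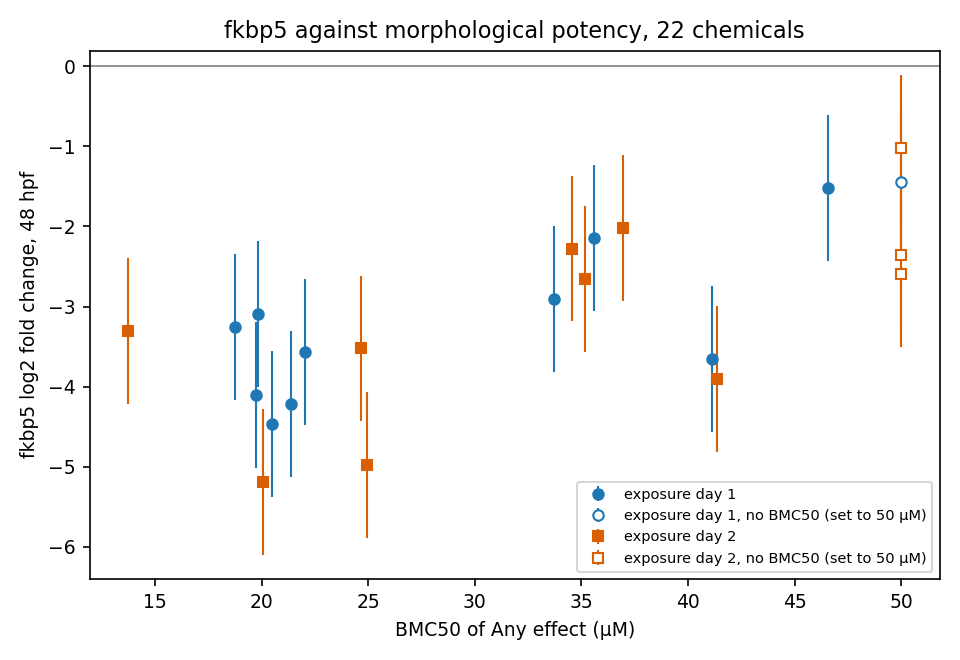
Log2 fold change of fkbp5 at 48 hpf against the 5 control pools (y axis) and BMC50 of Any effect in µM (x axis) for the 22 chemicals. Points are limma estimates with their standard errors, coloured by exposure day, and open symbols mark the 4 chemicals set to 50 µM. The lowest point is 1,7-dimethylnaphthalene at -5.19 and the highest naphthalene at -1.02.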

*Fkbp5* expression was strongly correlated with BMC_50_ with a rho of 0.63 and an adjusted p-value of 0.01. *Fkbp5* is part of the FK506 binding protein family and an immunophilin with peptidylprolyl-isomerase activity. It is known to play critical rolls in protein folding, immune regulation and is central to glucocorticoid receptor activity (Eachus et al., 2023; Rein, 2020). Specifically, *fkpb5* is a co-chaperone protein for the glucocorticoid receptor, modulating the affinity of cortisol for this receptor (Schiene-Fischer & Yu, 2001). In zebrafish *fkbp5* is downregulated by fluoxetine and sertraline (selective serotonin reuptake inhibitors), supporting its roll in glucocorticoid receptor activity in zebrafish (Park et al., 2012). Sertraline treatment of zebrafish leads to hypoactivity in the dark phase of a photomotor assay, like that observed for some chemicals in our study (Yang et al., 2021). Additionally, FKBP5 is clinically associated with atrial fibrillation (AF) and Fkbp5 knock out (KO) mice exhibit an increase in AF occurrence (X. Wang et al., 2023). FKBP*5* is a co-chaperone of HSP90′s roll in the degradation of HIF-1a and down regulation of *fkbp5* may stabilize HIF-1a in cardiomyocytes resulting in downstream dysregulation of Ca^2+^ waves.

The next two most frequent DEGs were both in the KLF family (*klf9* and *klf11a*) which are key regulators in embryogenesis and highly conserved between zebrafish and mammals (Nagai et al., 2009; Xue et al., 2015). KLF9 and 11 are members of the same group within the KLF family that interact with the sin3A protein to remodel chromatin and modify histones (Nagai et al., 2009; Xue et al., 2015). Both genes had negative log_2_FCs when differentially expressed and *klf9* had the largest average log_2_FC of the frequent DEGs at −4.3. 

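klf9 and klf11a, both Kruppel-like transcription factors, were lower than in the controls in all 22 chemicals. klf9 stood at 2.90 ± 0.94 log2 CPM in the 5 control pools (29 to 115 reads), and 61 of the 88 exposed pools lay below every control pool, with a median of 13 reads. It was a DEG in 7 chemicals with a mean log2FC of -3.71, from -4.40 in 1,3-dimethylnaphthalene (standard error 0.88, adjusted p = 0.0016) to -3.06 in 1,4,5-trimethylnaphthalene (adjusted p = 0.043). klf11a, at 7.73 ± 0.056 log2 CPM in controls (1784 to 2571 reads), was lower than every control pool in all 88 exposed pools. It was a DEG in 9 chemicals with a mean log2FC of -1.13, from -1.26 in 2-butylnaphthalene (standard error 0.20, adjusted p = 2.6e-05) to -1.04 in 1,3-dimethylnaphthalene (adjusted p = 0.0016). In naphthalene the log2FC was -0.70 for klf9 (adjusted p = 0.95) and -0.62 for klf11a (adjusted p = 0.29). The klf9 count was 14 with a pseudocount of 4, 2 with controls of the same day, 1 with a separate fit of each chemical, 3 without control day 1 pool C or control day 2 pool B, and 4 without control day 2 pool A. For klf11a it was 6 with the separate fit and 8 to 10 with any single pool left out.

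**Figure D2:**
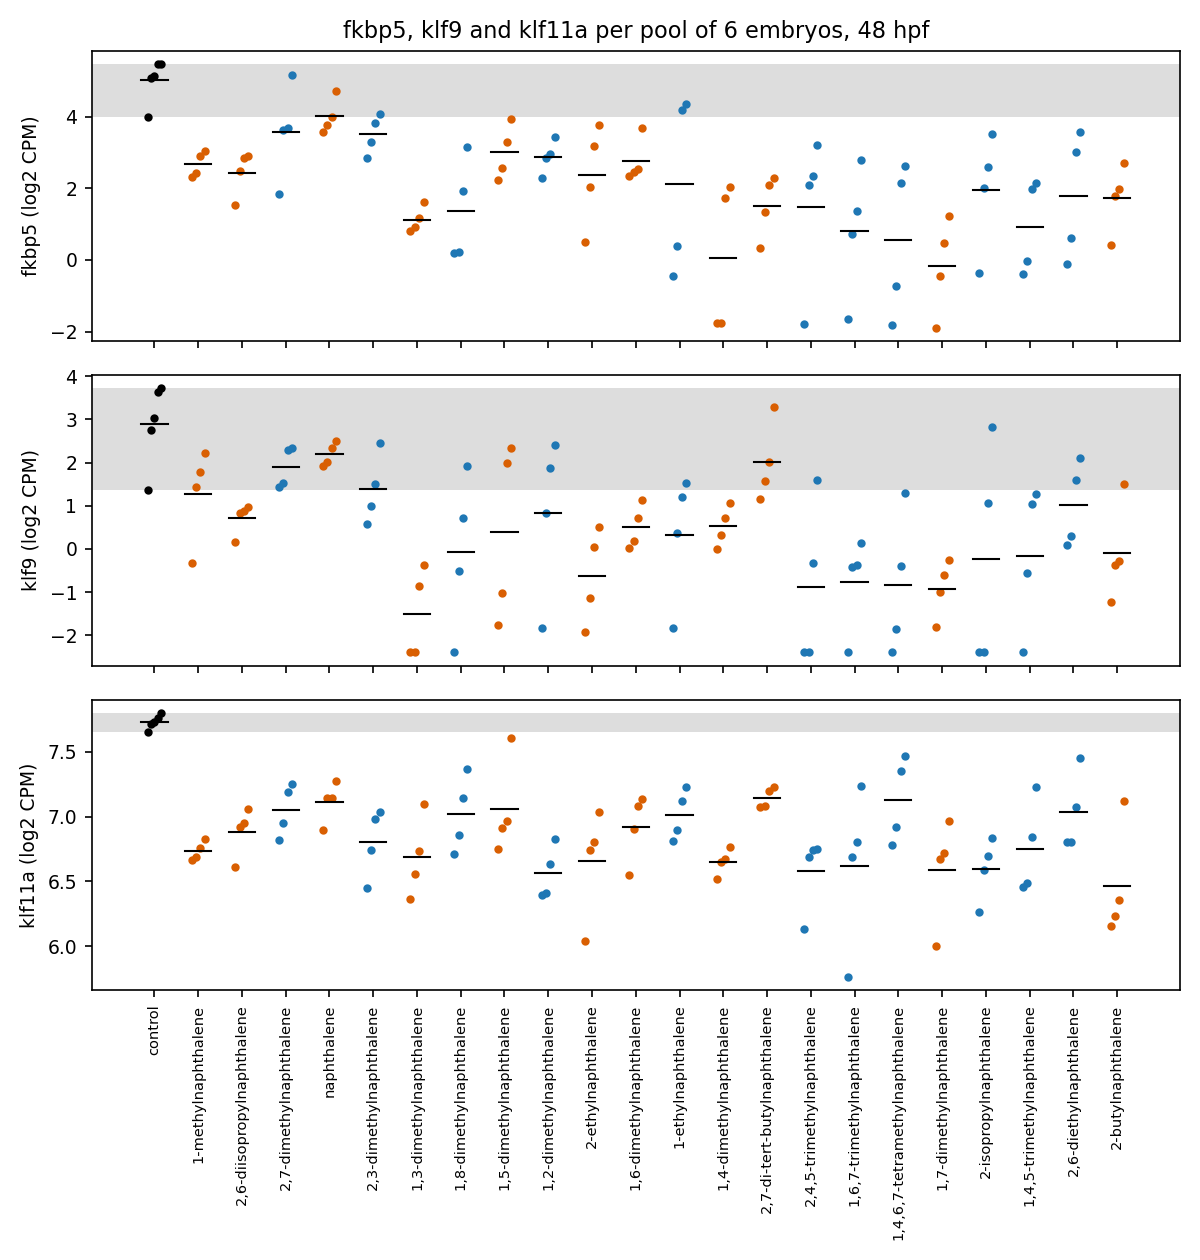
Log2 CPM of fkbp5, klf9 and klf11a (y axes) in each pool of 6 embryos at 48 hpf, for the control and the 22 chemicals (x axis, ordered by BMC50 from least to most potent). Blue points are pools of exposure day 1, orange points pools of day 2 and black points control pools of both days. Black bars are group means and the grey band is the range of the 5 control pools. All 88 exposed pools lie below the band for klf11a, 82 for fkbp5 and 61 for klf9.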

*Klf11* is downregulated in cancers and KO mice exhibit downregulation of oxidative stress scavengers (Fernandez-Zapico et al., 2003). In zebrafish *klf9* expression fluctuates diurnally and KO was found to increase liver size, decrease oxygen consumption rate (OCR), and upregulate glycolytic genes (Drepanos et al., 2023). Notably, *Klf*9 plays a key role in downstream transcriptomic response from glucocorticoid receptor activity and down regulates the expression of *fkbp5* in zebrafish (Gans et al., 2021).

Both *fgfbp2b* and *ctss2.1* were differentially expressed by six of the chemicals. 

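fgfbp2b fell in 6 chemicals, by 1.72 on the log2 scale in 1,7-dimethylnaphthalene, 1.45 in 1,2-, 1.31 in 2-ethyl-, 1.26 in 1,8-, 1.21 in 1,4- and 1.15 in 1,4,5-substituted naphthalene (standard error 0.21, largest adjusted p = 0.0008). Its level in the 5 control pools was 6.98 ± 0.26 log2 CPM (881 to 1332 reads), and 82 of the 88 exposed pools lay below every control pool. ctss2.1 rose in 9 chemicals, with a mean log2FC of 2.18, by 2.93 in 1,7-dimethylnaphthalene, 2.38 in 1,8-dimethylnaphthalene (adjusted p = 0.0021) and 2.26 in 1,4,6,7-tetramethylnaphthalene (adjusted p = 0.0051). Its level in the control pools was 1.72 ± 1.53 log2 CPM (3 to 61 reads), and 69 of the 88 exposed pools lay above every control pool. Of 19 measured lysosome and cathepsin genes, ctss2.1 was the only one with a DEG call in any chemical (17 calls higher and 1 lower when adjusted over the list alone). The authors' deposited table has 6 calls for each of these genes. Control day 1 pool C held the lowest ctss2.1 value (-0.92 log2 CPM). Without it ctss2.1 had 4 calls, and with a separate fit of each chemical it had 0 (fgfbp2b 3).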

*Fgfbp2b* encodes for one of five zebrafish fibroblast growth factor binding proteins critical for growth factor signaling during embryogenesis and development (Li et al., 2018). *Ctss2.1* encodes a lysosomal cysteine protein important in immune function and removal of damaged proteins under oxidative stress (Fu et al., 2020; Lalmanach et al., 2020; Lu et al., 2024).

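Naphthalene itself, which carries no alkyl group, gives a comparison of the alkylated chemicals that does not use the control pools. Since naphthalene had the smallest fkbp5 and klf9 differences from the controls of the 22, the direction against it follows from those values, and the 21 comparisons share its 4 pools. fkbp5 passed limma, adjusted over the 21 comparisons, in 11. This adjustment is narrower than the one over all genes of a comparison that was used for the DEGs. The largest difference was -4.17 in 1,7-dimethylnaphthalene (standard error 0.96, n = 4 each). klf9 passed in 10, with the largest difference, -3.70, in 1,3-dimethylnaphthalene. Among the exposed pools alone, without the controls, the chemicals differed in fkbp5 (permutation p = 0.0011 over 22 chemicals, and 0.011 without naphthalene) and klf9 (permutation p = 0.0045 and 0.015), with chemicals permuted within each exposure day. klf11a was lower in 19 of 21, and its largest difference, -0.64 in 2-butylnaphthalene, did not pass (adjusted p = 0.072). The cathepsin ctss2.1 passed in 5 chemicals, higher in each, and the glucose transporter slc2a1b in 1, where it was lower (1-ethylnaphthalene, difference -2.01). Naphthalene was exposed on day 2, so 11 of these comparisons cross exposure days.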

Investigation of frequent DEGs revealed commonly shared transcriptomic responses across many of the alkylated naphthalenes. Correlation between potency and fold change of expression of *fkbp5* suggested a relationship between expression of this gene and alkyl substituted naphthalene toxicity. The key involvement of *klf9* and *fkbp5* in glucocorticoid receptor activity suggested disruption of glucocorticoid signaling by alkyl naphthalene exposure.

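Of 15 measured genes of the glucocorticoid receptor response, a list written before the data were examined that includes fkbp5 and klf9, which the paper names, fkbp5, klf9, bcl6aa and cebpd gave 22 lower DEG calls over the 22 chemicals and 0 higher (39 lower and 4 higher calls when adjusted over the list alone). bcl6aa, a transcriptional repressor, fell in 1,7-dimethylnaphthalene (log2FC -1.27, standard error 0.19, adjusted p = 2.1e-06) and 1,4,5-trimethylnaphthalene (log2FC -1.06, standard error 0.19, adjusted p = 0.0004). cebpd, a transcription factor of the C/EBP family, fell in 1-ethylnaphthalene (log2FC -1.62, standard error 0.30, adjusted p = 0.0014), 1,4-dimethylnaphthalene (log2FC -1.38, standard error 0.30) and 1,7-dimethylnaphthalene (log2FC -1.04, standard error 0.30). The remaining 11 genes, among them nr3c1, the receptor itself, and its targets tsc22d3, per1b and dusp1, had no DEG call. The list was lower as a set in 14 chemicals by limma's camera test, which compares the list with all other genes (preset correlation 0.01, adjusted over 594 tests of lists and chemicals), with the smallest adjusted p, 0.00036, in 1,4-dimethylnaphthalene and an adjusted p of 0.0027 in 1,7-dimethylnaphthalene. With an estimated correlation 13 of these held, and 2-butylnaphthalene was lost (adjusted p = 0.077 with an estimated correlation). Without fkbp5 and klf9, 1 chemical passed (0 with an estimated correlation), with controls of the same day 7, and without control day 2 pool B 8. Compared with naphthalene, with camera p values adjusted over 21 contrasts, the list was lower in 1,4- (adjusted p = 0.0042), 1,4,5- (0.016), 1,7- (0.016), 1,3- (0.026) and 2-ethyl-substituted (0.037) naphthalene. With an estimated correlation 3 of these held (adjusted p = 0.056 in 1,3- and 0.071 in 2-ethyl-substituted naphthalene with an estimated correlation), and without fkbp5 and klf9 0 passed by camera (smallest adjusted p = 0.144, and 0.221 with an estimated correlation). From the correlation of fkbp5 with BMC50 the paper proposes a relation between this gene and the toxicity of alkyl naphthalenes, and from the roles of klf9 and fkbp5 in glucocorticoid receptor activity it proposes that exposure disrupts glucocorticoid signalling.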

### 3.5. Molecular docking

Zebrafish phenotypes and transcriptomics provide important evidence for understanding how alkyl naphthalenes affect development but are insufficient evidence to generate molecular initiation event hypotheses. To this end, we used a reverse molecular docking screen of our alkyl naphthalene chemical structures against a large library predicted human protein binding pockets (Sim et al., 2023). Given that alkyl-substituted naphthalenes may undergo metabolic activation molecular docking of their metabolites would be highly informative. While the measurement or prediction of the metabolites for the 24 chemicals included was outside the scope of this study, this would be a valuable future direction for this work. Using binding pockets predicted from human sequences versus zebrafish may limit interpretation but offsets the considerable uncertainty in structural predictions of zebrafish proteins due to the limited experimentally derived protein structures and the lack of an available database of predicted binding domains for zebrafish protein structures. Given that over 70 % of human protein coding genes have an easily identifiable ortholog in the zebrafish genome, predicted human binding pockets should be reasonably similar to zebrafish binding pocket structures (Howe et al., 2013). Incorporation of human protein binding domains supports our objective to better understand the impact of alkyl naphthalene exposure on human biology and provides a valuable contribution to the field on its own. Follow-up docking was conducted using a zebrafish sequence-derived protein structure prediction to assess whether binding affinity trends were consistent across species for the protein of interest. NT5E docking using experimentally derived human protein structures was also used to validate the results from the predicted structures in the screen.

#### 3.5.1. Reverse molecular docking screen

Naphthalene and the 24 alkyl-substituted naphthalenes were docked against ~ 30,000 predicted binding pockets from 16,954 AlphaFold predicted protein structures (Sim et al., 2023). The heatmap in Fig. 6 shows trends in binding affinities across chemicals and proteins. The predicted binding affinity ranks were similar across chemicals apart from 2,7-di-*tert*-butylnaphthalene, which was associated with many high-ranking proteins in the top 10 of few or no other chemicals, like OPN5 and CD1B.

Of all the CYP proteins included in the screen, CYP1A2 showed the highest binding affinity for most of the alkyl substituted naphthalenes. Previously, *in vitro* studies found that CYP1A2 had the highest affinity of the CYPs for naphthalene (Cho et al., 2006). Recapitulation of this through reverse molecular docking demonstrated the potential to describe biologically significant interactions. While toxic metabolites from CYP activity are hypothesized to be the cause of naphthalene and monomethylated naphthalene toxicity, previous *in vivo* work demonstrated that naphthalene carcinogenicity was not due to AHR inducible CYPs specifically like CYP1A2 as naphthalenes are poor AHR ligands (Genter et al., 2006). This suggested that although naphthalenes may have a high affinity for binding CYP1A2 may not be induced *in vivo* and thus not contribute to the observed toxicity.

All three Folate acid receptors (FOLR1, FOLR2, and FOLR3) were frequently in the top binding affinities. FOLR1 specifically was in the top 10 predicted binding affinities for all 25 chemicals. Folate receptors are primarily responsible for the transport of folate (Vitamin B) into cells. Folate is essential for cell growth and normal development. In humans, FOLR1 is the main folate receptor associated with this activity. In zebrafish there is one folate receptor (Folr) which is most similar in structure and activity to the human FOLR1 protein (Jones et al., 2017). The folate pathway is tightly regulated during development and its disruption is linked to numerous developmental defects in zebrafish and humans (M. S. Lee et al., 2012; Rosenquist & Finnell, 2001). If alkyl-substituted naphthalenes can bind Folr *in vivo*, it could inhibit cross membrane folate transport and be a potential toxic mechanism that warrants further investigation.

NT5E was among the top three predicted binding affinities for 22 of the chemicals and was predicted to have the highest binding affinity for 15. NT5E encodes protein CD73, an extracellular membrane dimerized protein that converts extracellular AMP to adenosine (Jackson, 2011; Minor et al., 2019). NT5E has been implicated in heart failure and as an immune suppressor with a role in cancer progression (Kordaß et al., 2018; H. Wang et al., 2024). Additionally, CD73 plays an important role in the cAMP pathway linked to the regulation of glucocorticoid receptor signaling through extracellular signal-regulated kinase (ERK) (Jackson, 2011; Kang et al., 2023). CD73 has a zebrafish ortholog by the same name, expressed at 24 hpf in developing zebrafish embryos, making it plausible that these chemicals may interact with it during the exposure window (Thisse & Thisse, 2004). We saw *nt5e* expression, at low read counts, in many of the chemical exposures in our targeted transcriptomics, however, it was detected in only one control sample (SI-T11). 

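nt5e, which encodes the ecto-5′-nucleotidase CD73, had reads in 50 of 88 exposed pools and in 1 of 5 control pools (Fisher's exact test, two-sided, p = 0.171). The control pool with reads was control day 2 pool B, with 31 reads. Exposed pools held at most 64 reads, and 18 of those with reads had no more than 3. All chemicals except 1-methylnaphthalene had nt5e reads in at least 1 pool, and 2 (2,6-diethylnaphthalene and naphthalene) in all 4. The largest log2FC was 1.36 in 2,6-diisopropylnaphthalene (standard error 1.09, adjusted p = 0.72 by limma, the smallest of the 22).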

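The 5′-nucleotidase domain gene nt5dc2 stood at 7.42 ± 0.23 log2 CPM in the 5 control pools (1331 to 2101 reads) and was lower in 51 of the 88 exposed pools than in every control pool. At an adjusted p of at most 0.05 by limma it was lower in 1,7-dimethylnaphthalene (log2FC -0.67, standard error 0.14, adjusted p = 0.00064), 2,7-dimethylnaphthalene (log2FC -0.64, adjusted p = 0.0025) and 2-ethylnaphthalene (log2FC -0.53, adjusted p = 0.036). In 1,4,5-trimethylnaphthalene the log2FC was -0.46 (adjusted p = 0.053, and 0.044 by voom on the recovered reads). No log2FC of nt5dc2 reached the DEG threshold of 1 in size. They ranged from -0.67 to 0.06 over the 22 chemicals and were below 0 in 21. Of 11 measured genes of purinergic signalling and nucleotidases, 1 had a DEG call, p2ry13, a purinergic receptor of the P2Y family, in 1,7-dimethylnaphthalene (log2FC -1.95, standard error 0.60, adjusted p = 0.036), with 16 lower and 3 higher calls when adjusted over the list alone. The p2ry13 call was lost with a pseudocount of 4, with controls of the same day, with a separate fit of this chemical and the controls, and without any of the 4 exposed pools, control day 1 pools A or C or control day 2 pool C.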

While *nt5e* was not significantly differentially expressed in these exposures, likely due to the low read count, we did see decreased expression of another 5′-nucleotidase, *nt5dc2*, in four chemical exposures (1,7 and 2,7-dimethylnaphthalene, 2-ethylnaphthalene, and 1,4,5-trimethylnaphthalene). NT5DC2 is a less well described protein than NT5E, but it also contains a 5′-nucleotidase sequence and is suspected to be involved in adenosine production and/or degradation (Cros-Perrial & Jordheim, 2025). This suggested a potential for disruption of purinergic signaling by our exposures. This, as well as the predicted high affinity for the NT5E protein *in silico*, supported the binding of *nt5e* and disruption of purinergic signaling by alkyl-substituted naphthalenes as a potential mechanism of the observed glucocorticoid related transcriptomic response.

#### 3.5.2. Follow-up molecular docking

Based on our findings from the reverse molecular docking screen using predicted human protein binding sites, we conducted follow-up docking studies on alkyl-substituted naphthalenes and NT5E. All chemicals were docked against the predicted structure for NT5E based on the zebrafish sequence (zf-Nt5e) as well as previously published crystal structures for the open and closed forms of the NT5E (7P9N and 4H2I respectively). Zf-Nt5e was determined to be in the closed conformation based on overlay with both crystal structures. The predicted binding pocket was similarly located to the binding pocket for the closed conformation crystal structure 4H2I. Adenosine and AMP were docked to both the screening binding pocket and follow-up structures to compare the predicted binding affinities of the alkyl-substituted naphthalenes to those of the endogenous ligands. Results from this follow-up docking are shown in Fig. 7.

The follow-up docking scores for all structures recapitulated the trends seen in the screening data across chemicals, with a few notable exceptions; 2,7-ditertbutylnaphthalene, 1,4-dimethylnaphthalene, and 2,6-dimethylnaphthalene. All three of these chemicals had much lower binding affinities in the screening than they did in the follow-up docking. Most of the chemicals tested had higher binding affinities for all NT5E structures than for adenosine and AMP. This was more pronounced in the open conformation human crystal structure 7P9N, where the endogenous ligands had lower binding affinities. The two AlphaFold predicted structures had higher binding affinities across all chemicals, including the endogenous ligands, when compared to the experimentally derived structures, apart from the three chemicals previously mentioned. These results further confirm the findings from the reverse molecular docking screen which suggested that NT5E was a target for alkyl-substituted naphthalenes that could outcompete its endogenous ligand. Collectively, while these findings suggest that alkyl-substituted naphthalenes have a strong affinity for NT5E, additional enzymatic and genetic experiments are required to confirm its involvement in the toxicity of these chemicals in zebrafish and human model systems.

## 4. Conclusions

The vial exposure method developed in this study captured morphological and behavioral effects from developmental exposure to alkyl-substituted naphthalenes by overcoming volatility losses inherent in with 96-well plates. The improved exposure protocol enables more accurate hazard assessment of semi-volatile contaminants, with implications for improved risk assessment. Our results showed high variability in activity across structurally similar compounds and 1,7-dimethylnaphthalene as having distinct morphological effects. A primary hypothesis for naphthalene toxicity involves oxidative damage induced by toxic metabolites requiring aromatic ring oxidation products. Contrary to a previous hypothesis that increased alkyl substitution would lead to decreased toxicity due to decreased ring oxidation, naphthalene and its monomethylated derivatives were not overtly toxic while most of the more highly alkyl substituted derivatives were. Metabolite analysis could confirm the extent of *in vivo* alkyl substituted naphthalene ring oxidation, while measurement of oxidative stress would further clarify the role of this mechanism in the observed toxicity. Conducting these experiments across time, concentration, and structural variants would provide the most insight. This approach would enable the identification of temporal trends in metabolite formation and stress responses, link morphological effects to metabolites and oxidative stress, and reveal the structural features that drive metabolite formation. Variable potency of the alkyl substituted naphthalenes was not explained by logK_ow_ predictions or body burden concentrations, suggesting a non-narcotic mode of action.

Despite low variability in the transcriptomic responses across chemicals, targeted transcriptomics suggested a shared mode of action by many of the chemicals involving glucocorticoid signaling. Measuring cortisol concentrations across time, concentration, and chemical potency could confirm these impacts to glucocorticoid signaling. Reverse molecular docking identified potential protein targets and molecular initiating events. Predicted high-affinity interactions with proteins such as CYP1A2, NT5E, and FOLR1 suggested possible mechanisms underlying the transcriptomic and phenotypic outcomes. Recapitulation of binding affinity trends for NT5E in follow-up docking further supported the hypothesis that alkyl substituted naphthalenes act through disruption of purinergic signaling. Future work will focus on validating the predicted interaction between alkyl substituted naphthalenes and NT5E using a cross-species approach. High-throughput approaches will be used to directly evaluate the binding affinity and functional effects of each alkyl-substituted naphthalene on human NT5E and zebrafish Nt5e (Freundlieb et al., 2014; Senger et al., 2004), and complementary genetic experiments in zebrafish will definitively determine the role of Nt5e in mediating the toxicity of these compounds.

## Supplementary Material

1

2

## Figures and Tables

**Fig. 1.**
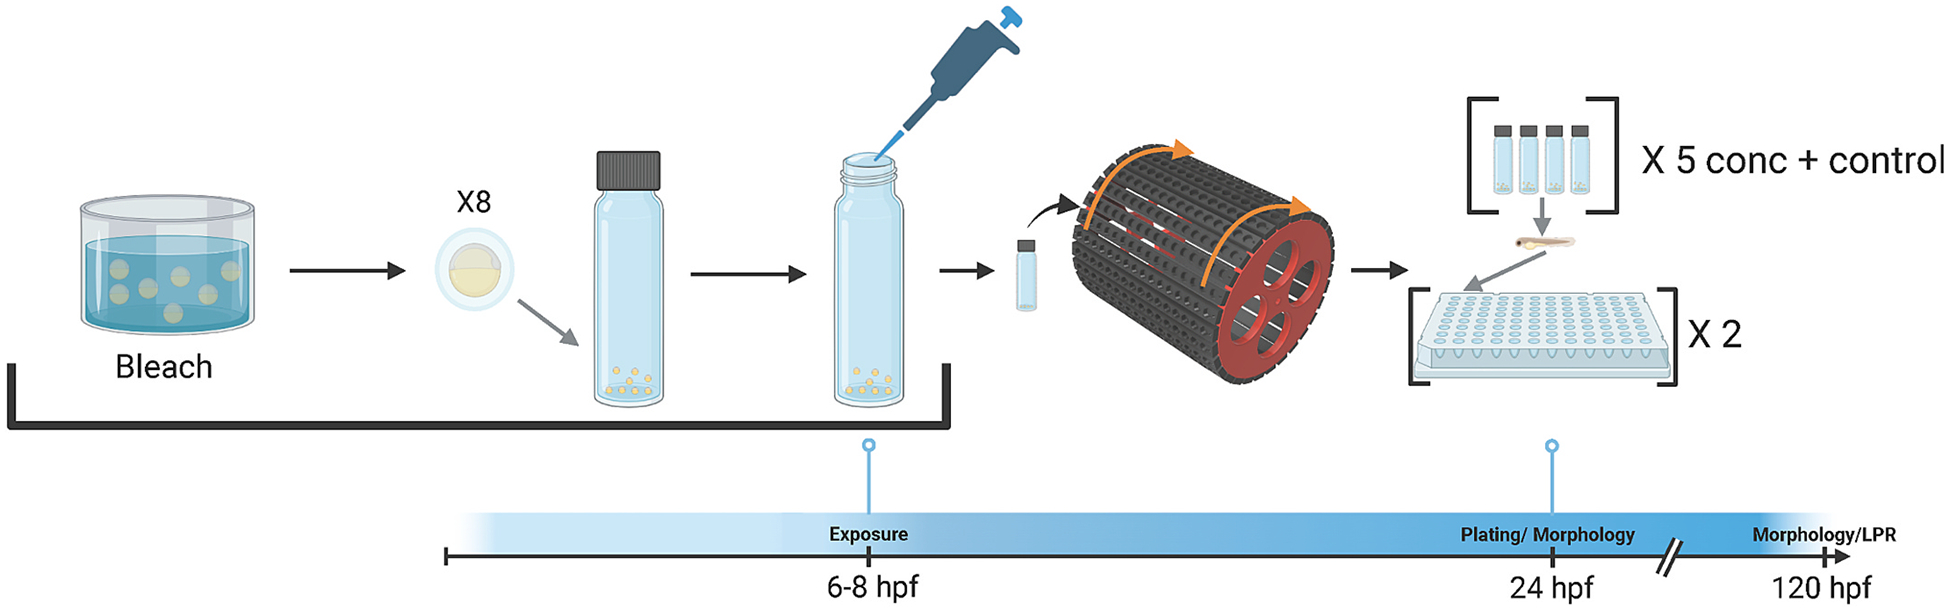
Exposure Method. Vial exposure method designed for high-throughput developmental zebrafish exposures of semi-volatile compounds.

**Fig. 2.**
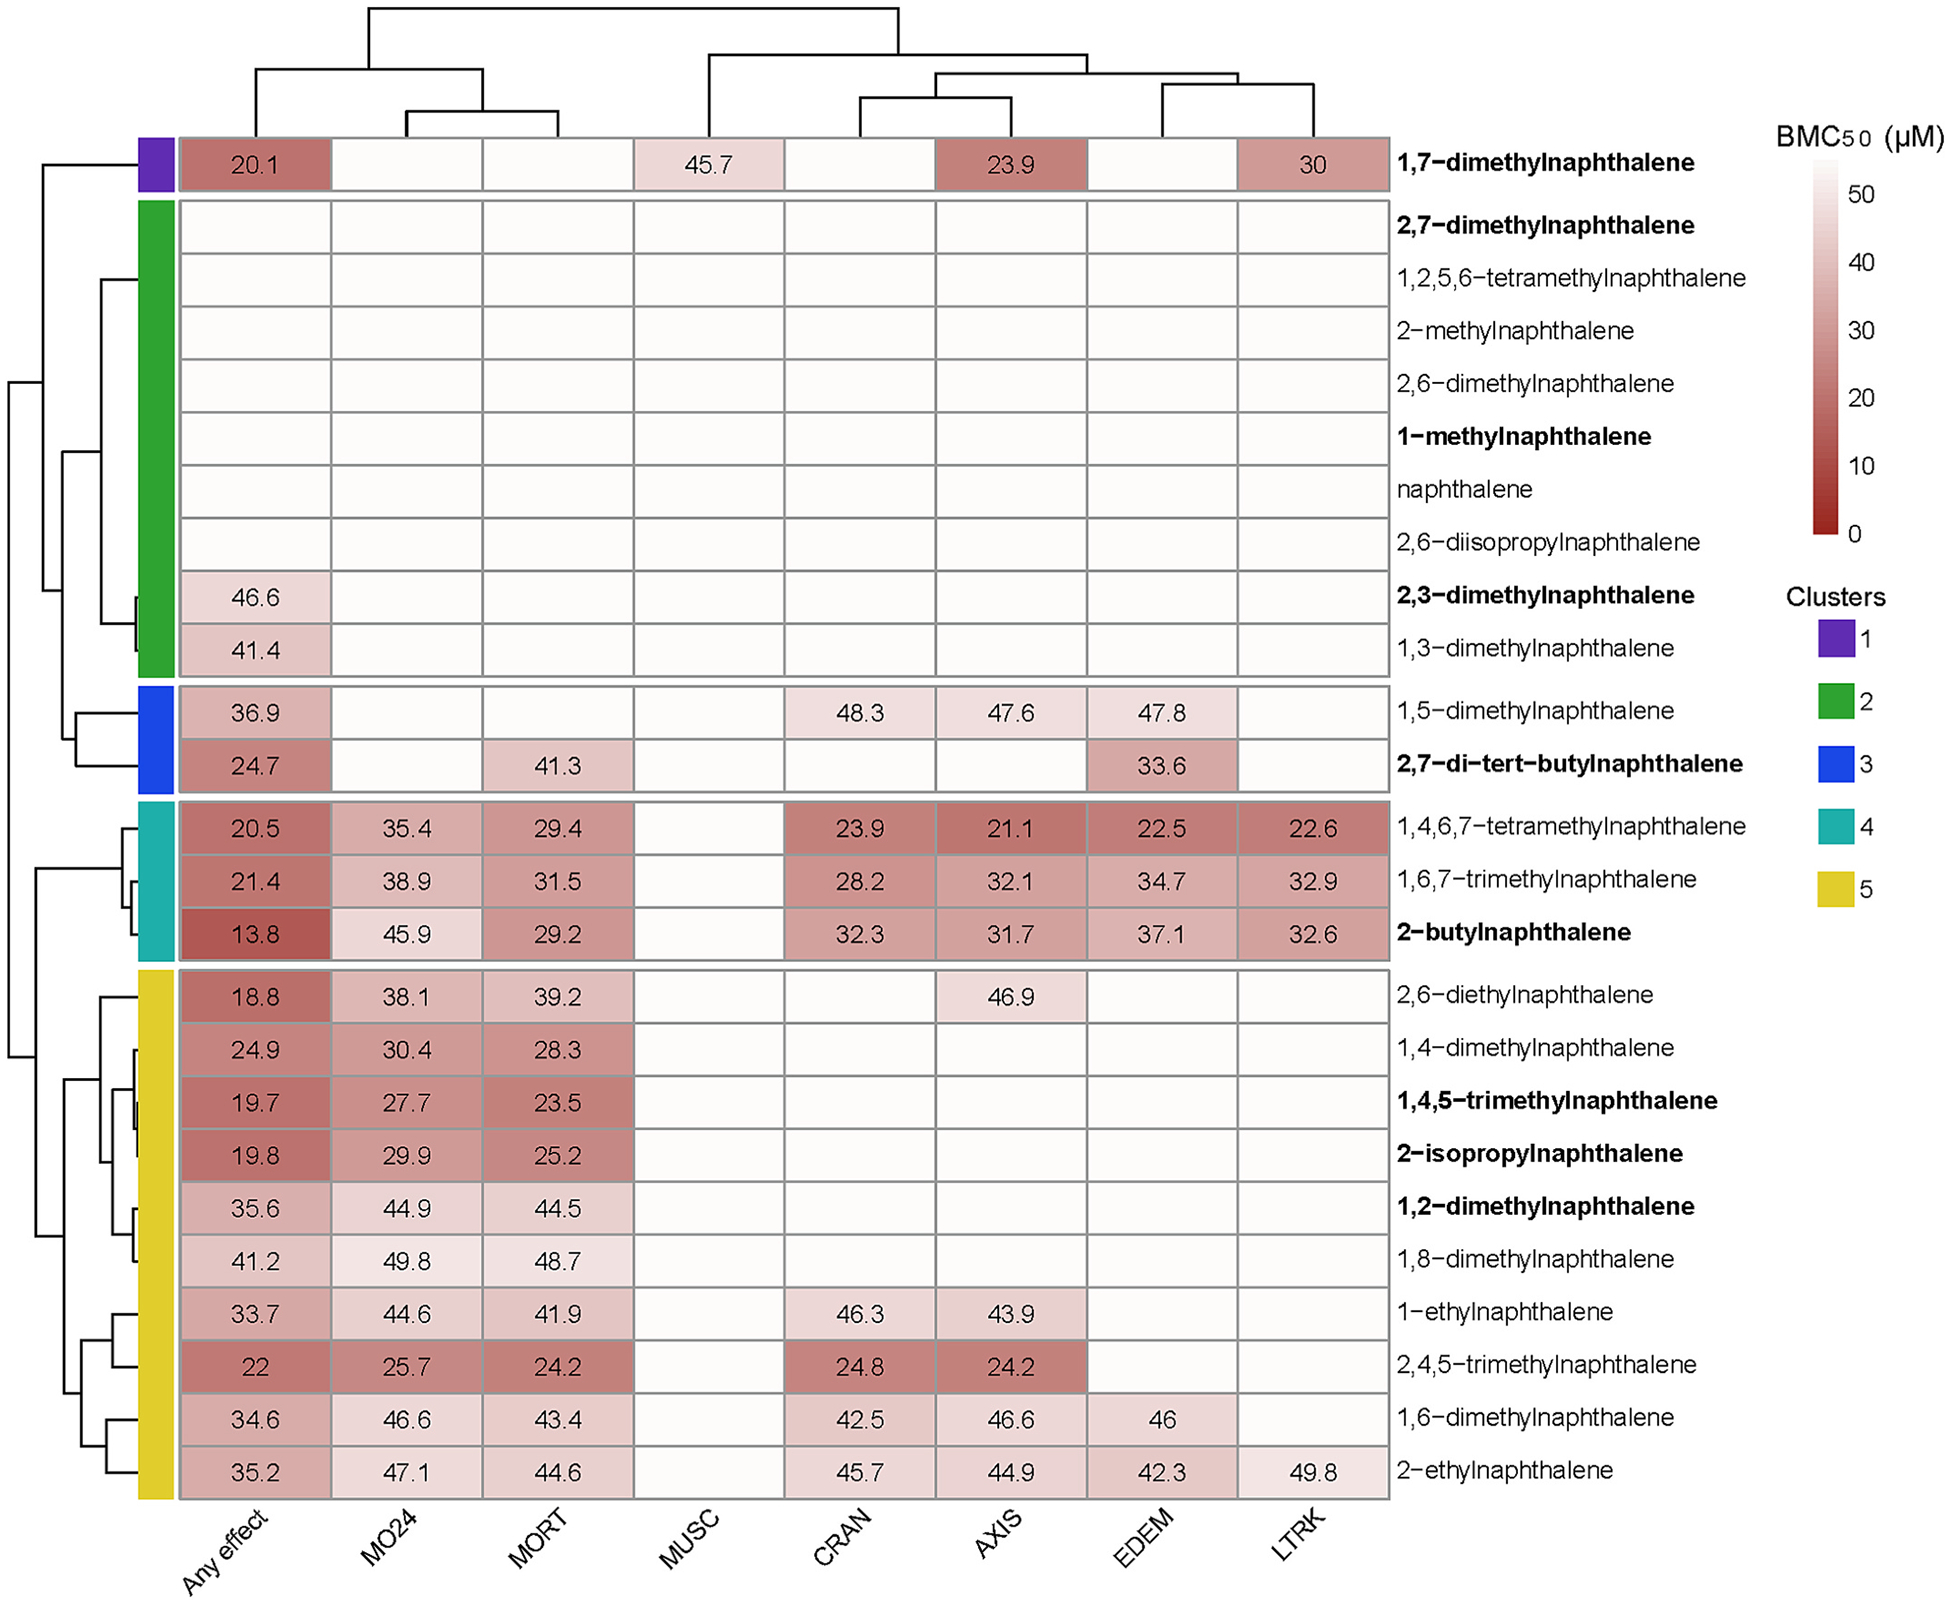
Morphological Screening Results. Heatmap displaying morphological Any effect benchmark concentration 50% (BMC_50_) values for all endpoints. Endpoints and chemicals were hierarchically clustered based on similarities. Darker red indicate a lower BMC_50_ value. Bold chemical names indicate chemicals with behavioral effects in the larval photomotor response (LPR) assay. Mortality at 24 hpf (MO24), mortality at 120 hpf (MORT), craniofacial malformation or missing eye, jaw, snout at 120 hpf (CRAN), curved or bent body axis at 120 hpf (AXIS), pericardial and/or yolk sac edema, heart and/or yolk sac malformation at 120 hpf (EDEM), lack of circulation, malformed or missing somites and/or swim bladder at 120 hpf (MUSC), malformed lower trunk and/or caudal fin at 120 hpf (LTRK), summary endpoint-if a fish had an instance of any of the above endpoints (Any effect).

**Fig. 3.**
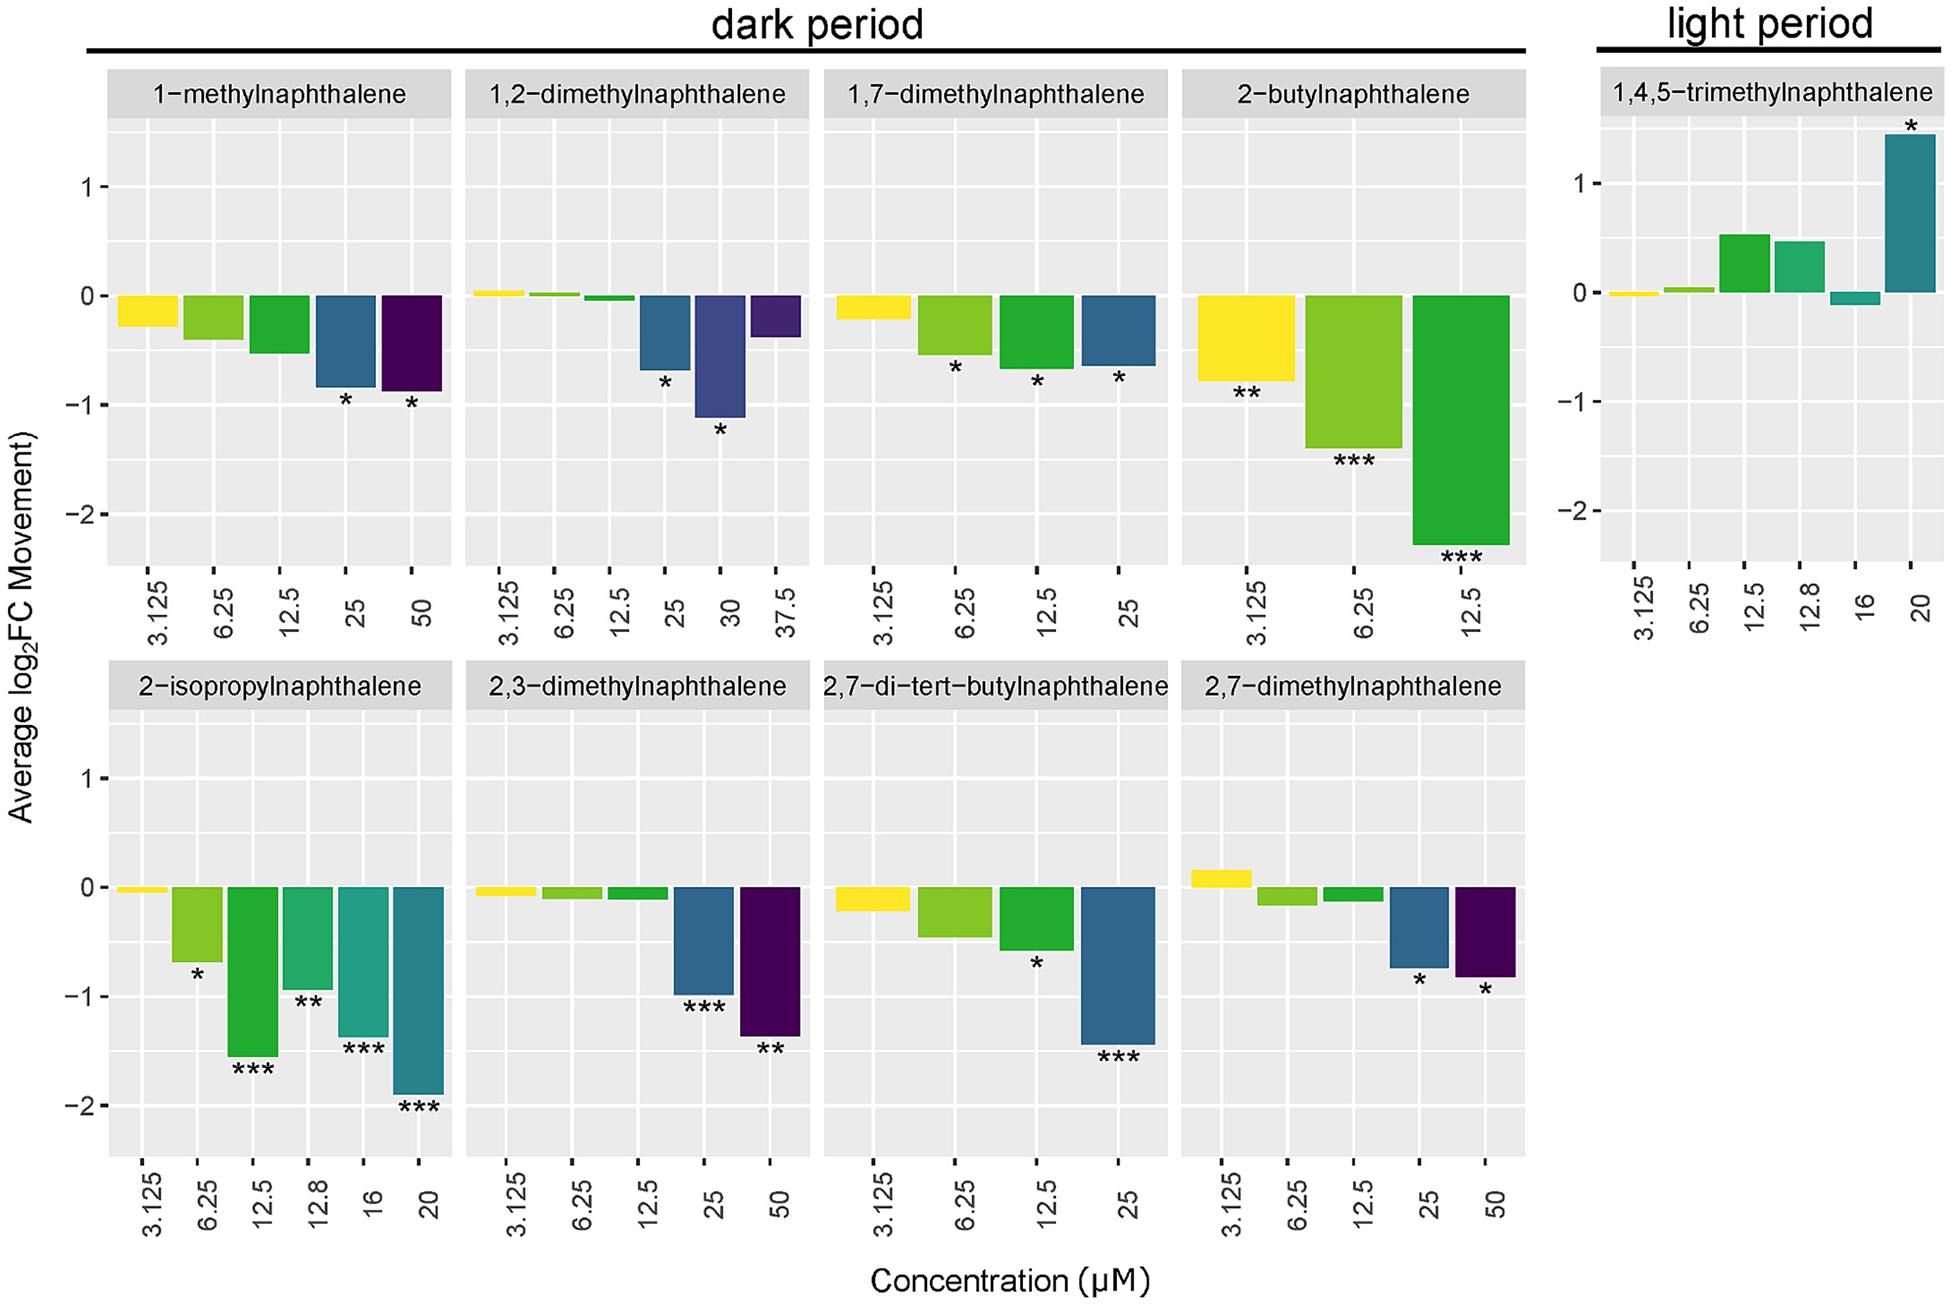
Larval Photomotor Screening Results. Average log_2_ fold change (log_2_ FC) movement from day-matched controls for chemicals with significant behavioral effects. Significance was determined by the lowest effect level (LEL), where the next highest concentration also showed a significant effect in the same direction—except for the highest concentration.

**Fig. 4.**
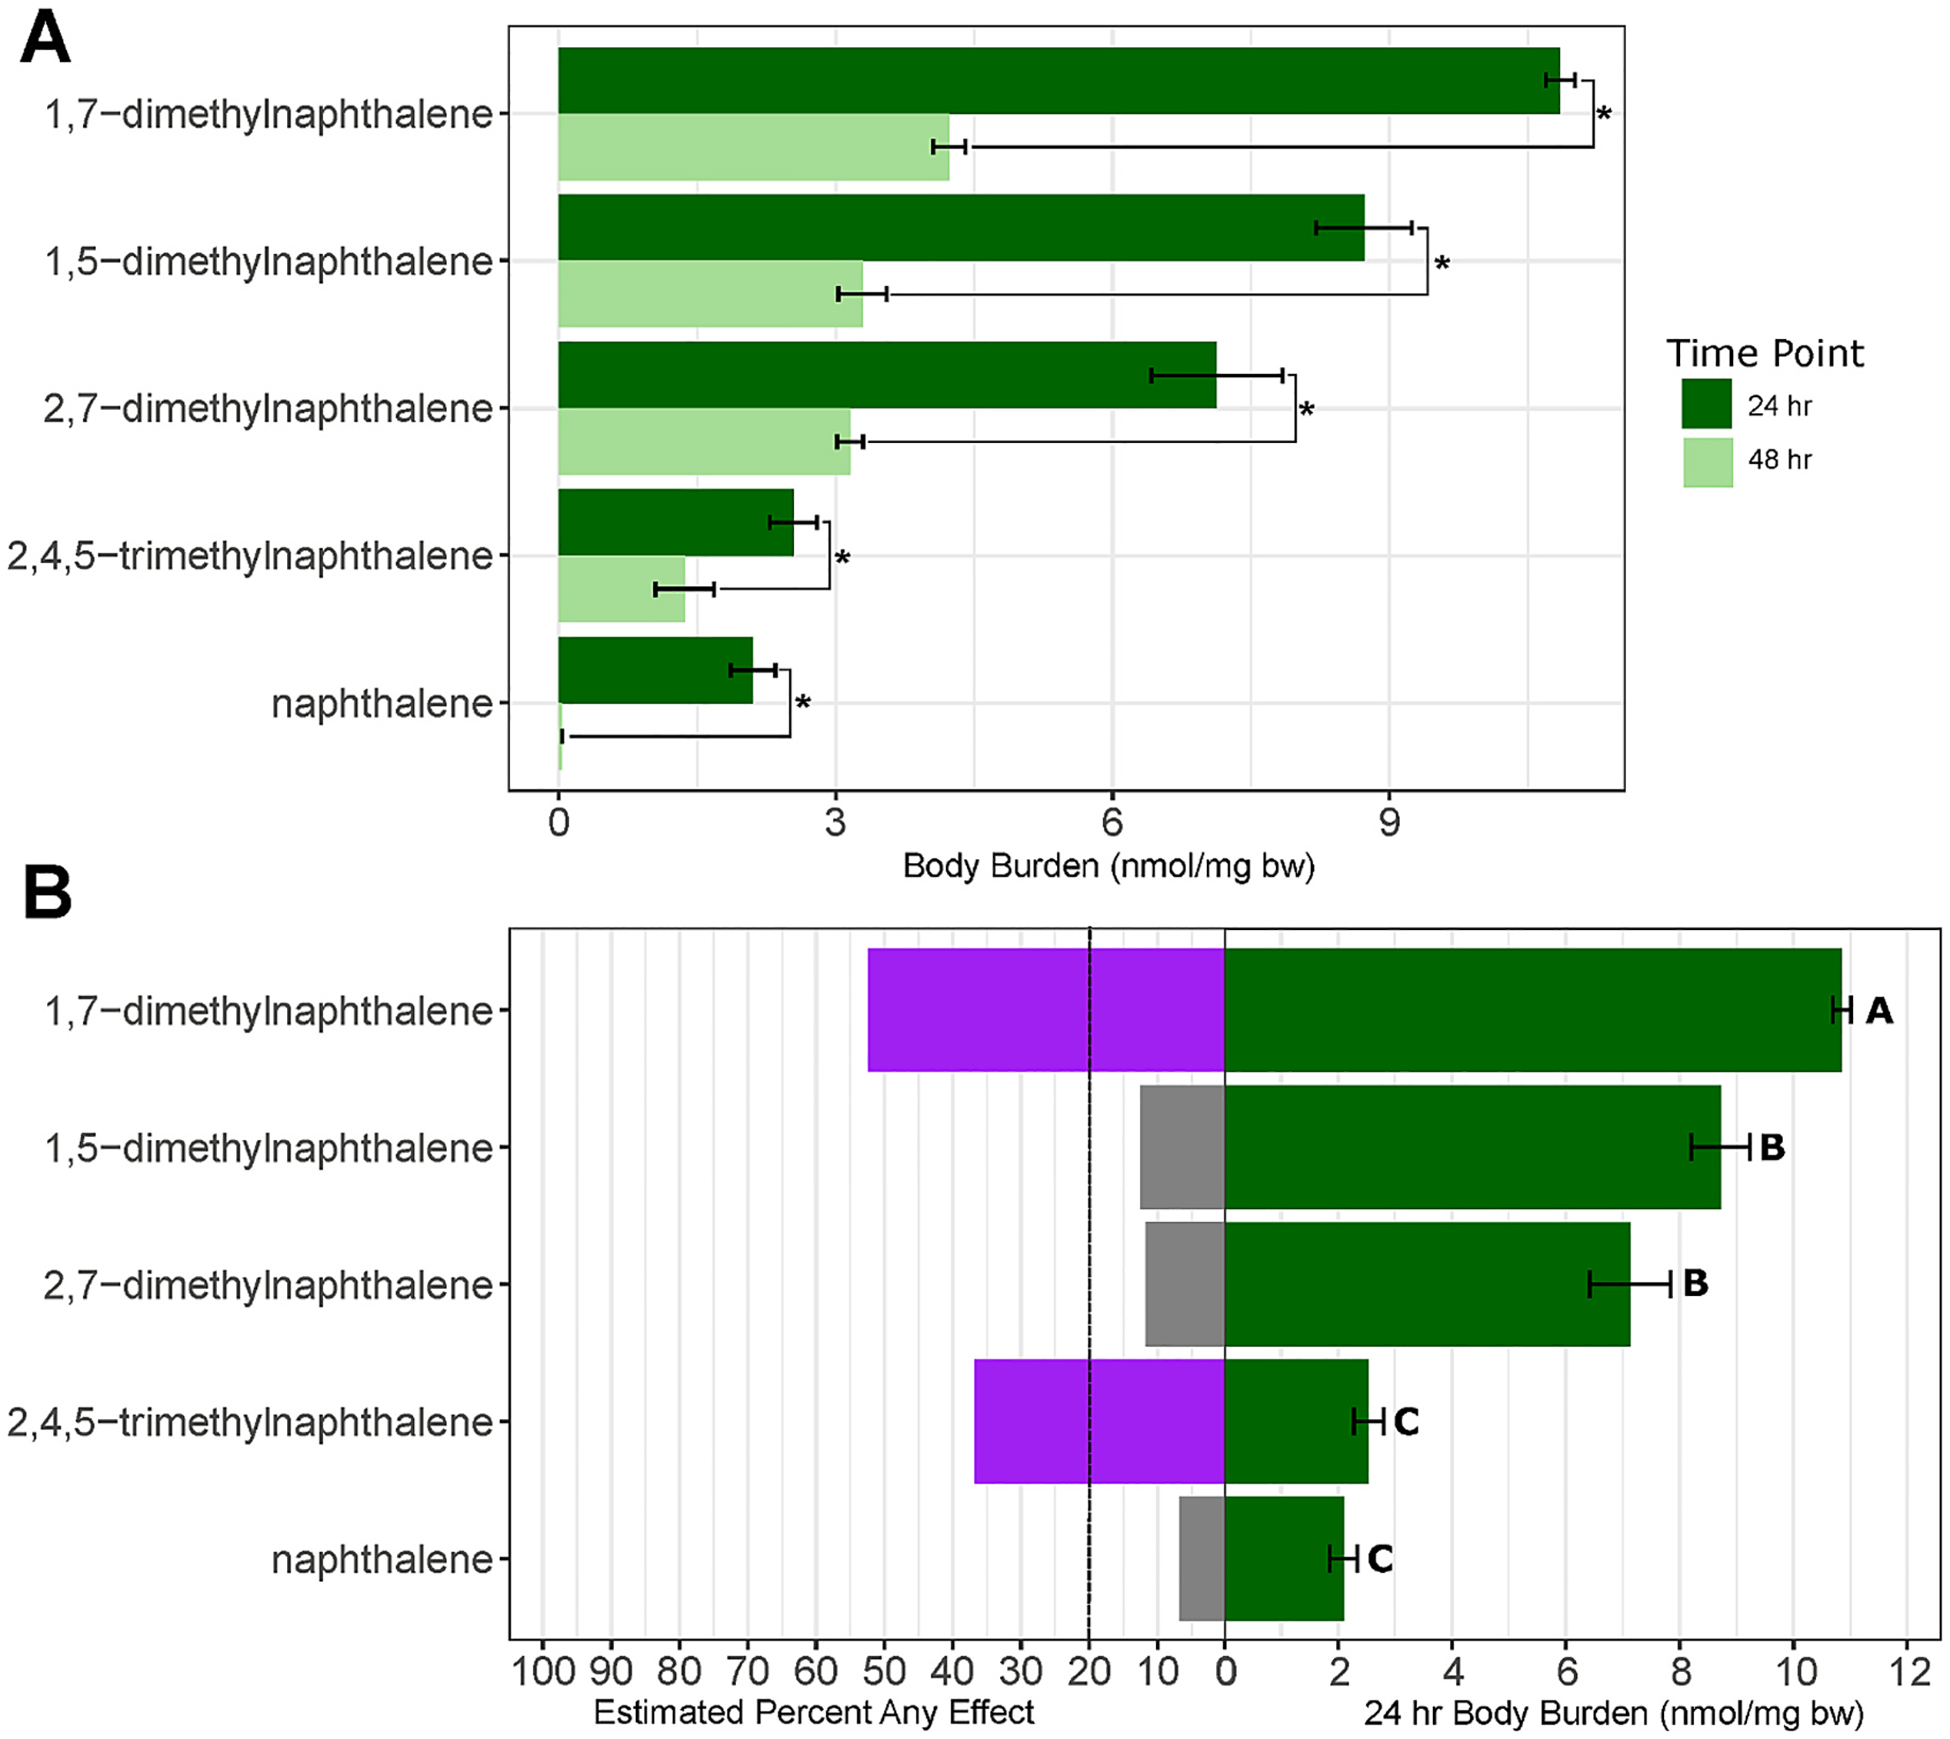
A. Body Burden Results. Bar plot of measured body burden (nmol/mg bw) at 20 μM of five naphthalenes at 24 and 48 hpf (n = 3). Error bars indicate one standard deviation from the mean. Timepoints were compared using a two-sided Student’s *t*-test, statistical significance indicated with asterisk (p-value ≤ 0.05) B. Bar plot comparing the measured body burden (nmol/mg bw) at 20 μM of five naphthalenes at 24 hpf to the estimated percent Any effect at 120 hpf. Estimated percent effect was calculated using dose–response curves. Error bars indicate one standard deviation from the mean. Significance determined using ANOVA with a follow-up Dunns test (p-value ≤ 0.05). Bars containing different letters were significantly different.

**Fig. 5.**
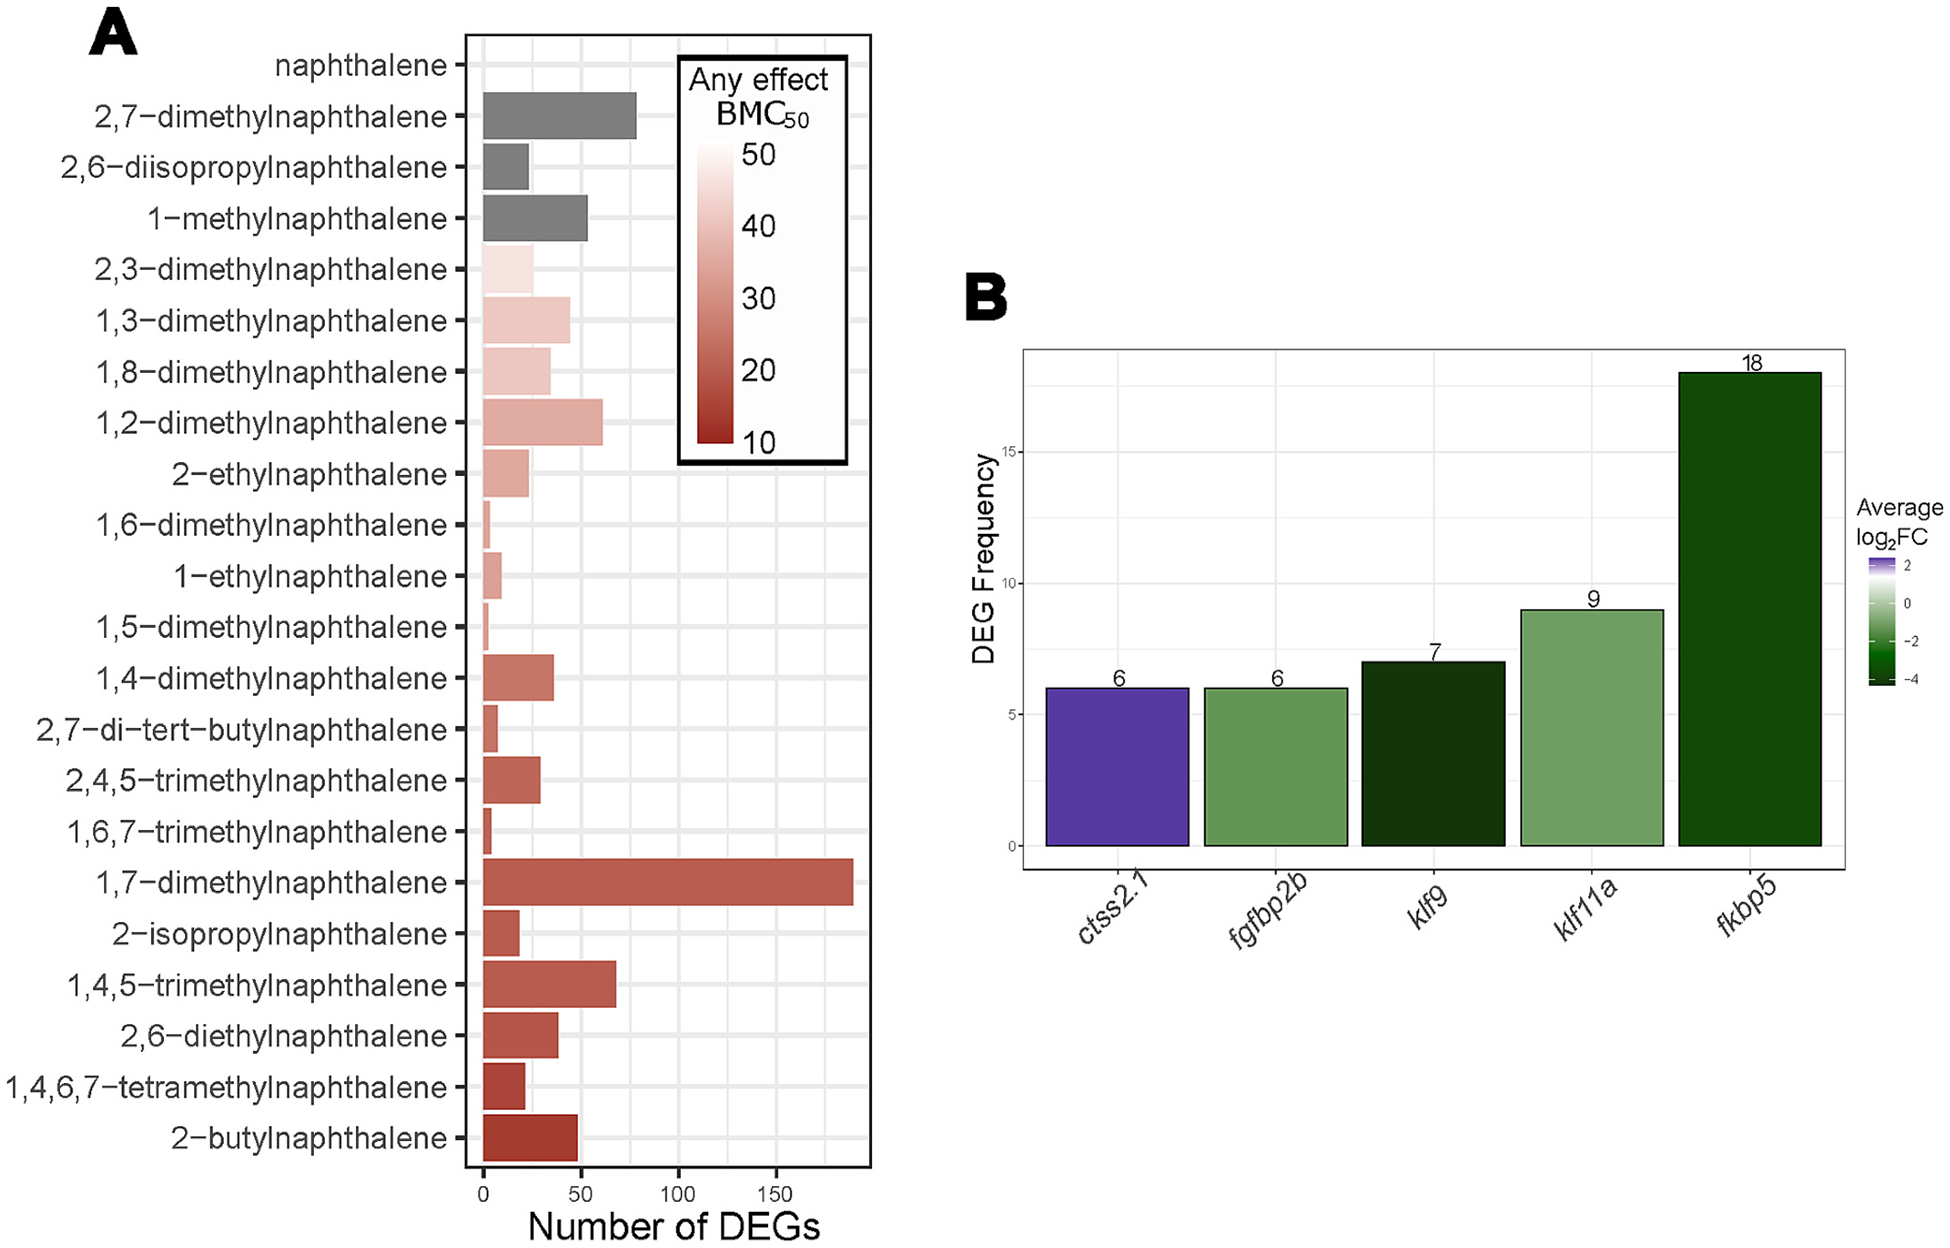
A. Targeted Transciptomics Results. Bar plot showing the number of differentially expressed genes (p-value ≤ 0.05, log_2_ fold change (log_2_FC) ≥ |1|) (DEGs) for each chemical exposure. Color indicates Any effect BMC_50_, grey indicates no calculated BMC_50_. B. Number of times a gene was differentially expressed (p-value ≤ 0.05, log_2_FC ≥ |1|) across all chemical exposures. Bar color represents the average log_2_FC for each gene.

**Fig. 6.**
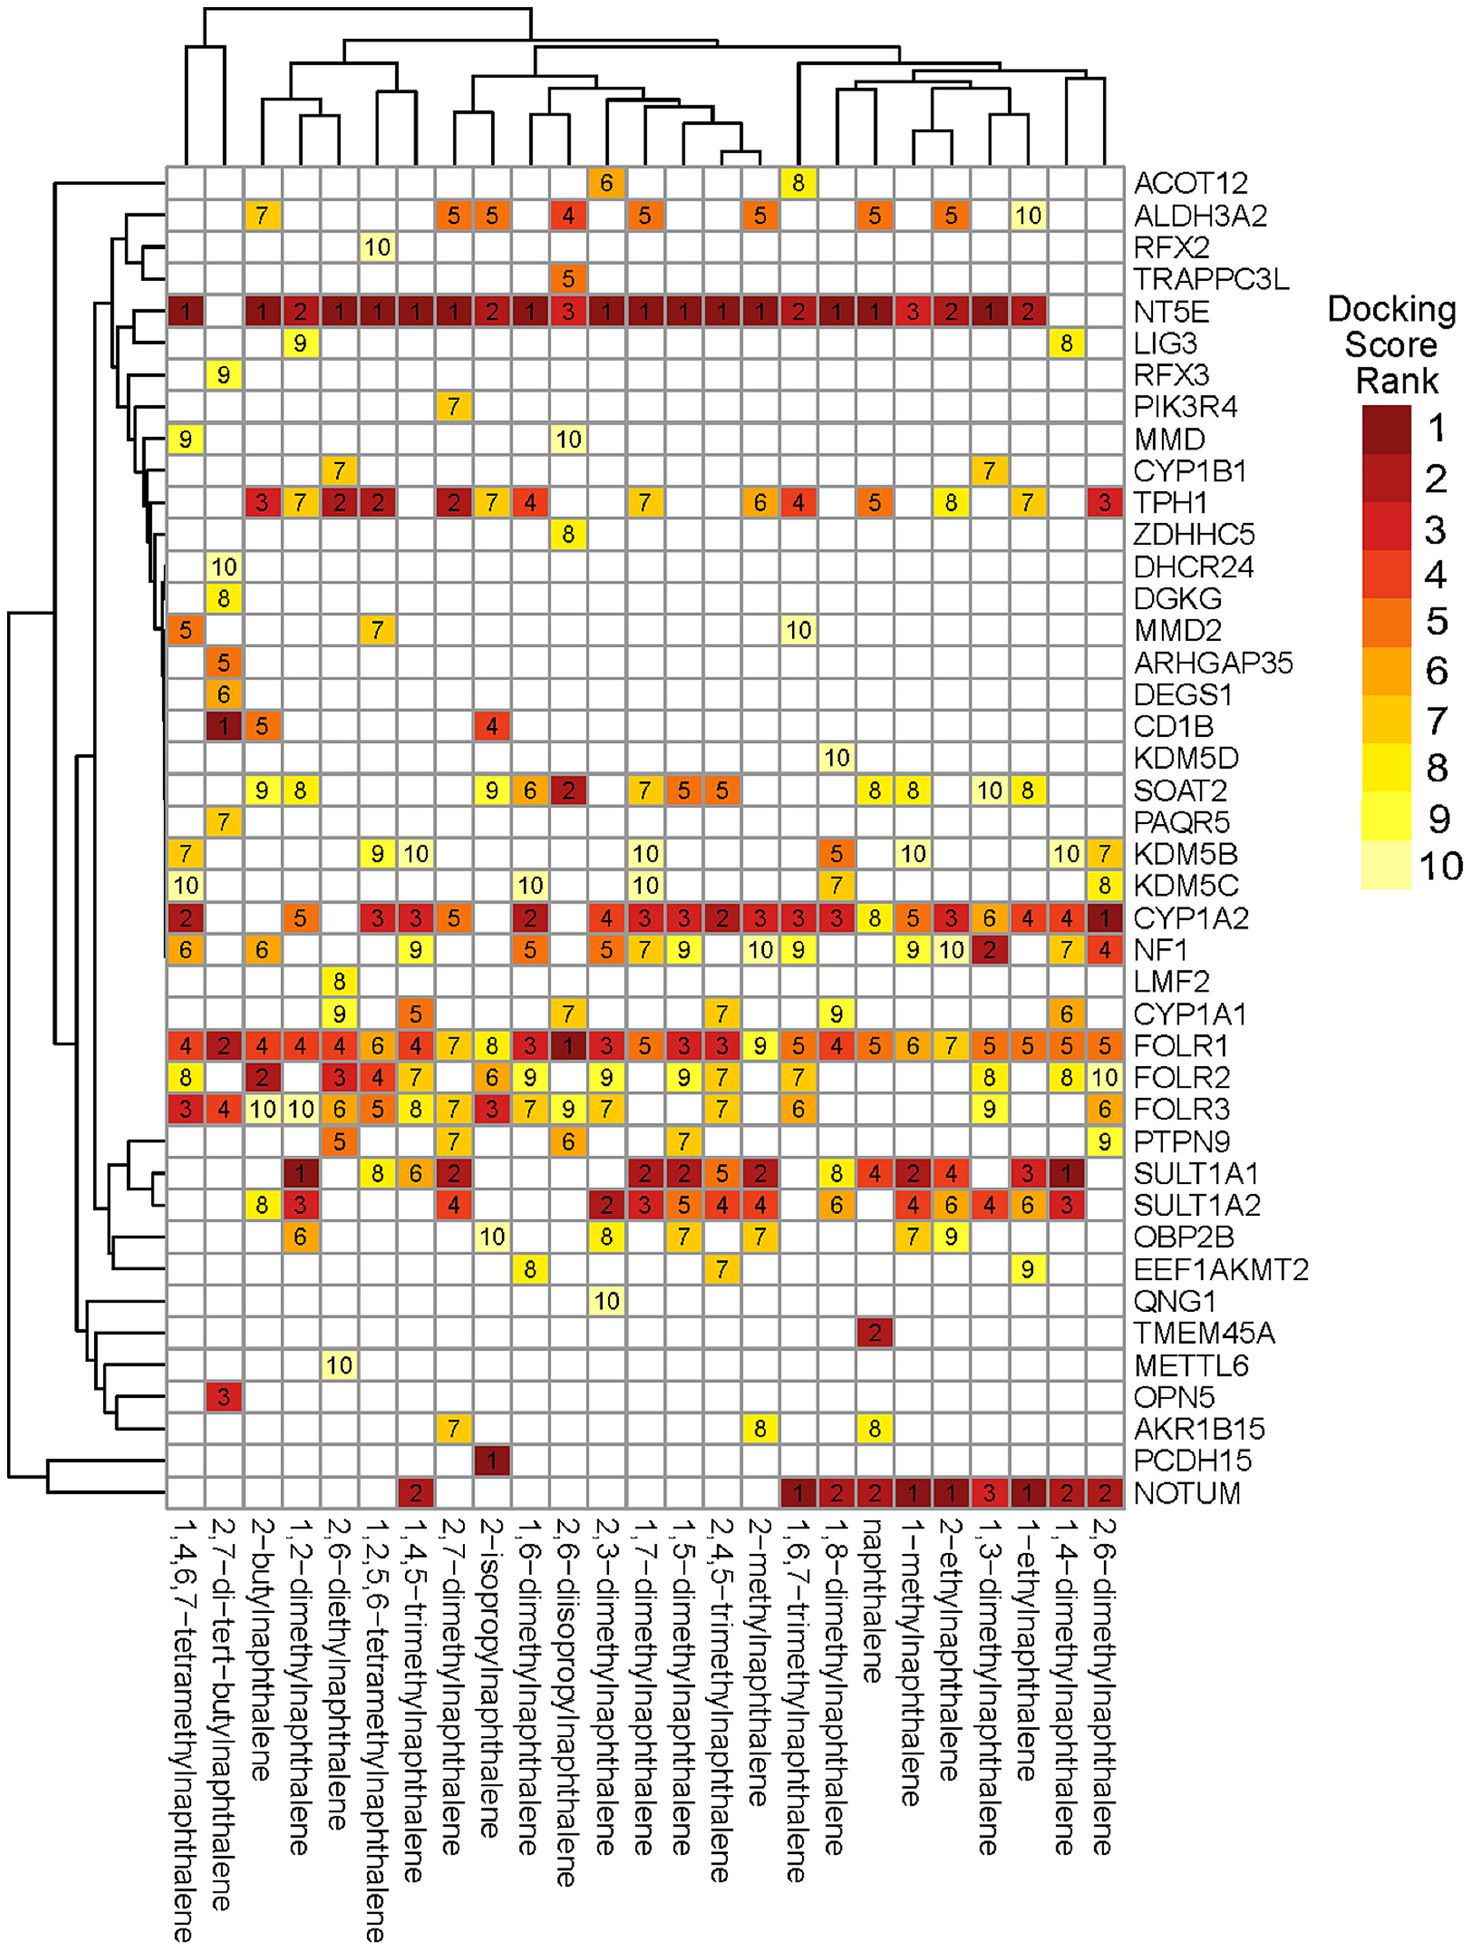
Reserve Molecular Docking Screen Results. Heatmap displaying the rank of predicted binding energies of the 25 naphthalenes. Chemicals were docked against the AlphaFold predicted binding pockets for ~16,000 human proteins. Proteins included in this heatmap ranked among the top 10 for at least one chemical.

**Fig. 7.**
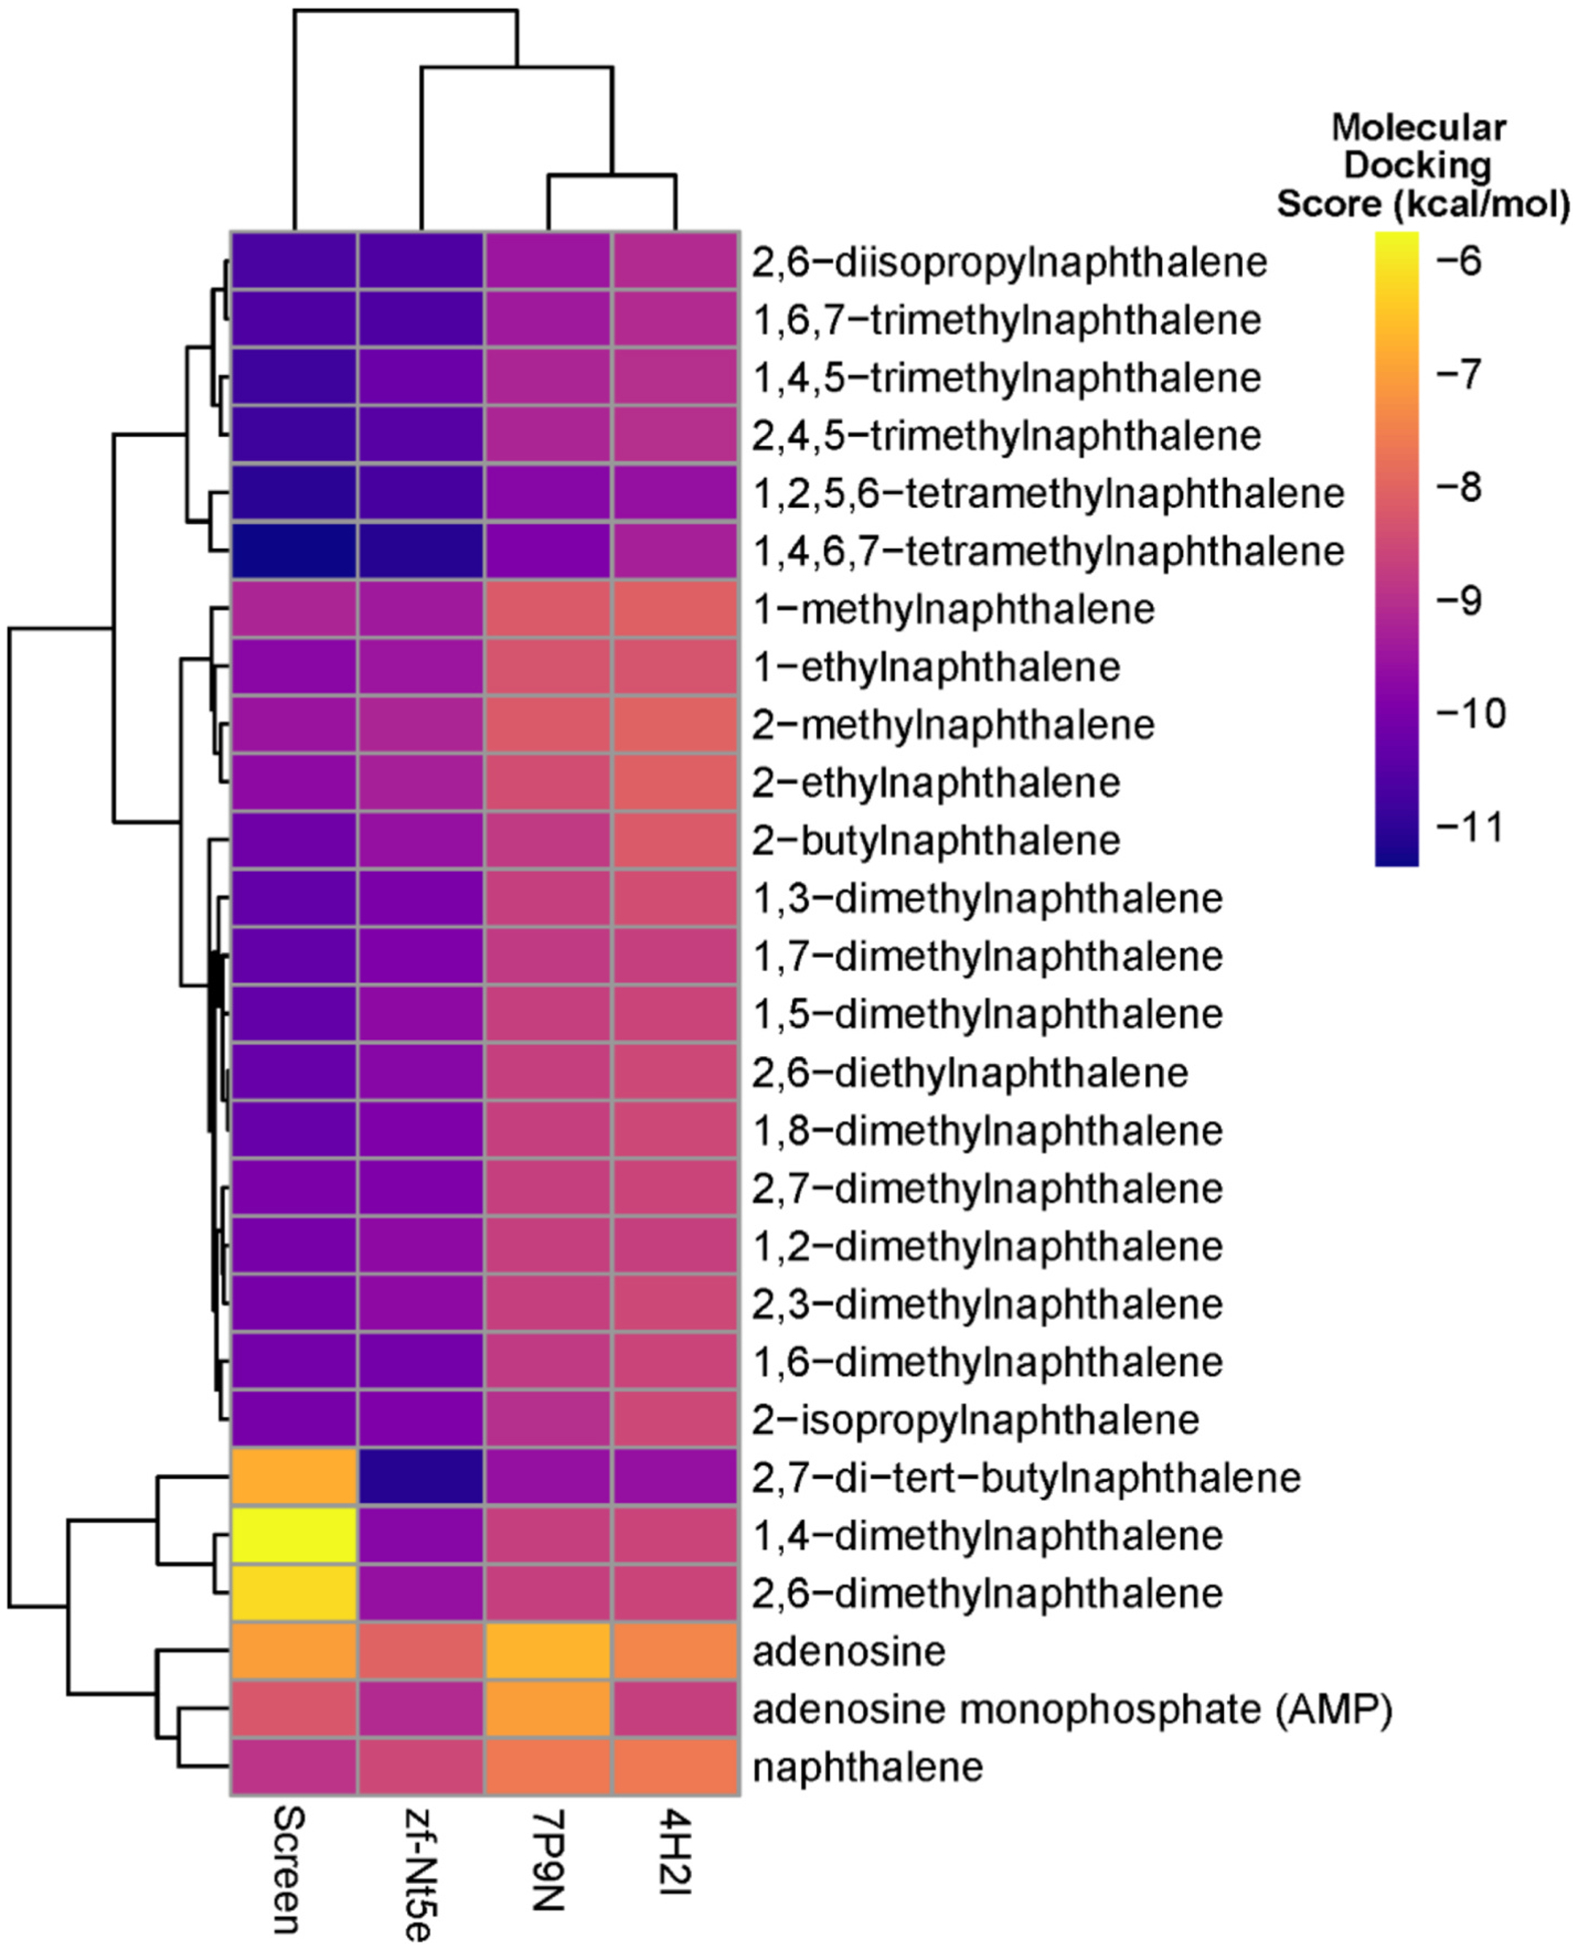
Follow-up Molecular Docking Results. Heatmap displaying the molecular docking scores (kcal/mol) of the 25 naphthalenes docked on the four structures of NT5E. Predicted human protein binding pocket used included in reserve molecular docking screen (Screen), predicted zebrafish protein (zf-Nt5e), open unbound crystal structure (7P9N), and closed conformation bound to adenosine monophosphate (AMP).

## Data Availability

The targeted transcriptomic data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE296410

## Appendix A. Supplementary data

Supplementary data to this article can be found online at https://doi.org/10.1016/j.envint.2025.109837.

## References

[R1] AndersonKA, SzelewskiMJ, WilsonG, QuimbyBD, HoffmanPD, 2015. Modified ion source triple quadrupole mass spectrometer gas chromatograph for polycyclic aromatic hydrocarbon analyses. J. Chromatogr. A 1419, 89–98.26454790 10.1016/j.chroma.2015.09.054PMC4721517

[R2] Balik-MeisnerMR, MavD, PhadkeDP, EverettLJ, ShahRR, TalT, ShepardPJ, MerrickBA, PaulesRS, 2019. Development of a zebrafish s1500+ sentinel gene set for high-throughput transcriptomics. Zebrafish 16 (4), 331–347. 10.1089/zeb.2018.1720.31188086 PMC6685209

[R3] BatesD, MächlerM, BolkerB, WalkerS, 2015. Fitting linear mixed-effects models using lme4. J. Stat. Softw 67, 1–48. 10.18637/jss.v067.i01.

[R4] BedellVM, DubeyP, LeeHB, BaileyDS, AndersonJL, Jamieson-LucyA, XiaoR, LeonardEV, FalkMJ, PackMA, MullinsM, FarberSA, EckenhoffRG, EkkerSC, 2025. Zebrafishology, study design guidelines for rigorous and reproducible data using zebrafish. Commun. Biol 8 (1), 739. 10.1038/s42003-025-07496-z.40360750 PMC12075475

[R5] BushelPR, FergusonSS, RamaiahgariSC, PaulesRS, AuerbachSS, 2020. Comparison of Normalization methods for analysis of TempO-Seq Targeted RNA sequencing data. Front. Genet 11. https://www.frontiersin.org/articles/10.3389/fgene.2020.00594.10.3389/fgene.2020.00594PMC732569032655620

[R6] CasillasG, ScinicarielloF, ShoebMR, AlmanB, Carlson-LynchH, HeitC, SiercoS, & CitraM, 2025. Toxicological Profile for Naphthalene, 1-Methylnaphthalene, and 2-Methylnaphthalene. https://www.atsdr.cdc.gov/toxprofiles/tp67.pdf.

[R7] ChenH, ShengL, GongZ, RuS, BianH, 2018. Investigation of the molecular mechanisms of hepatic injury upon naphthalene exposure in zebrafish (Danio rerio). Ecotoxicology 27 (6), 650–660. 10.1007/s10646-018-1943-3.29748829

[R8] ChoTM, RoseRL, HodgsonE, 2006. In vitro metabolism of naphthalene by human liver microsomal cytochrome P450 enzymes. Drug Metab. Dispos 34 (1), 176–183. 10.1124/dmd.105.005785.16243959

[R9] Cros-PerrialE, JordheimLP, 2025. A phenotypic journey into NT5DC proteins in cancer and other diseases. Exp. Cell Res 446 (1), 114468. 10.1016/j.yexcr.2025.114468.39971176

[R10] Di ToroDM, McGrathJA, HansenDJ, 2000. Technical basis for narcotic chemicals and polycyclic aromatic hydrocarbon criteria. I. Water and tissue. Environ. Toxicol. Chem 19 (8), 1951–1970. 10.1002/etc.5620190803.

[R11] DrepanosL, GansIM, GrendlerJ, GuitarS, FuquaJH, MakiNJ, TildenAR, GraberJH, CoffmanJA, 2023. Loss of Krüppel-like factor 9 deregulates both physiological gene expression and development. Sci. Rep 13 (1), 12239. 10.1038/s41598-023-39453-3.37507475 PMC10382561

[R12] EachusH, OberskiL, PaveleyJ, BacilaI, AshtonJ-P, EspositoU, SeifuddinF, PiroozniaM, ElhaikE, PlaczekM, KroneNP, CunliffeVT, 2023. Glucocorticoid receptor regulates protein chaperone, circadian clock and affective disorder genes in the zebrafish brain. Dis. Model. Mech 16 (9), dmm050141. 10.1242/dmm.050141.37525888 PMC10565112

[R13] EdgarR, DomrachevM, LashAE, 2002. Gene Expression omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res. 30 (1), 207–210. 10.1093/nar/30.1.207.11752295 PMC99122

[R14] EverettLJ, MavD, PhadkeDP, Balik-MeisnerMR, ShahRR, 2022. Impact of aligner, normalization method, and sequencing depth on TempO-seq accuracy. Bioinf. Biol. Insights 16, 11779322221095216. 10.1177/11779322221095216.PMC906704535515009

[R15] Fernandez-ZapicoME, MladekA, EllenriederV, Folch-PuyE, MillerL, UrrutiaR, 2003. An mSin3A interaction domain links the transcriptional activity of KLF11 with its role in growth regulation. EMBO J. 22 (18), 4748–4758. 10.1093/emboj/cdg470.12970187 PMC212736

[R16] FreundliebM, ZimmermannH, MüllerCE, 2014. A new, sensitive ecto-5′-nucleotidase assay for compound screening. Anal. Biochem 446, 53–58. 10.1016/j.ab.2013.10.012.24144488

[R17] FuQ, ZhaoS, YangN, TianM, CaiX, ZhangL, HuJ, CaoM, XueT, LiC, 2020. Genome-wide identification, expression signature and immune functional analysis of two cathepsin S (CTSS) genes in turbot (Scophthalmus maximus L.). Fish Shellfish Immunol. 102, 243–256. 10.1016/j.fsi.2020.04.028.32315741

[R18] GansIM, GrendlerJ, BabichR, JayasundaraN, CoffmanJA, 2021. Glucocorticoid-Responsive Transcription factor Krüppel-like factor 9 Regulates fkbp5 and Metabolism. Front. Cell Dev. Biol 9. 10.3389/fcell.2021.727037.PMC852673634692682

[R19] GeierMC, ChlebowskiAC, TruongL, Massey SimonichSL, AndersonKA, TanguayRL, 2018a. Comparative developmental toxicity of a comprehensive suite of polycyclic aromatic hydrocarbons. Arch. Toxicol 92 (2), 571–586. 10.1007/s00204-017-2068-9.29094189 PMC5820187

[R20] GeierMC, James MinickD, TruongL, TiltonS, PandeP, AndersonKA, TeeguardanJ, TanguayRL, 2018b. Systematic developmental neurotoxicity assessment of a representative PAH Superfund mixture using zebrafish. Toxicol. Appl. Pharmacol 354, 115–125. 10.1016/j.taap.2018.03.029.29630969 PMC6087484

[R21] GenterMB, MarloweJ, Kevin KerzeeJ, DraginN, PugaA, DaltonTP, NebertDW, 2006. Naphthalene toxicity in mice and aryl hydrocarbon receptor-mediated CYPs. Biochem. Biophys. Res. Commun 348 (1), 120–123. 10.1016/j.bbrc.2006.07.025.16876762

[R22] GolzadehN, BarstBD, BakerJM, AugerJC, McKinneyMA, 2021. Alkylated polycyclic aromatic hydrocarbons are the largest contributor to polycyclic aromatic compound concentrations in traditional foods of the Bigstone Cree Nation in Alberta. Canada. Environmental Pollution 275, 116625. 10.1016/j.envpol.2021.116625.33582641

[R23] HökeH, ZellerhoffR, 1998. Metabolism and toxicity of diisopropylnaphthalene as compared to naphthalene and monoalkyl naphthalenes: a minireview. Toxicology 126 (1), 1–7. 10.1016/S0300-483X(97)00187-X.9585087

[R24] HondaT, FukadaA, KiyozumiM, KojimaS, 1987. Identification and determination of urinary metabolites of 2-isopropylnaphthalene in rabbits. Eur. J. Drug Metab. Pharmacokinet 12 (1), 11–16. 10.1007/BF03189856.3609068

[R25] HondaT, 浄住護雄, 児島昭次, 1990. Alkylnaphthalene. XI.: Pulmonary Toxicity of Naphthalene, 2-Methylnaphthalene, and Isopropylnaphthalenes in mice. Chem. Pharm. Bull 38 (11), 3130–3135. 10.1248/cpb.38.3130.2085898

[R26] HoweK, ClarkMD, TorrojaCF, TorranceJ, BerthelotC, MuffatoM, CollinsJE, HumphrayS, McLarenK, MatthewsL, McLarenS, SealyI, CaccamoM, ChurcherC, ScottC, BarrettJC, KochR, RauchG-J, WhiteS, StempleDL, 2013. The zebrafish reference genome sequence and its relationship to the human genome. Nature 496 (7446), 498–503. 10.1038/nature12111.23594743 PMC3703927

[R27] HowsamM, JonesKC, 1998. In: Sources of PAHs in the Environment. Springer, Berlin, Heidelberg, pp. 137–174, 10.1007/978-3-540-49697-7_4.

[R28] HoyberghsJ, BarsC, AyusoM, Van GinnekenC, FoubertK, Van CruchtenS, 2021. DMSO Concentrations up to 1% are safe to be used in the zebrafish embryo developmental toxicity assay. Front. Toxicol 3. 10.3389/ftox.2021.804033.PMC891588035295145

[R29] Hudson-HanleyB, SmitE, BranscumA, HystadP, & KileML (2021). Trends in urinary metabolites of polycyclic aromatic hydrocarbons (PAHs) in the non-smoking U.S. population, NHANES 2001–2014. Chemosphere, 276, 130211. doi: 10.1016/j.chemosphere.2021.130211.33743418 PMC8172479

[R30] JacksonEK, 2011. The 2′,3′-cAMP-adenosine pathway. American Journal of Physiology-Renal Physiology 301 (6), F1160–F1167. 10.1152/ajprenal.00450.2011.21937608 PMC3233866

[R31] JochumTK, StegmüllerS, RichlingE, 2024. Substance depletion of volatile monoterpenes – a confounding factor for toxicity testing in the Ames fluctuation test. Toxicology 509, 153993. 10.1016/j.tox.2024.153993.39537009

[R32] JonesRN, ErhardSA, MalhamMR, GenAY, SullivanK, OlsenKW, DaleRM, 2017. Expression and characterization of the zebrafish orthologue of the human FOLR1 gene during embryogenesis. Gene Expr. Patterns 25–26, 159–166. 10.1016/j.gep.2017.08.002.28826993

[R33] KangW, ChoiD, RohJ, JungY, HaY, YangS, ParkT, 2023. The role of cyclic adenosine monophosphate (cAMP) in modulating glucocorticoid receptor signaling and its implications on glucocorticoid-related collagen loss. Int. J. Mol. Sci 24 (12), 12. 10.3390/ijms241210180.PMC1029941737373328

[R34] KeithLH, 2015. The source of U.S. EPA’s sixteen PAH priority pollutants. Polycycl. Aromat. Compd 35 (2–4), 147–160. 10.1080/10406638.2014.892886.

[R35] KimmelCB, BallardWW, KimmelSR, UllmannB, SchillingTF, 1995. Stages of embryonic development of the zebrafish. Dev. Dyn 203 (3), 253–310. 10.1002/aja.1002030302.8589427

[R36] KlüverN, BittermannK, EscherBI, 2019. QSAR for baseline toxicity and classification of specific modes of action of ionizable organic chemicals in the zebrafish embryo toxicity test. Aquat. Toxicol 207, 110–119. 10.1016/j.aquatox.2018.12.003.30557756

[R37] KlüverN, VogsC, AltenburgerR, EscherBI, ScholzS, 2016. Development of a general baseline toxicity QSAR model for the fish embryo acute toxicity test. Chemosphere 164, 164–173. 10.1016/j.chemosphere.2016.08.079.27588575

[R38] KojimaS, HondaT, NakagawaM, KiyozumiM, TakadateA, 1982. Urinary metabolites of 2,6-diisopropylnaphthalene in rats. Drug Metab. Dispos 10 (4), 429–433.6126346

[R39] KongAX, JohnsonM, EnoAF, PhamK, ZhangP, & GengY (2024). Proteome-wide reverse molecular docking reveals folic acid receptor as a mediator of PFAS-induced neurodevelopmental toxicity (p. 2024.11.11.623082). bioRxiv. doi: 10.1101/2024.11.11.623082.PMC1309915541990651

[R40] KordaßT, OsenW, EichmüllerSB, 2018. Controlling the immune suppressor: transcription factors and MicroRNAs regulating CD73/NT5E. Front. Immunol 9, 813. 10.3389/fimmu.2018.00813.29720980 PMC5915482

[R41] LalmanachG, SaidiA, BigotP, ChazeiratT, LecailleF, WartenbergM, 2020. Regulation of the proteolytic activity of cysteine cathepsins by oxidants. Int. J. Mol. Sci 21 (6), 1944. 10.3390/ijms21061944.32178437 PMC7139492

[R42] LambertFN, VivianDN, RaimondoS, Tebes-StevensCT, BarronMG, 2022. Relationships between aquatic toxicity, chemical hydrophobicity, and mode of action: log kow revisited. Arch. Environ. Contam. Toxicol 83 (4), 326–338. 10.1007/s00244-022-00944-5.35864329 PMC11375592

[R43] LeeH, SteadJDH, WilliamsA, Cortés RamírezSA, AtlasE, MennigenJA, O’BrienJM, YaukC, 2024. Empirical characterization of false discovery rates of differentially expressed genes and transcriptomic benchmark concentrations in zebrafish embryos. Environ. Sci. Technol 58 (14), 6128–6137. 10.1021/acs.est.3c10543.38530926 PMC11008580

[R44] LeeMS, BonnerJR, BernardDJ, SanchezEL, SauseET, PrenticeRR, BurgessSM, BrodyLC, 2012. Disruption of the folate pathway in zebrafish causes developmental defects. BMC Dev. Biol 12 (1), 1. 10.1186/1471-213X-12-12.22480165 PMC3410756

[R45] LiY, SunS, DingZ, YangC, ZhangG, JiangQ, ZouY, 2018. Temporal and spatial expression of *fgfbp* genes in zebrafish. Gene 659, 128–136. 10.1016/j.gene.2018.03.032.29551495

[R46] LinCY, WheelockÅM, MorinD, BaldwinRM, LeeMG, TaffA, PlopperC, BuckpittA, RohdeA, 2009. Toxicity and metabolism of methylnaphthalenes: Comparison with naphthalene and 1-nitronaphthalene. Toxicology 260 (1), 16–27. 10.1016/j.tox.2009.03.002.19464565 PMC2687406

[R47] LuX, ZhangL, LinG-M, LuJ-G, CuiZ-B, 2024. Analysis of differential gene expression under acute lead or mercury exposure in larval zebrafish using RNA-Seq. Animals 14 (19), 2877. 10.3390/ani14192877.39409826 PMC11475140

[R48] MinorM, AlcedoKP, BattagliaRA, SniderNT, 2019. Cell type- and tissue-specific functions of ecto-5′-nucleotidase (CD73). Am. J. Phys. Cell Phys 317 (6), C1079–C1092. 10.1152/ajpcell.00285.2019.PMC695738331461341

[R49] MoradiM, HungH, LiJ, ParkR, ShinC, AlexandrouN, IqbalMA, TakharM, ChanA, BrookJR, 2022. Assessment of alkylated and unsubstituted polycyclic aromatic hydrocarbons in air in urban and semi-urban areas in Toronto. Canada. Environmental Science & Technology 56 (5), 2959–2967. 10.1021/acs.est.1c04299.35148085

[R50] MoranIL, TidwellL, BartonM, KileM, MillerP, RohlmanD, Seguinot-MedinaS, UngwilukB, WaghiyiV, AndersonK, 2023. Diffusive fluxes of persistent organic pollutants between Arctic atmosphere, surface waters and sediments. Sci. Total Environ 892, 164566. 10.1016/j.scitotenv.2023.164566.37270011 PMC10330832

[R51] MorsheadML, TruongL, SimonichMT, MoranJE, AndersonKA, TanguayRL, 2025. Developmental toxicity of alkylated PAHs and substituted phenanthrenes: Structural nuances drive diverse toxicity and AHR activation. Chemosphere 370, 143894. 10.1016/j.chemosphere.2024.143894.39643011 PMC11732715

[R52] NagaiR, FriedmanS, KasugaM, 2009. The Biology of Krüppel-like Factors. Springer.

[R53] O’BoyleNM, BanckM, JamesCA, MorleyC, VandermeerschT, HutchisonGR, 2011. Open Babel: an open chemical toolbox. J. Cheminf 3 (1), 33. 10.1186/1758-2946-3-33.PMC319895021982300

[R54] ParkJ-W, HeahTP, GouffonJS, HenryTB, SaylerGS, 2012. Global gene expression in larval zebrafish (*Danio rerio*) exposed to selective serotonin reuptake inhibitors (fluoxetine and sertraline) reveals unique expression profiles and potential biomarkers of exposure. Environ. Pollut 167, 163–170. 10.1016/j.envpol.2012.03.039.22575097

[R55] PengB, DongQ, LiF, WangT, QiuX, ZhuT, 2023. A systematic review of polycyclic aromatic hydrocarbon derivatives: occurrences, levels, biotransformation, exposure biomarkers, and toxicity. Environ. Sci. Technol 57 (41), 15314–15335. 10.1021/acs.est.3c03170.37703436

[R56] PettersenEF, GoddardTD, HuangCC, CouchGS, GreenblattDM, MengEC, FerrinTE, 2004. UCSF Chimera—A visualization system for exploratory research and analysis. J. Comput. Chem 25 (13), 1605–1612. 10.1002/jcc.20084.15264254

[R57] PreussR, AngererJ, DrexlerH, 2003. Naphthalene—An environmental and occupational toxicant. Int. Arch. Occup. Environ. Health 76 (8), 556–576. 10.1007/s00420-003-0458-1.12920524

[R58] ProençaS, EscherBI, FischerFC, FisherC, GrégoireS, HewittNJ, NicolB, PainiA, KramerNI, 2021. Effective exposure of chemicals in *in vitro* cell systems: a review of chemical distribution models. Toxicol. In Vitro 73, 105133. 10.1016/j.tiv.2021.105133.33662518

[R59] QiaoM, FuL, LiZ, LiuD, BaiY, ZhaoX, 2020. Distribution and ecological risk of substituted and parent polycyclic aromatic hydrocarbons in surface waters of the Bai, Chao, and Chaobai rivers in northern China. Environ. Pollut 257, 113600. 10.1016/j.envpol.2019.113600.31748130

[R60] R Core Team. (2023). R: A language and environment for statistical computing [Computer software]. https://www.R-project.org/.

[R61] ReinT, 2020. Peptidylprolylisomerases, protein folders, or scaffolders? The example of FKBP51 and FKBP52. Bioessays 42 (7), 1900250. 10.1002/bies.201900250.32323357

[R62] RerichaY, St. MaryL, TruongL, McClureR, MartinJK, LeonardSW, ThungaP, SimonichMT, WatersKM, FieldJA, TanguayRL, 2024. Diverse PFAS produce unique transcriptomic changes linked to developmental toxicity in zebrafish. Front. Toxicol 6, 1425537. 10.3389/ftox.2024.1425537.39104825 PMC11298493

[R63] RitchieME, PhipsonB, WuD, HuY, LawCW, ShiW, SmythGK, 2015. Limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res. 43 (7), e47.25605792 10.1093/nar/gkv007PMC4402510

[R64] RosenquistTH, FinnellRH, 2001. Genes, folate and homocysteine in embryonic development. Proc. Nutr. Soc 60 (1), 53–61. 10.1017/S0029665101000088.11310424

[R65] RudeCI, SmithJN, ScottRP, SchultzKJ, AndersonKA, TanguayRL, 2025. A mixture parameterized biologically based dosimetry model to predict body burdens of polycyclic aromatic hydrocarbons in developmental zebrafish toxicity assays. Toxicol. Sci 205 (2), 326–343. 10.1093/toxsci/kfaf039.40117221 PMC12118961

[R66] Schiene-FischerC, YuC, 2001. Receptor accessory folding helper enzymes: the functional role of peptidyl prolyl *cis*/*trans* isomerases. FEBS Lett. 495 (1), 1–6. 10.1016/S0014-5793(01)02326-2.11322937

[R67] Schöning-StierandK, DiedrichK, EhrtC, FlachsenbergF, GraefJ, SiegJ, PennerP, PoppingaM, UngethümA, RareyM, 2022. ProteinsPlus: a comprehensive collection of web-based molecular modeling tools. Nucleic Acids Res. 50 (W1), W611–W615. 10.1093/nar/gkac305.35489057 PMC9252762

[R68] SengerMR, RicoEP, DiasRD, BogoMR, BonanCD, 2004. Ecto-5′-nucleotidase activity in brain membranes of zebrafish (Danio rerio). Comp. Biochem. Physiol. B Biochem. Mol. Biol 139 (2), 203–207. 10.1016/j.cbpc.2004.07.011.15465666

[R69] ShankarP, GeierMC, TruongL, McClureRS, PandeP, WatersKM, TanguayRL, 2019. Coupling genome-wide transcriptomics and developmental toxicity profiles in zebrafish to characterize polycyclic aromatic hydrocarbon (PAH) hazard. Int. J. Mol. Sci 20 (10), 2570. 10.3390/ijms20102570.31130617 PMC6566387

[R70] SimJ, KwonS, SeokC, 2023. HProteome-BSite: predicted binding sites and ligands in human 3D proteome. Nucleic Acids Res. 51 (D1), D403–D408. 10.1093/nar/gkac873.36243970 PMC9825455

[R71] SouzaMCO, RochaBA, CruzJC, PalirN, CampígliaAD, DomingoJL, BarbosaF, 2023. Risk characterization of human exposure to polycyclic aromatic hydrocarbons in vulnerable groups. Sci. Total Environ 892, 164219. 10.1016/j.scitotenv.2023.164219.37230361

[R72] Stadnicka-MichalakJ, BramazN, SchönenbergerR, SchirmerK, 2021. Predicting exposure concentrations of chemicals with a wide range of volatility and hydrophobicity in different multi-well plate set-ups. Sci. Rep 11 (1), 4680. 10.1038/s41598-021-84109-9.33633258 PMC7907087

[R73] ThisseB, ThisseC, 2004. Fast Release Clones: a High Throughput Expression Analysis. ZFIN Direct Data Submission. https://zfin.org/ZDB-PUB-040907-1#summary.

[R74] TruongL, BugelSM, ChlebowskiA, UsenkoCY, SimonichMT, SimonichSLM, TanguayRL, 2016. Optimizing multi-dimensional high throughput screening using zebrafish. Reprod. Toxicol 65, 139–147. 10.1016/j.reprotox.2016.05.015.27453428 PMC5067206

[R75] TruongL, RerichaY, ThungaP, MarvelS, WallisD, SimonichMT, FieldJA, CaoD, ReifDM, TanguayRL, 2022. Systematic developmental toxicity assessment of a structurally diverse library of PFAS in zebrafish. J. Hazard. Mater 431, 128615. 10.1016/j.jhazmat.2022.128615.35263707 PMC8970529

[R76] US Environmental Protection Agency (EPA), 2020. Benchmark Dose Software (BMDS). User Guide Version 3 (2). https://assessments.epa.gov/bmds/document/&deid%3D353980.

[R77] US EPA, 2024. Estimation Programs Interface Suite^™^ for Microsoft^®^ Windows (Version 4.11) [Computer software]. https://www.epa.gov/tsca-screening-tools/download-epi-suitetm-estimation-program-interface-v411.

[R78] Van WinkleLS, IsaacJM, PlopperCG, 1997. Distribution of epidermal growth factor receptor and ligands during bronchiolar epithelial repair from naphthalene-induced Clara cell injury in the mouse. Am. J. Pathol 151 (2), 443–459.9250157 PMC1857992

[R79] VaradiM, AnyangoS, DeshpandeM, NairS, NatassiaC, YordanovaG, YuanD, StroeO, WoodG, LaydonA, ŽídekA, GreenT, TunyasuvunakoolK, PetersenS, JumperJ, ClancyE, GreenR, VoraA, LutfiM, VelankarS, 2022. AlphaFold Protein Structure Database: Massively expanding the structural coverage of protein-sequence space with high-accuracy models. Nucleic Acids Res. 50 (D1), D439–D444. 10.1093/nar/gkab1061.34791371 PMC8728224

[R80] WangD, BruyneelB, KameliaL, WesselingS, RietjensIMCM, BoogaardPJ, 2020. In vitro metabolism of naphthalene and its alkylated congeners by human and rat liver microsomes via alkyl side chain or aromatic oxidation. Chem. Biol. Interact 315, 108905. 10.1016/j.cbi.2019.108905.31765606

[R81] WangH, CaiP, YuX, LiS, ZhuW, LiuY, WangD, 2024. Bioinformatics identifies key genes and potential drugs for energy metabolism disorders in heart failure with dilated cardiomyopathy. Front. Pharmacol 15. 10.3389/fphar.2024.1367848.PMC1095283038510644

[R82] WangX, SongJ, YuanY, LiL, Abu-TahaI, HeijmanJ, SunL, DobrevS, KamlerM, XieL, WehrensXHT, HorriganFT, DobrevD, LiN, 2023. Downregulation of FKBP5 Promotes Atrial Arrhythmogenesis. Circ. Res 133 (1), e1–e16. 10.1161/CIRCRESAHA.122.322213.37154033 PMC10330339

[R83] WarrenDL, BrownDL, BuckpittAR, 1982. Evidence for cytochrome *P*-450 mediated metabolism in the bronchiolar damage by naphthalene. Chem. Biol. Interact 40 (3), 287–303. 10.1016/0009-2797(82)90152-1.7083396

[R84] WilliamsAJ, GrulkeCM, EdwardsJ, McEachranAD, MansouriK, BakerNC, PatlewiczG, ShahI, WambaughJF, JudsonRS, RichardAM, 2017. The CompTox Chemistry Dashboard: a community data resource for environmental chemistry. J. Cheminf 9 (1), 61. 10.1186/s13321-017-0247-6.PMC570553529185060

[R85] WilsonLB, McClureRS, WatersKM, SimonichMT, TanguayRL, 2022. Concentration-response gene expression analysis in zebrafish reveals phenotypically-anchored transcriptional responses to retene. Front. Toxicol 4. https://www.frontiersin.org/articles/10.3389/ftox.2022.950503.10.3389/ftox.2022.950503PMC945343136093370

[R86] WnorowskiA, HarnishD, JiangY, CeloV, Dabek-ZlotorzynskaE, CharlandJ-P, 2022. Assessment and characterization of alkylated PAHs in selected sites across Canada. Atmos. 13 (8), 8. 10.3390/atmos13081320.

[R87] XueY, GaoS, LiuF, 2015. Genome-wide analysis of the zebrafish Klf family identifies two genes important for erythroid maturation. Dev. Biol 403 (2), 115–127. 10.1016/j.ydbio.2015.05.015.26015096

[R88] YangH, LiangX, ZhaoY, GuX, MaoZ, ZengQ, ChenH, MartyniukCJ, 2021. Molecular and behavioral responses of zebrafish embryos/larvae after sertraline exposure. Ecotoxicol. Environ. Saf 208, 111700. 10.1016/j.ecoenv.2020.111700.33396031

[R89] YuH, LiuY, HanC, FangH, WengJ, ShuX, PanY, MaL, 2021. Polycyclic aromatic hydrocarbons in surface waters from the seven main river basins of China: Spatial distribution, source apportionment, and potential risk assessment. Sci. Total Environ 752, 141764. 10.1016/j.scitotenv.2020.141764.32898799

[R90] ZhangY, ParmigianiG, JohnsonWE, 2020. ComBat-seq: batch effect adjustment for RNA-seq count data. NAR Genomics Bioinf. 2 (3), lqaa078. 10.1093/nargab/lqaa078.PMC751832433015620

# Supplementary material for: Chemical structure drives developmental toxicity of alkyl-substituted naphthalenes in zebrafish
**Source:** Environ Int. Author manuscript; Available in PMC 2025 Oct 28.
**Supplement:** 2

**Supplemental Table S1:** Sources for analytical standards

| 161 PAH Standard Vendors. | |
| --- | --- |
| Vendor | Location |
| Sigma Aldrich | St. Louis, MO |
| Santa Cruz Biotech | Dallas, TX |
| Chiron | Tampa, FL |
| Tokyo Chemical Industry | Portland, OR |
| Accustandard | New Haven, CT |
| MRI Global | Kansas City, MO |
| ThermoFisher | Waltham, MA |
| CDN Isotopes | Pointe-Claire, Quebec |
| Toronto Research Chemicals (now owned by LCG). | Teddlington, Middlesex, UK |

**Supplemental Table S2**: linear model parameters for models shown in Supplemental Figure 2.

| Model A | | | | |
| --- | --- | --- | --- | --- |
|  | Estimate | Upper | Lower | p-value |
| Intercept | 61.7 | 95.7 | 27.6 | 1.45x10^-3^ |
| Slope | -7.07 | 0.103 | -14.2 | 0.0529 |
| Model B | | | | |
| Intercept | 140 | 23.0 | 6.10 | 2.04x10^-5^ |
| Slope | -24.4 | 5.02 | -4.87 | 2.05x10^-4^ |

**Supplemental Table S3**: Detailed instrument conditions for chemical analysis of body burden concentrations.

| **161 PAH Method** | | | |
| --- | --- | --- | --- |
| **Carrier Gas** | | | |
| Helium (99.99%) | | | |
| **Oven Program** | | **Inlet Settings** | |
| hold 60°C for 1 min  ramp 40°C/min to 180°C  ramp 3°C/min to 230°C  ramp 1.5°C to 235°C  ramp 15°C/min to 280°C, hold for 10min  ramp 6°C/min to 298°C  ramp 16°C/min to 350°C, hold 4min  Total run time: 47.25 min | | **Mode** | Pulsed Splitless |
|  |  | **Injection Temperature (°C)** | 320 |
|  |  | **Pulse Pressure** | 35 psi Until 0.3 min |
|  |  | **Purge Flow** | 25 mL/min at 0.7 min |
| **Column Settings & Specifications** | | **MSD Settings** | |
| J&W Select PAH, Part # CP7462, L 30 m, ID 0.25 mm, Film 0.15 µm | | **MSD Transfer Line Temp** | 320°C |
|  |  | **Source Temp** | 340°C |
| **Mode** | Constant Flow | **Collision Gas (purity)** | Nitrogen (99.99%) |
| **Flow Rate** | 2 mL/min | **Flow Rate** | 1.5 mL/min |

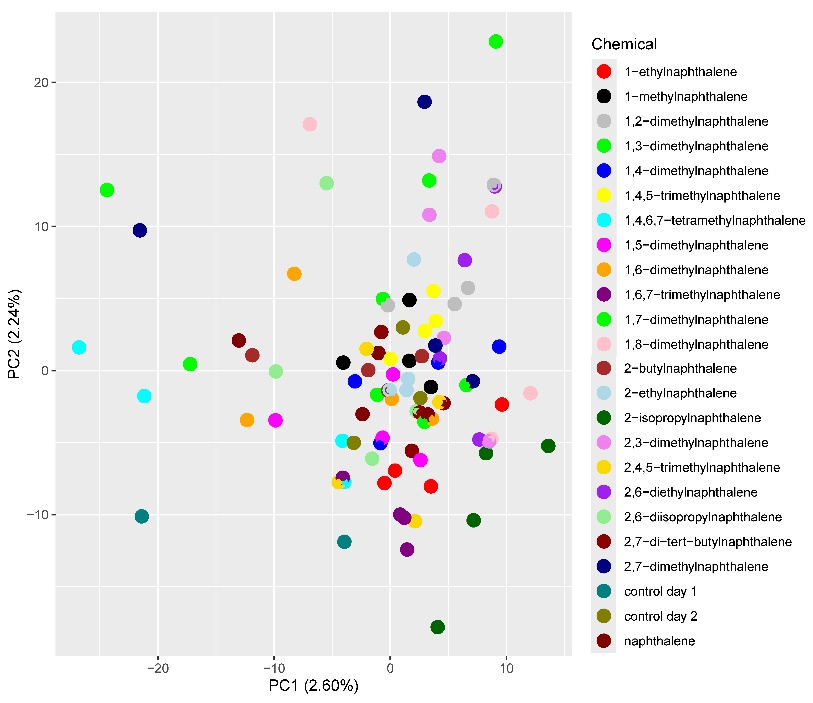

**Supplemental Table S4:** Spearman’s rank correlation assessment for genes differentially expressed in at least 25% of chemical exposures.

| Gene | Rho | p-value | Holm adjusted p-value |
| --- | --- | --- | --- |
| *fkbp5* | 0.6302 | 0.0017 | 0.0083 |
| *klf9* | 0.4751 | 0.0255 | 0.1018 |
| *klf11a* | 0.3488 | 0.1116 | 0.3348 |
| *ctss2.1* | -0.0878 | 0.6977 | 1.0000 |
| *fgfbp2b* | 0.0051 | 0.9820 | 1.0000 |

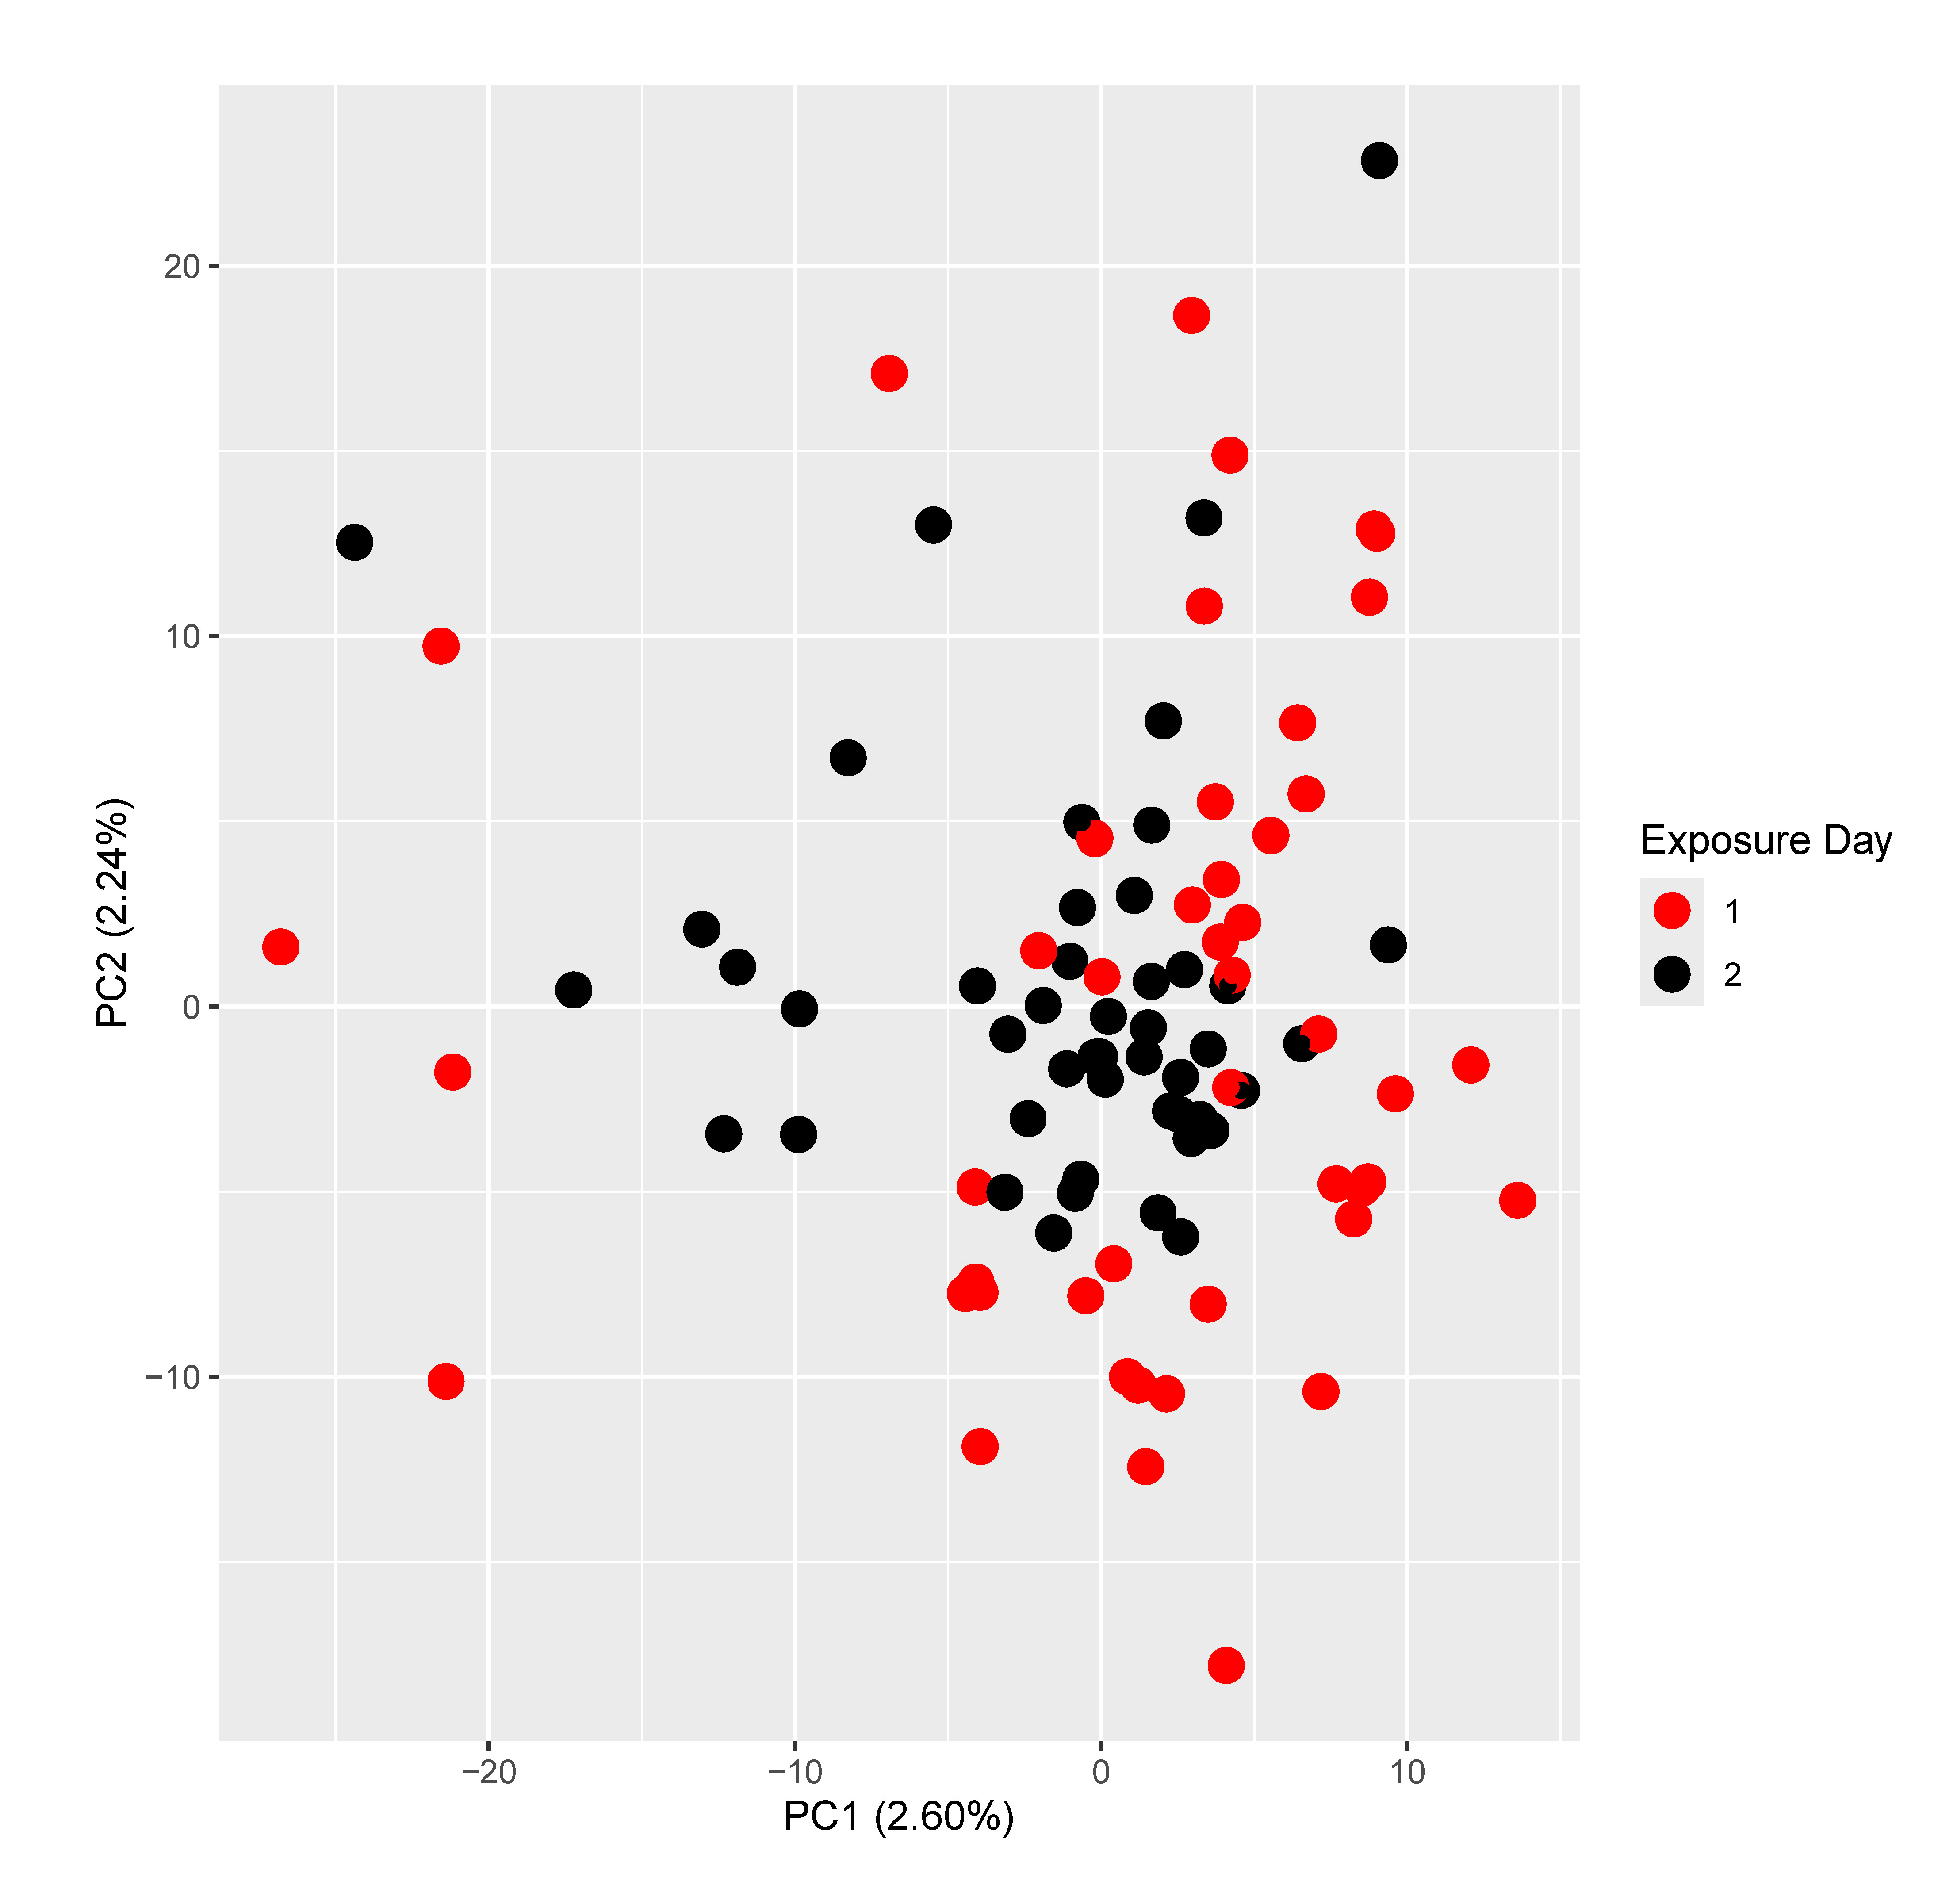

**Supplemental Figure 1:** Principal component analysis (PCA) plot of batch corrected interquartile range (IQR) normalized targeted transcriptomics read counts. Exposure day is indicated by color.

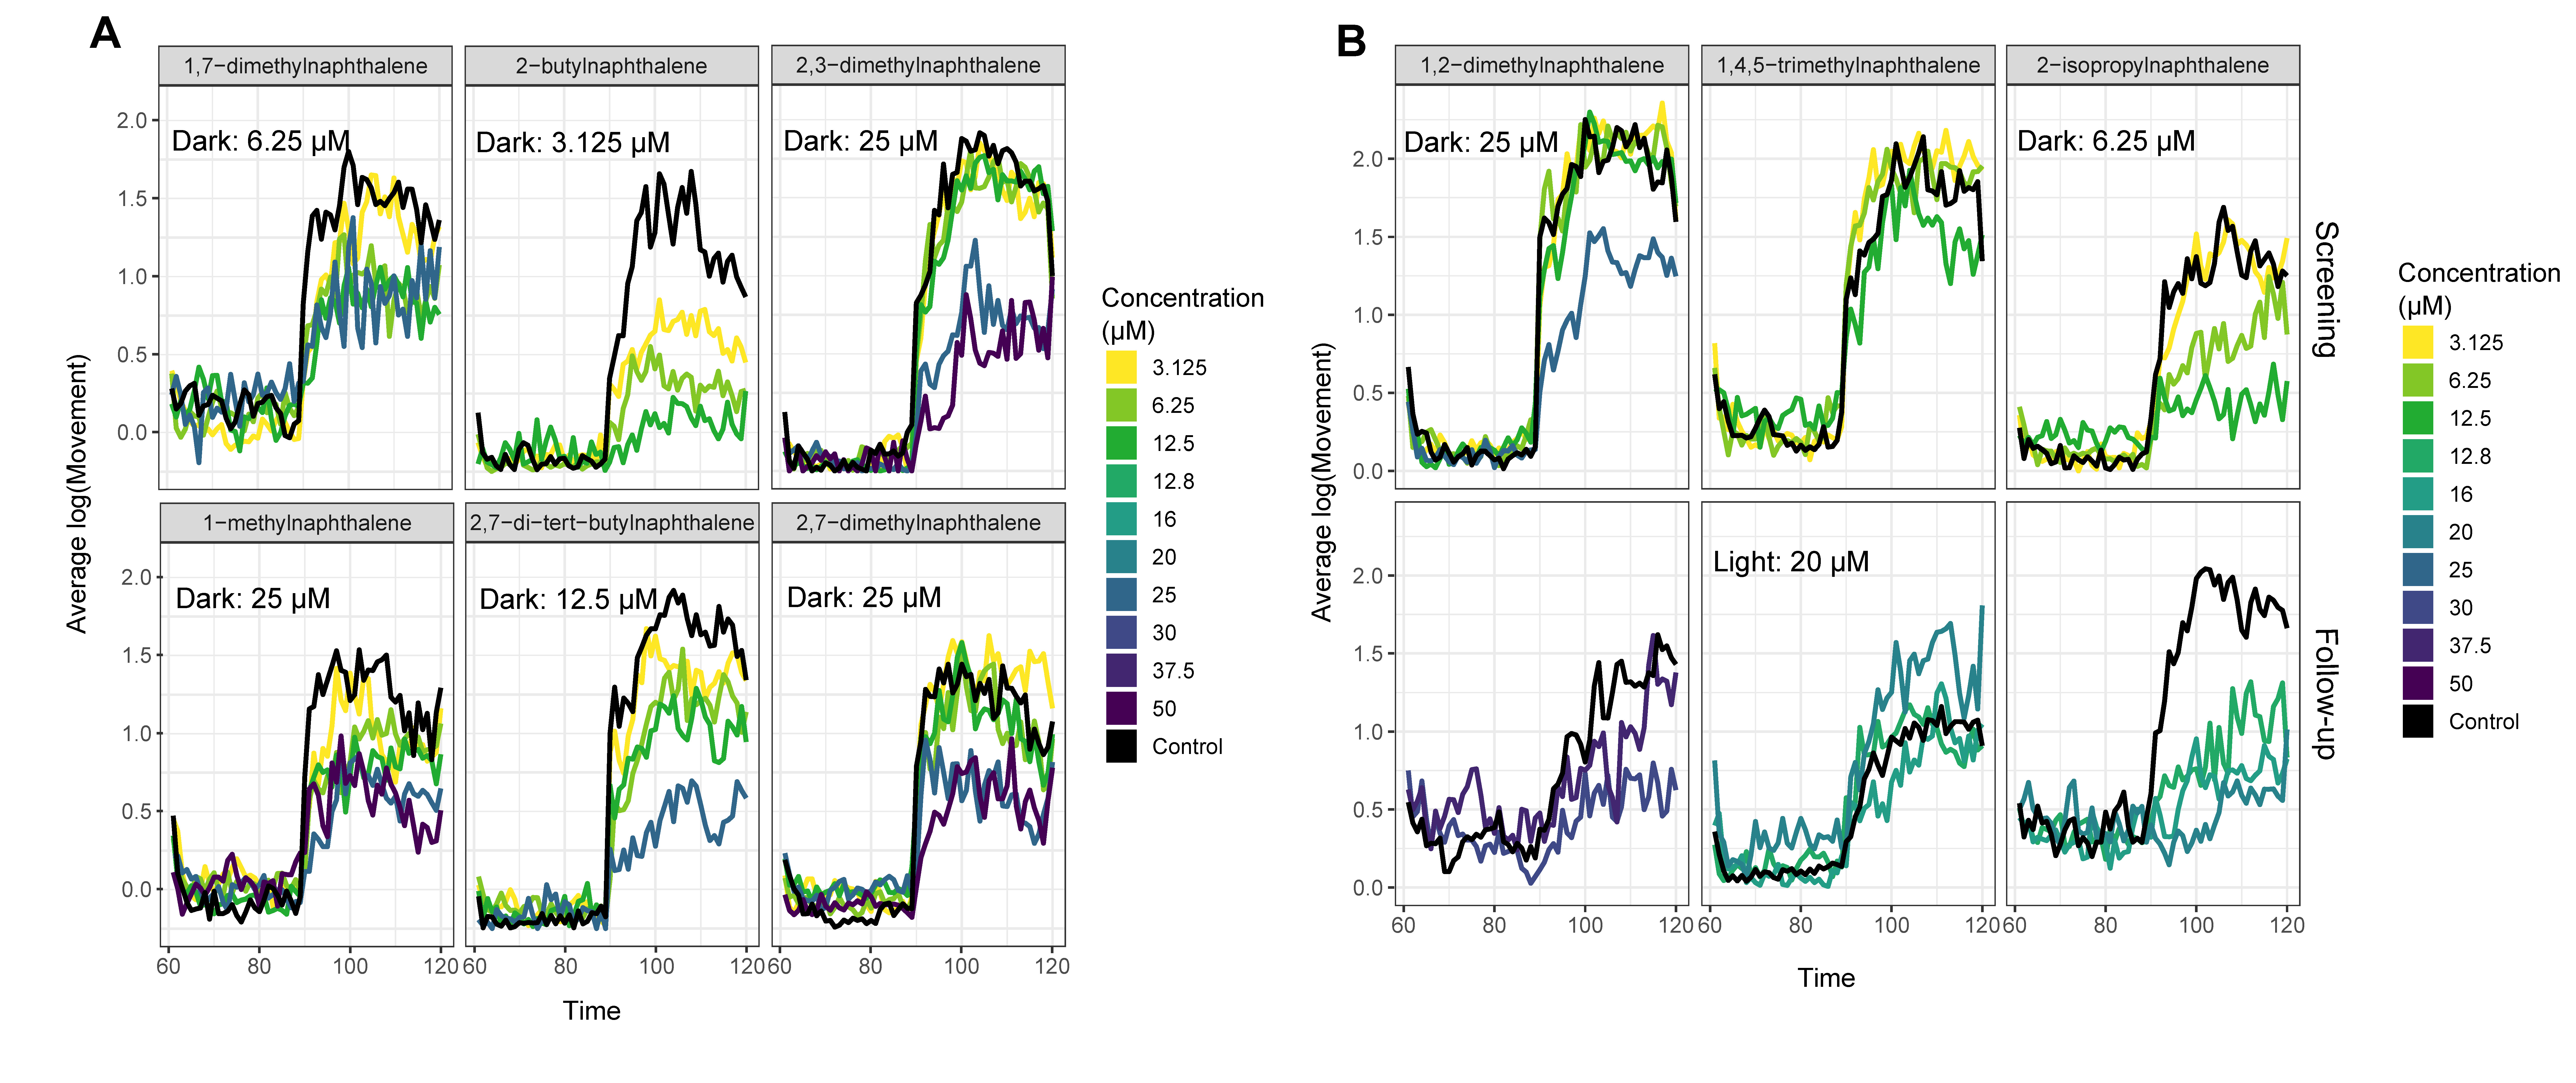
**Supplemental Figure S2:** **A.** Average log(movement) over time for each chemical with a lowest effect level (LEL). LEL values are shown. Chemicals which were did not require additional follow up exposures. **B.** Chemicals which were included in follow-up exposures, traces are shown seperately by day as behavioral response is variable by day.

**Supplemental Figure S3:** **A.** Linear model for predicted logKow vs. BMC_50_ for all chemicals with a calculated BMC_50_ value. Grey area represents the 95% confidence interval. **B.** Linear model for predicted logKow vs. BMD_50_ removing the logKow outlier, 2,7-di-tert-butylnaphathalene. Grey area represents the 95% confidence interval.

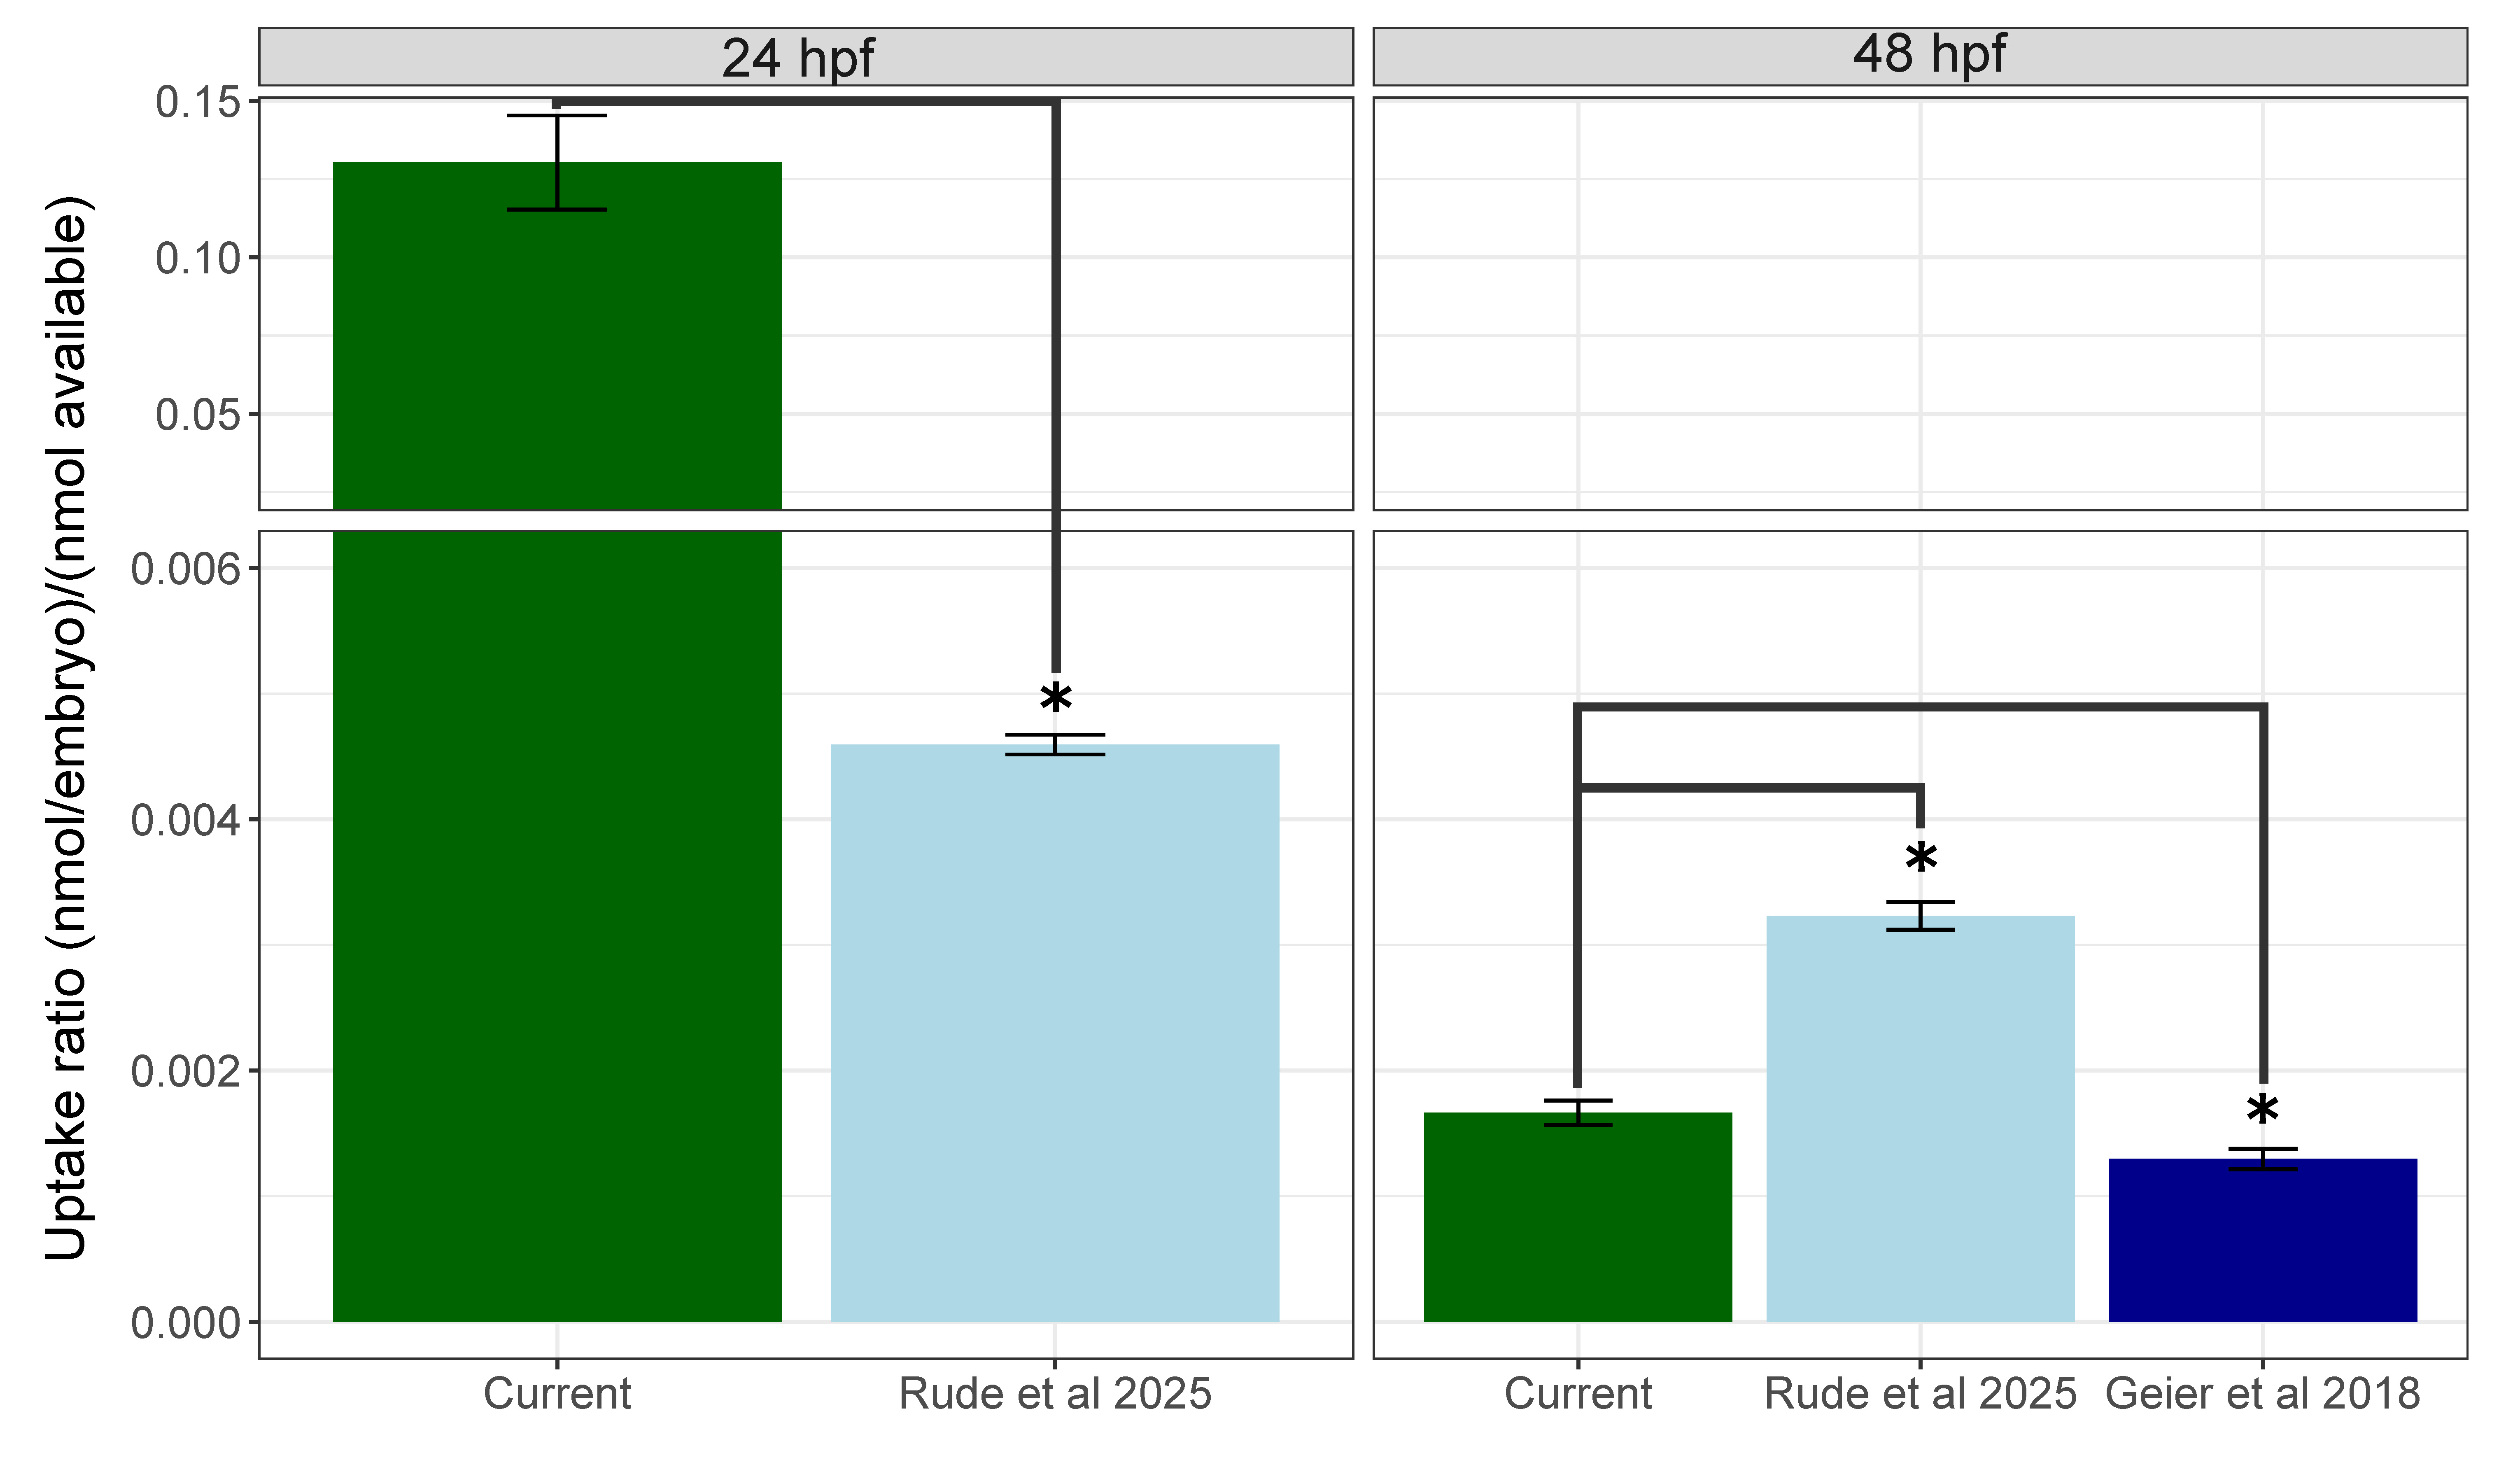

**Supplemental Figure S4:** Bar plot comparing measured body burden concentration uptake rations of naphthalene nmol/embryo per nmol available across the current study, using vial exposures, and Rude et al. 2025 and Geier et al 2018, using 96-well exposures. Error bars indicate one standard deviation. Asterisks indicate p-value ≤0.05.

How the deposited data were processed for this re-analysis (not part of the article)

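Zebrafish embryos were exposed to 1 of 22 chemicals, naphthalene and 21 alkyl naphthalenes, or to the vehicle, from 6 to 24 hpf at 20 µM, and RNA of whole embryos was taken at 48 hpf. Each chemical had 4 pools of 6 embryos, and 11 chemicals were exposed on each of 2 days. The labels describe 94 samples and the deposited read table holds a column for 93 of them. The missing one, control day 1 pool B, had been removed by the authors as an outlier in a PCA. The global control therefore held 5 pools, 2 of day 1 and 3 of day 2. No column of the table was left unused.

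The deposited read table is in log2 CPM. The authors obtained gene counts with the manufacturer's TempO-SeqR platform, summed the probes of a gene, corrected the counts for exposure day with ComBat_seq and normalized them by the upper quartile, and the values correspond to log2 CPM with a prior count of 2 relative to the scaled library size. The labels name edgeR without a version and the genome build GRCz11. The deposited comparison table of the authors gives, for each chemical against the global control, the log2 fold change, the p-value and the adjusted p-value of limma, and limma's moderated t and log-odds as score columns, which were not used. Replicates were not pooled by the authors. Genome coordinates are not given, since the reference at hand is of another build. Of the 3068 genes, 1 carries a number in place of a name. It was kept in every test and is not named. The paper reports 3069 genes.

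Whole reads were recovered from the log2 values, within a tolerance of 0.02 reads, for 100% of the values. The recovered totals, after batch correction, were 7.21 to 16.5 M reads per sample (median 10.3 M), and 293 to 541 genes per sample had no reads. A single read corresponded to 0.0696 to 0.148 CPM, which limits the precision of genes with few reads. No 2 samples were identical, and within a group the samples differed by more than counting error (lowest chi-square per degree of freedom 35.8).

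The test planned before the data were examined assumed linear values and a pseudocount of 1. Since the deposited values are on a log2 scale already, limma was fitted to them directly, with no pseudocount added, and the planned form was run as an alternative. A single fit held 93 samples in 23 groups with no covariate. Each chemical was compared with the 5 control pools, with limma's moderated t statistic (lmFit and eBayes with default settings) and Benjamini-Hochberg adjustment over the 3068 genes of a comparison. A DEG had an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, the thresholds of the paper. The control days were compared in the 5 control pools with no fold threshold. From the fit of all groups, 18 pairs of chemicals related by structure, fixed before the data were examined, were also contrasted directly, and the other 21 chemicals were contrasted with naphthalene, which was decided after the first results were seen.

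Correlations across the 22 chemicals were Spearman's rho and Pearson's r with two-sided permutation p values from 100000 permutations. BMC50 values of Any effect were read from the paper's supplementary tables, and 50 µM was set for the 4 chemicals without one, as in the paper's methods. The p values of 5 genes were adjusted by Holm's method and by Benjamini-Hochberg, and those of 3 relations with the number of alkyl carbons by Benjamini-Hochberg. Each relation was recomputed within each exposure day and without the 2 chemicals farthest from the median of the x axis. Whether a gene had reads in more exposed than control pools was tested by Fisher's exact test.

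Before the data were examined, 30 lists of genes were fixed, and 27 with at least 5 measured genes were tested with limma's camera (preset correlation 0.01, and an estimated correlation beside it) and fry over the 22 chemicals. They were glucocorticoid receptor response, stress axis and steroid synthesis, circadian clock, aryl hydrocarbon receptor response, oxidative stress response, xenobiotic metabolism, heat shock and chaperones, endoplasmic reticulum stress, hypoxia and glycolysis, p53 with DNA damage and apoptosis, cell cycle, skeletal muscle, heart, endothelium, erythrocytes and haem, immune cells and inflammation, lysosome and cathepsins, folate and one-carbon metabolism, purinergic signalling and nucleotidases, fibroblast growth factor signalling, photoreceptors and retina, neurons and glia, cartilage with skeleton and neural crest, notochord with skin and extracellular matrix, liver with pancreas and gut, sterol and fatty acid metabolism, and thyroid and retinoid signalling. The lists of Kruppel-like factors (4 measured genes), hatching gland (1) and lens (0) were too short to test.

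Genes were named by a rule written before the data were examined. It takes every gene the paper names for expression (fkbp5, klf9, klf11a, fgfbp2b, ctss2.1, nt5e and nt5dc2, whose values in Fig. 5 and Table S4 had been seen), and every gene that was a DEG in at least 6 chemicals. For the 3 chemicals with the most DEGs it takes the 10 higher and 10 lower DEGs of largest absolute log2 fold change whose 4 exposed pools all lay outside the range of the 5 controls, and for every other chemical the 3 higher and 3 lower. It also takes every DEG that belongs to a fixed list, up to 4 per list and comparison. Genes outside the rule are said to be named after their values were seen.

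Alternatives fixed before the data were examined were a pseudocount of 0.25 or 4 on the recovered CPM, a filter that left out the lowest 25% of genes, a trend of the variance on the mean, controls of the same exposure day, a fit of the compared groups only, the replicate letter as a block, samples centred on their median, each sample left out in turn, chemicals without a BMC50 left out, other scales for the PCA and an estimated correlation for the lists. A planned count model was not run. Alternatives added after the values were seen were a pseudocount of 1, voom on the recovered reads, no fold threshold, the glucocorticoid list without fkbp5 and klf9, and the same list against naphthalene with an estimated correlation or without these genes. For count results, 100 random regroupings of the samples of a comparison, or all 35 where 4 pools were set against 4, were fitted in the same way.

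The test was tried on simulated data, in which 200 genes of 1,7-dimethylnaphthalene were changed. It called 49 of 50 genes changed by 1.5 on the log2 scale, 50 of 50 changed by 2, and 1 of 50 changed by 0.5, with 5 calls among 2868 unchanged genes. The changed genes were drawn only from genes of higher mean in the controls. klf9 (2.90 log2 CPM), ctss2.1 (1.72) and slc2a1b (1.43) lay below that level, so the rates do not cover genes with so few reads. The computations used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.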

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

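The tests against naphthalene, among exposed pools alone, of potency, of thinned reads and of the isomers of 1,7-dimethylnaphthalene were chosen only after the results were seen. Of 116 groups of 4 or 5 pools examined for the total of reads and for the frequent genes, 10 held a pool apart from the others, where chance would give 5.8. In the numbers below, the gap of that pool to its nearest neighbour is divided by the range of the group. For fkbp5, control day 1 pool A stood at 3.99 log2 CPM against 5.07 to 5.48 in the other 4 control pools (gap 0.729). For slc2a1b, control day 2 pool B stood at -0.36 against 1.61 to 2.16 (gap 0.784), and 1,7-dimethylnaphthalene pool B at 1.29 against 3.96 to 4.40 (gap 0.859). For ctss2.1, control day 1 pool C stood at -0.92 against 1.83 to 2.90 (gap 0.719). In exposed pools, klf11a in 2,4,5-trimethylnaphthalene pool B (6.13 against 6.69 to 6.75, gap 0.909), fgfbp2b in 1,7-dimethylnaphthalene pool B (4.57 against 5.47 to 5.53, gap 0.944), rrp1 in 2-butylnaphthalene pool E (4.67 against 5.39 to 5.42, gap 0.953) and usp1 in 1,4,6,7-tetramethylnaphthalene pool C (3.99 against 4.73 to 4.84, gap 0.871) were low. cx30.3 in 1-methylnaphthalene pool A was high (4.40 against 3.30 to 3.48, gap 0.833), as was the total of reads of a 1,5-dimethylnaphthalene pool (gap 0.834). The paper does not discuss slc2a1b, a DEG in 13 chemicals, chek2 in 9, cx30.3 and rrp1 in 7 each, and usp1 in 6. It discusses the docking of CYP1A2 but not the expression of cyp1a, which rose in 1,2-dimethylnaphthalene (log2FC 4.53), 2,6-diisopropylnaphthalene (3.52) and 1,7-dimethylnaphthalene (2.93). The calls in 2,6-diisopropyl- and 1,7-dimethylnaphthalene were lost with certain single pools left out.

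fkbp5 was lower in 22 of 22 chemicals and klf9 in 22 of 22. Library size is excluded as the whole cause for fkbp5. It predicts a change of 0.15 (standard error 0.082) from the slope of fkbp5 on reads within groups, where the mean observed was -3.10. The shared control pools could not give differences in fkbp5 among chemicals, since all 22 log2FCs use the same control mean. The exposed pools alone differed by chemical within exposure days (permutation p = 0.0011, and 0.011 without naphthalene). fkbp5 was lower than in naphthalene in all 21 alkyl naphthalenes, and 11 passed an adjusted p of 0.05 by limma, adjusted over these 21 contrasts alone. Naphthalene had the smallest fall, so that count adds no independent support. Chance values of the control pools would move all 22 falls by the same amount, and these tests cannot tell how much of the fall that is. Potency goes with the pattern, with a rho of fkbp5 and BMC50 of 0.633 over 22 chemicals (permutation p = 0.0022), although rho did not pass within day 1 (0.600, permutation p = 0.056), within day 2 (0.606, permutation p = 0.054) or without the 4 chemicals set to 50 µM (0.430, permutation p = 0.077, Holm adjusted 0.387). The phase of the circadian clock at collection stays open. fkbp5 and the mean of 13 clock genes outside the glucocorticoid list had a rho of 0.353 (permutation p = 0.106) over the chemicals, but such a mean is not itself a measure of phase and could not decide the question. A response of this gene to the chemicals may explain the pattern, and the open explanations keep it a hypothesis.

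slc2a1b, chek2, cx30.3, rrp1 and usp1 together gave 42 higher DEG calls. A single control pool is excluded as the whole cause of their mean log2FC over 22 chemicals, which was 1.33 with all 5 controls and 1.16 at the lowest, without control day 2 pool B. The number of calls did depend on single controls, with 22 without control day 2 pool B, 30 without control day 1 pool A, 32 without control day 1 pool C, 37 without control day 2 pool A and 51 without control day 2 pool C. Of 105 contrasts of these genes with naphthalene, 0 were higher at an adjusted p of at most 0.05 by limma (1 higher and 10 lower at an unadjusted p under 0.05). slc2a1b was lower in 1-ethylnaphthalene than in naphthalene (difference -2.01, adjusted p = 0.039 over 21 contrasts by limma). A response that naphthalene shares and chance values of the 5 control pools cannot be told apart by these contrasts, since both would leave no value higher than in naphthalene. In 100 data sets with no effect, made by permuting residuals, chance put a gene in at least 6 chemicals in 2 (in 21 chemicals at the highest), so that it can. How often is not settled, since permuted residuals need not keep the spread of the control pools (SD 1.03 for slc2a1b and 1.04 for cx30.3).

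1,7-dimethylnaphthalene had 41 DEGs, where the next chemicals had 17, but with controls of the same day 1,2-dimethylnaphthalene had 28, 2,7-dimethylnaphthalene 26 and 1,7-dimethylnaphthalene 23, so its first place depends on the controls taken. Its pools ranked 2 of 22 by median reads, which goes with a part for depth by the test fixed beforehand, while depth is excluded as the whole cause by thinning its 4 pools to 10.3 M reads, where the median count of 20 draws was 40 (39 to 42). A single exposed pool is excluded as the whole cause (lowest count 29, without pool B), as is a single control pool (lowest lead 10 DEGs, without control day 1 pool A). In contrasts with isomers of the same day, which use no controls, 10 genes (1,4-dimethylnaphthalene) to 19 genes (1,5-dimethylnaphthalene) differed, but 5 to 8 at the lowest with a pool left out (1,7-dimethylnaphthalene pool B, or 1,3-dimethylnaphthalene pool E for that isomer) and 1 to 3 with only the compared groups, and for the 1,3-isomer (11 genes) another split of the pools gave 13, which leaves chance open there. A response to this isomer may underlie the count, as a hypothesis found and tested on the same data.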

How the results depend on the processing

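The settings with a pseudocount of 1, voom, no fold threshold and the glucocorticoid list without fkbp5 and klf9 were chosen only after the results were seen. The relation of fkbp5 with BMC50 over 22 chemicals kept its direction and passed Holm's adjustment under the 10 other processings of the values, with a rho of 0.583 to 0.641, and with any single pool left out, with 0.577 to 0.667. The filter on low values, the trend of the variance and the fit of only the compared groups leave the log2FCs of fkbp5 as they are. Leaving out a control pool moves all 22 by the same amount. These settings could therefore not change its rho. klf11a was a DEG in 9 chemicals under 9 of these 10 processings, and in 6 with only the compared groups in the fit. 1,7-dimethylnaphthalene had the most DEGs under 9 of them and with any single pool left out, while 1,2-dimethylnaphthalene did with controls of the same day. The 164 calls of named genes all held with a pseudocount of 0.25, 163 with a trend of the variance, 156 with samples centred on their median, 150 with a pseudocount of 1, 146 with the replicate block, 118 with a pseudocount of 4, 114 with voom, 71 with controls of the same day and 31 with only the compared groups in the fit, which has fewer samples to estimate the spread. The genes of 144 of these calls stayed under the filter on low values, and all 144 held, but klf9 has no value there. The planned count model of edgeR was not run. Without 1 control pool of day 1, a lone pool remains in that group and is assumed to vary like the other groups. Replicate letters did not pair the pools, since pools of the same letter had a mean correlation of residuals of 0.0026, 66 of 828 such pairs were above 0.1, and 21 of 93 pools had their closest match in their own letter. Depth limits genes with few reads, so that falls of fkbp5 and klf9 depend on the value given to pools with few reads. Apart from the fit with fewer samples and the threshold left out, the cause was not tested for any change given here.

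With a pseudocount of 0.25, DEGs between chemicals numbered 2 in 1,4-dimethylnaphthalene against 1-methylnaphthalene. With a pseudocount of 4, DEGs numbered 4 in 1,6-dimethylnaphthalene, 6 in 2,7-dimethylnaphthalene and 0 in naphthalene. Between chemicals the DEGs were 0 in 1-methylnaphthalene against naphthalene, 1 in 1,4-dimethylnaphthalene against 1-methylnaphthalene, 1 in 2,7-di-tert-butylnaphthalene against 2,6-diisopropylnaphthalene, 3 in 1,8-dimethylnaphthalene against 1,2-dimethylnaphthalene and 1 in 2,6-diethylnaphthalene against 2,6-diisopropylnaphthalene. Chemicals with a DEG call numbered 8 for slc2a1b, 18 for fkbp5, 4 for cx30.3 and 14 for klf9. The rho of fgfbp2b and BMC50 was 0.0096. The log2 difference was -0.037 for fkbp5 in 1,4,5-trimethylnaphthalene against 1,6,7-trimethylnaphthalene, 0.11 for fkbp5 in 1-ethylnaphthalene against 2-ethylnaphthalene, 0.049 for klf9 in 1,4,6,7-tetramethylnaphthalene against 1,6,7-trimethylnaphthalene, 0.066 for klf9 in 2-isopropylnaphthalene against 1-ethylnaphthalene, 0.018 for cyp1a in 2-isopropylnaphthalene against 1-ethylnaphthalene and -0.0044 for cyp1a in 1-ethylnaphthalene against 2-ethylnaphthalene. With the genes of lowest mean left out, DEGs numbered 10 in 2,6-diisopropylnaphthalene and 2 in naphthalene. Direct comparisons of chemicals gave DEGs numbering 0 in 1-methylnaphthalene against naphthalene, 1 in 1,4-dimethylnaphthalene against 1-methylnaphthalene and 3 in 1,8-dimethylnaphthalene against 1,2-dimethylnaphthalene. The share of components 1 and 2 (percent) was 6.70. With a trend of the variance, DEGs between chemicals numbered 2 in 1,4-dimethylnaphthalene against 1-methylnaphthalene, 3 in 1,8-dimethylnaphthalene against 1,2-dimethylnaphthalene and 1 in 1,4,5-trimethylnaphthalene against 2,4,5-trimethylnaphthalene. The rho of DEG count and alkyl carbons was -0.0088. With controls of the same day, DEGs numbered 28 in 1,2-dimethylnaphthalene, 12 in 1,4,6,7-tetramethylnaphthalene, 0 in 1,6-dimethylnaphthalene, 23 in 1,7-dimethylnaphthalene, 8 in 2-butylnaphthalene, 13 in 2-isopropylnaphthalene, 16 in 2,3-dimethylnaphthalene, 19 in 2,6-diethylnaphthalene, 2 in 2,6-diisopropylnaphthalene, 1 in 2,7-di-tert-butylnaphthalene and 26 in 2,7-dimethylnaphthalene. Chemicals with a DEG call numbered 7 for slc2a1b, 3 for fkbp5, 3 for chek2, 2 for klf9, 2 for rrp1 and 2 for usp1. The rho of fgfbp2b and BMC50 was 0.151, the number of list calls was 12 and the number of chemicals with the glucocorticoid list lower was 7. With only the compared groups in the fit, DEGs numbered 1 in 1-ethylnaphthalene, 0 in 1-methylnaphthalene, 3 in 1,3-dimethylnaphthalene, 1 in 1,4-dimethylnaphthalene, 1 in 1,4,5-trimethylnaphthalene, 3 in 1,4,6,7-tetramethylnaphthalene, 1 in 1,6,7-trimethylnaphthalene, 12 in 1,7-dimethylnaphthalene, 2 in 1,8-dimethylnaphthalene, 0 in 2-butylnaphthalene, 2 in 2-ethylnaphthalene, 4 in 2-isopropylnaphthalene, 0 in 2,3-dimethylnaphthalene, 6 in 2,4,5-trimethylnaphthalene, 1 in 2,6-diethylnaphthalene, 2 in 2,6-diisopropylnaphthalene, 1 in 2,7-di-tert-butylnaphthalene and 2 in 2,7-dimethylnaphthalene. Between chemicals the DEGs were 2 in 1,7-dimethylnaphthalene against 1,6-dimethylnaphthalene, 1 in 1,7-dimethylnaphthalene against 1,5-dimethylnaphthalene, 3 in 1,7-dimethylnaphthalene against 1,4-dimethylnaphthalene, 3 in 1,7-dimethylnaphthalene against 1,3-dimethylnaphthalene, 3 in 1,7-dimethylnaphthalene against naphthalene, 0 in 1-methylnaphthalene against naphthalene, 2 in 1,4-dimethylnaphthalene against 1-methylnaphthalene, 0 in 2-butylnaphthalene against 2-ethylnaphthalene, 4 in 1,8-dimethylnaphthalene against 1,2-dimethylnaphthalene, 3 in 1,4,5-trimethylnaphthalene against 2,4,5-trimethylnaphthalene, 0 in 1,4,5-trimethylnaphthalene against 1,6,7-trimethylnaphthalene, 2 in 1,7-dimethylnaphthalene against 2,7-dimethylnaphthalene and 2 in 2,6-diethylnaphthalene against 2,6-diisopropylnaphthalene. Chemicals with a DEG call numbered 0 for slc2a1b, 3 for fkbp5, 0 for chek2, 0 for ctss2.1, 0 for cx30.3, 1 for klf9, 3 for rrp1, 3 for fgfbp2b and 0 for usp1. With the replicate block, DEGs numbered 1 in 1,5-dimethylnaphthalene, 0 in 1,6-dimethylnaphthalene, 4 in 2-isopropylnaphthalene, 6 in 2,3-dimethylnaphthalene, 12 in 2,6-diisopropylnaphthalene and 2 in naphthalene. Direct comparisons of chemicals gave DEGs numbering 2 in 1-methylnaphthalene against naphthalene, 1 in 2-butylnaphthalene against 2-ethylnaphthalene, 1 in 1,4,5-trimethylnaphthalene against 2,4,5-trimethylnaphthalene and 1 in 2-isopropylnaphthalene against 1-ethylnaphthalene. The rho of fgfbp2b and BMC50 was 0.018 and the rho of DEG count and alkyl carbons was -0.0055. With samples centred on their median, DEGs numbered 0 in 1,6-dimethylnaphthalene and 2 in naphthalene. DEGs between chemicals numbered 3 in 1,4-dimethylnaphthalene against 1-methylnaphthalene, 3 in 1,8-dimethylnaphthalene against 1,2-dimethylnaphthalene and 3 in 1,4,6,7-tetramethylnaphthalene against 1,6,7-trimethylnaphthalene. The rho of fgfbp2b and BMC50 was 0.025 and the rho of DEG count and alkyl carbons was -0.0024. Without the chemicals that have no BMC50, the rho of fkbp5 and BMC50 was 0.430 (Holm adjusted p = 0.39) and the rho of ctss2.1 and BMC50 was 0.057. With genes scaled to unit variance, the share of components 1 and 2 (percent) was 11.6. With values not on a log scale, the share of components 1 and 2 (percent) was 62.6.

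With a pseudocount of 1, DEGs numbered 7 in 1-methylnaphthalene. Between chemicals the DEGs were 0 in 1-methylnaphthalene against naphthalene and 1 in 1,4-dimethylnaphthalene against 1-methylnaphthalene. The log2 difference was -0.016 for fkbp5 in 1,4,5-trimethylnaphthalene against 1,6,7-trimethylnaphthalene, 0.063 for klf9 in 1,4,6,7-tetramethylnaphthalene against 1,6,7-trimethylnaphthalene and -0.016 for cyp1a in 1-ethylnaphthalene against 2-ethylnaphthalene. With voom on the recovered reads, DEGs numbered 5 in 1-ethylnaphthalene, 8 in 1,3-dimethylnaphthalene, 0 in 1,6-dimethylnaphthalene, 4 in 1,6,7-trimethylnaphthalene, 6 in 1,8-dimethylnaphthalene, 11 in 2-isopropylnaphthalene, 6 in 2,4,5-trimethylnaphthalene, 4 in 2,6-diethylnaphthalene, 4 in 2,7-di-tert-butylnaphthalene and 0 in naphthalene. Direct comparisons of chemicals gave DEGs numbering 2 in 1,4-dimethylnaphthalene against 1-methylnaphthalene, 1 in 1,8-dimethylnaphthalene against 1,2-dimethylnaphthalene, 4 in 1,4,5-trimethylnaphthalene against 2,4,5-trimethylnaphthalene, 1 in 1,4,5-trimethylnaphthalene against 1,6,7-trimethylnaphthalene and 2 in 1,4,6,7-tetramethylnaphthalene against 1,6,7-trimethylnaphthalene. Chemicals with a DEG call numbered 2 for slc2a1b, 18 for fkbp5, 3 for chek2, 1 for cx30.3 and 2 for usp1. The rho of fgfbp2b and BMC50 was 0.0051. The log2 difference was -0.076 for fkbp5 in 2,7-dimethylnaphthalene against 2,3-dimethylnaphthalene. With no fold threshold, DEGs numbered 5 in 1-ethylnaphthalene, 55 in 1-methylnaphthalene, 65 in 1,2-dimethylnaphthalene, 57 in 1,3-dimethylnaphthalene, 41 in 1,4-dimethylnaphthalene, 62 in 1,4,5-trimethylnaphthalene, 15 in 1,4,6,7-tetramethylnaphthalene, 1 in 1,5-dimethylnaphthalene, 2 in 1,6-dimethylnaphthalene, 187 in 1,7-dimethylnaphthalene, 32 in 1,8-dimethylnaphthalene, 52 in 2-butylnaphthalene, 21 in 2-ethylnaphthalene, 19 in 2,3-dimethylnaphthalene, 35 in 2,4,5-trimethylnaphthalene, 47 in 2,6-diethylnaphthalene, 23 in 2,6-diisopropylnaphthalene, 6 in 2,7-di-tert-butylnaphthalene and 66 in 2,7-dimethylnaphthalene. DEGs between chemicals numbered 90 in 1,7-dimethylnaphthalene against 1,6-dimethylnaphthalene, 99 in 1,7-dimethylnaphthalene against 1,5-dimethylnaphthalene, 33 in 1,7-dimethylnaphthalene against 1,4-dimethylnaphthalene, 65 in 1,7-dimethylnaphthalene against 1,3-dimethylnaphthalene, 100 in 1,7-dimethylnaphthalene against naphthalene, 9 in 2-butylnaphthalene against 2-ethylnaphthalene, 6 in 1,4,5-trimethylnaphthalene against 1,6,7-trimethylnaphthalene, 1 in 2-isopropylnaphthalene against 1-ethylnaphthalene, 2 in 1-ethylnaphthalene against 2-ethylnaphthalene and 12 in 1,7-dimethylnaphthalene against 2,7-dimethylnaphthalene. Chemicals with a DEG call numbered 11 for fgfbp2b and 3 for nt5dc2. The rho of DEG count and alkyl carbons was -0.022. For the list without fkbp5 and klf9, the number of list calls was 6 and the number of chemicals with the glucocorticoid list lower was 1. For this list with an estimated correlation, the number of list calls was 0 and the number of chemicals with the glucocorticoid list lower was 0.

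With any single pool left out, DEGs numbered 3 to 6 in 1-ethylnaphthalene (highest without pool B), 4 to 18 in 1-methylnaphthalene (lowest without pool A), 7 to 18 in 1,2-dimethylnaphthalene (lowest without control day 1 pool A, highest without control day 2 pool B), 5 to 20 in 1,3-dimethylnaphthalene (lowest without pool E), 11 to 17 in 1,4,5-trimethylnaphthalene (lowest without control day 1 pool C), 4 to 8 in 1,4,6,7-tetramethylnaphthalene (lowest without pool B) and 0 to 2 in 1,6-dimethylnaphthalene (lowest without pool D, highest without pool B). They numbered 2 to 12 in 1,6,7-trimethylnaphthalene (lowest without pool E, highest without pool D), 24 to 49 in 1,7-dimethylnaphthalene (lowest without control day 1 pool A), 5 to 16 in 1,8-dimethylnaphthalene (lowest without pool A), 6 to 16 in 2-butylnaphthalene (lowest without pool E), 2 to 9 in 2-isopropylnaphthalene (lowest without control day 2 pool A), 0 to 5 in 2,3-dimethylnaphthalene (lowest without pool E, highest without pool D) and 4 to 16 in 2,4,5-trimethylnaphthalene (lowest without pool B). They numbered 2 to 11 in 2,6-diethylnaphthalene (lowest without control day 1 pool A), 2 to 10 in 2,6-diisopropylnaphthalene (lowest without pool B, highest without control day 2 pool C), 1 to 4 in 2,7-di-tert-butylnaphthalene (lowest without control day 1 pool C, highest without pool E), 8 to 24 in 2,7-dimethylnaphthalene (lowest without control day 1 pool A) and 0 to 2 in naphthalene (lowest without pool C, highest without pool D). In the comparisons of chemicals they numbered 6 to 29 in 1,7-dimethylnaphthalene against 1,6-dimethylnaphthalene (lowest without 1,7-dimethylnaphthalene pool B, highest without 1,7-dimethylnaphthalene pool E), 8 to 32 in 1,7-dimethylnaphthalene against 1,5-dimethylnaphthalene (lowest without 1,7-dimethylnaphthalene pool B, highest without 1,7-dimethylnaphthalene pool E), 5 to 27 in 1,7-dimethylnaphthalene against 1,4-dimethylnaphthalene (lowest without 1,7-dimethylnaphthalene pool B, highest without 1,7-dimethylnaphthalene pool E), 5 to 30 in 1,7-dimethylnaphthalene against 1,3-dimethylnaphthalene (lowest without 1,3-dimethylnaphthalene pool E, highest without 1,7-dimethylnaphthalene pool E), 7 to 36 in 1,7-dimethylnaphthalene against naphthalene (lowest without 1,7-dimethylnaphthalene pool B, highest without 1,7-dimethylnaphthalene pool E) and 0 to 3 in 1-methylnaphthalene against naphthalene (lowest without 1-methylnaphthalene pool A, highest without 1-methylnaphthalene pool B). The ranges were 0 to 4 in 1,4-dimethylnaphthalene against 1-methylnaphthalene (lowest without 1,4-dimethylnaphthalene pool A), 1 to 3 in 2-butylnaphthalene against 2-ethylnaphthalene (lowest without 2-butylnaphthalene pool E), 0 to 1 in 2,7-di-tert-butylnaphthalene against 2,6-diisopropylnaphthalene (highest without 2,7-di-tert-butylnaphthalene pool E), 0 to 3 in 1,8-dimethylnaphthalene against 1,2-dimethylnaphthalene (highest without 1,2-dimethylnaphthalene pool C), 0 to 2 in 1,4,5-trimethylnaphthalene against 2,4,5-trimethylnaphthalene (highest without 2,4,5-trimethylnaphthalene pool B) and 0 to 4 in 1,4,5-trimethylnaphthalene against 1,6,7-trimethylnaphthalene (lowest without 1,4,5-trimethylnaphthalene pool A, highest without 1,6,7-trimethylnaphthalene pool E). The ranges were 1 to 2 in 1,4,6,7-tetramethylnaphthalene against 1,6,7-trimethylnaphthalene (highest without 1,6,7-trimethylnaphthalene pool B), 0 to 4 in 2-isopropylnaphthalene against 1-ethylnaphthalene (highest without 2-isopropylnaphthalene pool D), 0 to 3 in 1-ethylnaphthalene against 2-ethylnaphthalene (lowest without 1-ethylnaphthalene pool A, highest without 1-ethylnaphthalene pool E), 3 to 9 in 1,7-dimethylnaphthalene against 2,7-dimethylnaphthalene (lowest without 2,7-dimethylnaphthalene pool B, highest without 1,7-dimethylnaphthalene pool E) and 0 to 3 in 2,6-diethylnaphthalene against 2,6-diisopropylnaphthalene (highest without 2,6-diethylnaphthalene pool B). Chemicals with a DEG call numbered 7 to 15 for slc2a1b (lowest without control day 2 pool B), 6 to 10 for fkbp5 (lowest without control day 1 pool C), 4 to 14 for chek2 (lowest without control day 2 pool B, highest without control day 2 pool C), 4 to 13 for ctss2.1 (lowest without control day 1 pool C), 1 to 11 for cx30.3 (lowest without control day 1 pool A, highest without control day 2 pool C), 3 to 9 for klf9 (lowest without control day 1 pool C) and 2 to 8 for usp1 (lowest without control day 2 pool B). The other ranges were -0.142 to 0.033 for the rho of ctss2.1 and BMC50, -0.032 to 0.044 for the rho of fgfbp2b and BMC50, -0.137 to 0.119 for the rho of DEG count and alkyl carbons, 0 to 18 for the number of genes between control days, 13 to 24 for the number of list calls and 8 to 16 for the number of chemicals with the glucocorticoid list lower. The log2 differences that changed sign, none of which had passed, ranged over -1.03 to 0.58 for fkbp5 in 2-isopropylnaphthalene against 1-ethylnaphthalene, -1.06 to 0.54 for fkbp5 in 1,4,6,7-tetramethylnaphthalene against 1,6,7-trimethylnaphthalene, -0.82 to 0.44 for fkbp5 in 1,7-dimethylnaphthalene against 1,4-dimethylnaphthalene, -0.99 to 0.60 for fkbp5 in 1-ethylnaphthalene against 2-ethylnaphthalene, -0.46 to 0.65 for fkbp5 in 2,7-dimethylnaphthalene against 2,3-dimethylnaphthalene, -1.62 to 0.038 for fkbp5 in 1,4,5-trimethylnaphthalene against 2,4,5-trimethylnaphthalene, -0.71 to 0.77 for fkbp5 in 1,4,5-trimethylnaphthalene against 1,6,7-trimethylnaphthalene, -1.56 to 0.18 for klf9 in 2-isopropylnaphthalene against 1-ethylnaphthalene, -0.78 to 0.45 for klf9 in 1,4,6,7-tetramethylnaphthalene against 1,6,7-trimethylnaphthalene, -0.048 to 0.63 for klf9 in 2,6-diethylnaphthalene against 2,6-diisopropylnaphthalene, -0.011 to 0.90 for klf9 in 2-butylnaphthalene against 2-ethylnaphthalene, -0.19 to 0.14 for klf11a in 1,7-dimethylnaphthalene against 1,4-dimethylnaphthalene, -0.22 to 0.098 for klf11a in 1,7-dimethylnaphthalene against 1,3-dimethylnaphthalene, -0.15 to 0.33 for klf11a in 1,4,5-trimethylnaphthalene against 1,6,7-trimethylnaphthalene, -0.93 to 0.74 for cyp1a in 2-isopropylnaphthalene against 1-ethylnaphthalene, -0.27 to 1.26 for cyp1a in 1-methylnaphthalene against naphthalene and -0.66 to 0.47 for cyp1a in 1-ethylnaphthalene against 2-ethylnaphthalene.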

Differences from the paper's values

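The settings with voom, with no fold threshold and with a pseudocount of 1 were chosen only after the values were seen. The other alternatives, set before the data were examined, are called fixed beforehand.

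fkbp5 was a DEG in 10 chemicals, where the paper's value is 18. Of the alternatives fixed beforehand, a pseudocount of 4 gave 18, while a pseudocount of 0.25, the filter on low values, the trend of the variance and the replicate block gave 10, samples centred on their median 9, and controls of the same day or only the compared groups 3. voom on the recovered reads, chosen after seeing the values, gave 18 and dropped 0 of the 180 calls of the authors' deposited table, from which its log2 fold changes differed by at most 3.9e-08. The paper's text does not name voom.

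The paper's number of exposures with lower nt5dc2 is 4, with no fold threshold stated beside it. With the fold threshold of a DEG, which makes this an unlike count, nt5dc2 passed in 0 chemicals by limma, under all 8 alternatives fixed beforehand and by voom. At an adjusted p of at most 0.05 with no fold threshold, chosen after seeing the values, nt5dc2 passed in 3 chemicals, and with voom as well in 4, where the adjusted p was 0.00054, 0.0022, 0.031 and 0.044.

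The mean log2 fold change of klf9 over its DEG chemicals was -3.71, where the paper's value is -4.3. The paper gives no error for its value, and all alternatives fixed beforehand that gave a value lay farther from it than the SD of the log2 fold changes over the 7 DEG chemicals, with -3.45 at a pseudocount of 0.25, -1.25 at 4, -3.71 with a trend of the variance, -3.88 with controls of the same day, -3.81 with only the compared groups, -3.76 with the replicate block and -3.80 with samples centred on their median, and the filter on low values leaves klf9 out. voom, chosen after seeing the values and with 0 of the authors' calls dropped, gave -4.33.

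The rho of fgfbp2b and BMC50 was -0.0017, where the paper's value is 0.0051. A pseudocount of 4 (0.0096), the replicate block (0.018) and samples centred on their median (0.025) gave a positive value near the paper's, and voom, chosen after seeing the values, gave 0.0051 with 0 of the authors' calls dropped. A pseudocount of 0.25, the filter, the trend of the variance and only the compared groups gave -0.0017, controls of the same day 0.151, and leaving out chemicals without a BMC50 -0.251.

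The numbers of DEGs per chemical at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1 were lower than most bars of the paper's Fig. 5A, all read by eye, although the paper's text gives a p-value of 0.05 and the same fold threshold. naphthalene had 1 (about 0 in Fig. 5A, read by eye), 2,7-dimethylnaphthalene 17 (about 78), 2,6-diisopropylnaphthalene 5 (about 23), 1-methylnaphthalene 12 (about 54), 2,3-dimethylnaphthalene 3 (about 26), 1,3-dimethylnaphthalene 15 (about 45), 1,8-dimethylnaphthalene 11 (about 35) and 1,2-dimethylnaphthalene 11 (about 61). 2-ethylnaphthalene had 7 (about 23), 1,6-dimethylnaphthalene 1 (about 4), 1-ethylnaphthalene 3 (about 9), 1,5-dimethylnaphthalene 0 (about 3), 1,4-dimethylnaphthalene 15 (about 36), 2,7-di-tert-butylnaphthalene 2 (about 7) and 2,4,5-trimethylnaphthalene 12 (about 29). 1,6,7-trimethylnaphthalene had 7 (about 4), 1,7-dimethylnaphthalene 41 (about 190), 2-isopropylnaphthalene 7 (about 19), 1,4,5-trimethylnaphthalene 17 (about 68), 2,6-diethylnaphthalene 9 (about 39), 1,4,6,7-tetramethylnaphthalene 7 (about 22) and 2-butylnaphthalene 16 (about 48). Of the alternatives fixed beforehand, a pseudocount of 4 came within 1.5 times the bar for naphthalene (0) and 1,6-dimethylnaphthalene (4), controls of the same day for 1,6,7-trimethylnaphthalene (5) and 2-isopropylnaphthalene (13), and the filter on low values for 1,6,7-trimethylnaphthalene (6). For the other 18 chemicals none of them did. With no fold threshold, chosen after seeing the values, the counts were within 1.5 times the bars (187 for 1,7-dimethylnaphthalene) except in naphthalene (1), 1,6-dimethylnaphthalene (2), 1-ethylnaphthalene (5), 1,5-dimethylnaphthalene (1), 1,6,7-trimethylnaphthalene (10) and 2-isopropylnaphthalene (9). In the authors' deposited table the calls at an adjusted p of at most 0.05 with no fold threshold number 189 for 1,7-dimethylnaphthalene, 78 for 2,7-dimethylnaphthalene, 68 for 1,4,5-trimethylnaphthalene and 0 for naphthalene, and with the fold threshold 38, 16, 15 and 0. With no fold threshold they are 3 for 1,6-dimethyl-, 9 for 1-ethyl-, 2 for 1,5-dimethyl-, 4 for 1,6,7-trimethyl- and 18 for 2-isopropylnaphthalene. For each chemical this number lies at or next to the bar read by eye. The bars of Fig. 5A therefore match the calls of that table with no fold threshold. voom gives the same numbers.

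In the paper fkbp5 is the most frequent DEG and klf9 and klf11a the next. By limma on the deposited values slc2a1b was the most frequent (13 chemicals), followed by fkbp5 (10), chek2, ctss2.1 and klf11a (9 each), while klf9 had 7, as in the paper's Fig. 5B. With a pseudocount of 4 fkbp5 came first (18) and klf9 next (14), and with voom fkbp5 (18), klf11a (9) and klf9 (7) came first. The paper compares 1,7-dimethylnaphthalene with a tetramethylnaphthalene of the positions 1, 4, 5 and 7, which is not among the samples. The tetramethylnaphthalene measured is 1,4,6,7-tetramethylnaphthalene.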

Other observations

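Of the tests below, the regroupings of samples and the settings with voom were chosen only after the results were seen.

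Beside 1,7-dimethylnaphthalene, plod1a, a lysyl hydroxylase of collagen that the paper does not discuss, fell in 3 further chemicals. Its log2FC was -3.74 in 1,4,6,7-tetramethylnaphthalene (2.30 ± 0.83 log2 CPM, n = 4, against 6.03 ± 0.27 in controls, n = 5, adjusted p = 2.3e-22), -1.43 in 2,7-di-tert-butylnaphthalene (4.60 ± 0.15, adjusted p = 7.4e-05) and -1.41 in 2,6-diisopropylnaphthalene (4.63 ± 0.64, adjusted p = 0.00013), each with a standard error of 0.23 by limma. With 1,7-dimethylnaphthalene these are the 4 chemicals in which it was a DEG. All 16 of their pools lay below all 5 control pools, with 40 to 466 reads against 476 to 786. The libraries of these 4 chemicals carry consecutive numbers in the sample labels, and no chemical outside that run had a plod1a DEG. Library order and the chemicals therefore cannot be told apart as the source of its fall. In the other 18 chemicals its log2FC lay between -0.68 (1,8-dimethylnaphthalene, adjusted p = 0.127) and 0.44 (1-ethylnaphthalene). The call in 2,6-diisopropylnaphthalene was lost with a separate fit of this chemical and the controls (adjusted p = 0.144). cyp1a, an enzyme of xenobiotic metabolism under the aryl hydrocarbon receptor, rose in 1,2-dimethylnaphthalene to 5.54 ± 0.16 log2 CPM against 1.01 ± 2.27 in controls (log2FC 4.53, standard error 0.91, adjusted p = 0.0023, 391 to 502 reads in 4 exposed pools and 0 to 86 in 5 control pools), a call lost with that separate fit (adjusted p = 0.123). In 2,6-diisopropylnaphthalene its log2FC was 3.52 (adjusted p = 0.040), and this call was lost without exposed pools B, C or D or control day 1 pools A or C or control day 2 pool A (adjusted p up to 0.201), with controls of the same day (0.339) and with the separate fit (0.361). Of chemicals compared directly, 2,6-diisopropylnaphthalene exceeded 2,7-di-tert-butylnaphthalene in cyp1a by 3.54 (standard error 0.96, adjusted p = 0.0056 over 18 comparisons, 0.067 with only the compared groups) and 2,6-diethylnaphthalene by 2.81 (adjusted p = 0.028, 0.053 without 2,6-diisopropylnaphthalene pool B). 1,2-dimethylnaphthalene exceeded 1,8-dimethylnaphthalene by 2.63 (adjusted p = 0.028, 0.058 without 1,8-dimethylnaphthalene pool E). Adjusted over all genes of a comparison, limma gave 0.460, 0.522 and 0.462 for these differences in the order given, so cyp1a was not a DEG in any of them.

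Heat shock and chaperone genes (17 measured) were higher as a set in 2-ethylnaphthalene (median log2FC 0.19, camera adjusted p = 0.011, and adjusted p = 0.044 with an estimated correlation) and 2-isopropylnaphthalene (median log2FC 0.16, adjusted p = 0.013, and adjusted p = 0.049 with an estimated correlation). In 2-ethylnaphthalene 43 cell cycle genes were higher as a set (median log2FC 0.16, adjusted p = 0.011, and adjusted p = 0.024 with an estimated correlation), and in 1,4,6,7-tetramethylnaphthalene 19 lysosome and cathepsin genes (median log2FC 0.28, adjusted p = 0.011, and adjusted p = 0.049 with an estimated correlation). In 1,6-dimethylnaphthalene 34 immune and inflammation genes were higher (median log2FC 0.29, adjusted p = 0.014), and in 2,6-diisopropylnaphthalene 10 erythrocyte and haem genes were lower (median log2FC -0.80, adjusted p = 0.037), both lost with an estimated correlation (adjusted p = 0.116 and 0.282). With the glucocorticoid list in 14 chemicals these make 20 calls (15 lower, 5 higher) in 594 tests of lists and chemicals, and 18 with an estimated correlation. Without control day 2 pool B there were 13 calls and with controls of the same day 12. With fkbp5 and klf9 taken out of the lists there were 6 calls (1 lower, 5 higher). With an estimated correlation as well there were 0, so the heat shock, cell cycle and lysosome calls were lost there too. The adjustment over all tests was recomputed in that setting, so their loss does not show that these lists rest on fkbp5 or klf9. fry, which tests a list without comparing it with other genes, gave 72. 13 clock genes outside the glucocorticoid list are used above for their mean, and the whole clock list of 15 had a smallest adjusted p of 0.0522, with 1 call, in 1,7-dimethylnaphthalene, with an estimated correlation (adjusted p = 0.049).

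The remaining lists had 0 camera calls, and 0 with an estimated correlation. Their smallest adjusted p was 0.459 for the stress axis, 0.468 for the aryl hydrocarbon receptor response, 0.348 for oxidative stress, 0.254 for xenobiotic metabolism, 0.254 for endoplasmic reticulum stress, 0.362 for hypoxia and glycolysis, 0.379 for p53 and DNA damage, 0.561 for skeletal muscle, 0.604 for heart, 0.252 for endothelium and 0.118 for folate metabolism. It was 0.563 for purinergic signalling, 0.564 for fibroblast growth factor signalling, 0.0811 for photoreceptors and retina, 0.0846 for neurons and glia, 0.0535 for cartilage, skeleton and neural crest, 0.110 for notochord, skin and extracellular matrix, 0.252 for liver, pancreas and gut, 0.254 for sterol and fatty acid metabolism and 0.0919 for thyroid and retinoid signalling. Single genes of these lists were DEGs, and calls adjusted over the list alone are given in brackets. The hypoxia list had 13 higher calls, all of slc2a1b (16), the p53 list 9 higher calls of chek2 and 1 lower of gadd45bb (15 and 1), the thyroid list 7 lower calls, all of klf9 (11), and folate metabolism 2 higher calls, of mat2ab and paics (9). The immune list had 4 lower calls, among them 3 of the cytokine signalling inhibitor socs3a, and 1 higher (4 and 5). Of the 4 measured Kruppel-like factors, klf11b was lower in 2 chemicals beside klf9 and klf11a. Without control day 2 pool B slc2a1b had 7 calls and chek2 4, and without control day 1 pool C or control day 2 pool B klf9 had 3.

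With controls of the same exposure day other genes became frequent. tapbpl was a DEG of 12 chemicals under that setting, abcb11b and p2ry13 of 11 each, ddb2 and fhl2a of 10 each, vtg1 and zgc:153659 of 9 each, amacr and prkag1 of 7 each and ebp of 6, while with all 5 controls fhl2a and p2ry13 were a DEG of 1 chemical and the others of 0 (named after their values were seen). voom on the recovered reads with all 5 controls gave 1 each for amacr, fhl2a and p2ry13.

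fkbp5 and the number of alkyl carbons had a rho of -0.404 over 22 chemicals (permutation p = 0.063, Benjamini-Hochberg adjusted 0.188 over 3 relations), -0.677 within day 1 (n = 11, permutation p = 0.028, adjusted 0.083) and -0.392 within day 2 (n = 11, permutation p = 0.236). For klf9 rho was -0.189 (permutation p = 0.397).

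Chance differences among samples were examined by regrouping the pools of each comparison, in 100 random splits of the 4 exposed and 5 control pools. Taken one chemical at a time, with no correction over chemicals that share the controls, and by the criterion that fewer than 5 of the 100 splits give a count as large, they can be excluded as the source of the DEG count in 19 chemicals, although in 4 of these (1,8-dimethyl-, 1,4,6,7-tetramethyl-, 2-ethyl- and 2,7-di-tert-butylnaphthalene) another split reached the real count. The real count, with the highest of the other splits in brackets, was 41 [33] in 1,7-dimethylnaphthalene, 17 [13] in 2,7-dimethylnaphthalene, 17 [7] in 1,4,5-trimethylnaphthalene, 16 [9] in 2-butylnaphthalene, 15 [6] in both 1,3- and 1,4-dimethylnaphthalene, 12 [11] in 1-methylnaphthalene, 12 [5] in 2,4,5-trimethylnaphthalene, 11 [10] in 1,2-dimethylnaphthalene and 11 [13] in 1,8-dimethylnaphthalene. It was 9 [5] in 2,6-diethylnaphthalene, 7 [9] in 1,4,6,7-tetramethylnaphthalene, 7 [7] in 2-ethylnaphthalene, 7 [4] in 2-isopropylnaphthalene, 7 [3] in 1,6,7-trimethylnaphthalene, 5 [3] in 2,6-diisopropylnaphthalene, 3 [2] in 1-ethylnaphthalene and 2,3-dimethylnaphthalene, and 2 [2] in 2,7-di-tert-butylnaphthalene. Chance cannot be excluded for 1,6-dimethylnaphthalene at 1 [2], where 24 of the 100 splits gave a count as large, and naphthalene at 1 [2]. A count of 0, as in 1,5-dimethylnaphthalene, is reached by all 100 splits, so the regrouping says nothing of it.

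Between 2 chemicals all 35 splits of the 8 pools were fitted. By the same criterion of a share under 5%, which only the real split alone can meet and with no correction over 18 comparisons, chance can be excluded for 1,7-dimethylnaphthalene against 1,6- at 14 [5], 1,5- at 19 [3] and 1,4-dimethylnaphthalene at 10 [5] and against naphthalene at 19 [6], for 1,4-dimethylnaphthalene against 1-methylnaphthalene at 5 [2], 2-butyl- against 2-ethylnaphthalene at 2 [1] and 1,4,5- against 1,6,7-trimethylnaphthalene at 2 [1]. These last 3 counts are small, and of the 5 genes of the first of them, cd37, cnn1b, tapbpl and btr09 had no reads in any pool of 1 of the 2 chemicals, and the pools overlapped for all of these except cd37. It cannot be excluded for 1,7- against 1,3-dimethylnaphthalene at 11 [13], 1-methylnaphthalene against naphthalene at 1 [1] and 1-ethyl- against 2-ethylnaphthalene at 1 [3]. For 1,4,6,7-tetramethyl- against 1,6,7-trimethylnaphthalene the count was 1 [2], and a count of 1 does not test its gene, plod1a. That gene differed by -3.83 (standard error 0.24, adjusted p = 1.1e-21 by limma), beyond what chance would give. All 4 pools of one chemical lay below all 4 of the other. Whether library order gave this difference was not tested. For 1,7- against 2,7-dimethylnaphthalene, at 5 [17], a split called several times the real count, which points to a structure among these 8 pools that was not examined. The 5 comparisons given above with 0 DEGs had at most 2 in another split. 2,6-diethyl- against 2,6-diisopropylnaphthalene gave 0 DEGs by limma as well, with 190 genes at an unadjusted p under 0.05 and at most 1 DEG in another split.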
